# The roles of the acetyltransferase domains of the chromatin regulators KAT6A and KAT6B *in vivo*

**DOI:** 10.1242/dev.205559

**Published:** 2026-06-18

**Authors:** Tim Thomas, Shezlie Malelang, Yuqing Yang, Maria I. Bergamasco, Andrew J. Kueh, Alexandra L. Garnham, Nishika Ranathunga, Gordon K. Smyth, Anne K. Voss

**Keywords:** Histone acetyltransferase, KAT6A, KAT6B, Skeleton, Heart development, Hematopoietic stem cells, MOZ, MORF, QKF, Mouse

## Abstract

KAT6A (MOZ) and KAT6B (QKF/MORF) are related histone lysine acetyltransferases (KATs) that have a high degree of functional redundancy during development. In the absence of KAT6A, embryos undergo an anterior homeotic transformation of the axial skeleton, develop an interrupted aortic arch, have ventricular septal defects and fail to form definitive hematopoietic stem cells. KAT6B has roles in brain, skeletal and hematopoietic system development. Because loss of KAT6A leads to highly penetrant phenotypes, this allows us to determine whether the acetylation function is essential for all activities. We show that loss of acetyltransferase activity did not phenocopy the loss of the KAT6A protein in mice. Although mutation of the KAT domains of both KAT6A and KAT6B together increased the severity of phenotypes observed, these were milder than complete KAT6A loss of function. KAT domain mutants displayed ventricular septal defects and reduced (but not eliminated) hematopoietic stem cell activity. However, they did not display homeotic transformations or aortic arch defects, suggesting that, while acetylation is important for some functions, others can proceed without this activity. Accordingly, KAT6 proteins appear to have functions beyond acetylation.

## INTRODUCTION

The regulation of gene expression is dependent on the action of large protein complexes that regulate access to chromatin. These protein complexes typically contain enzyme subunits that covalently modify histones, for example lysine acetyltransferases (KATs) (Huang et al., 2016; Voss and Thomas, 2009, 2018). The largest family of histone acetyltransferases in mammals is the MYST family (Sheikh and Akhtar, 2019; Thomas and Voss, 2007), which includes KAT6A (MOZ, monocytic leukemia zinc finger protein), an oncogene identified in an aggressive form of acute myeloid leukemia (Borrow et al., 1996). Studies of post translational modifications of histones have led to a ‘covalent modification’-centric view of how these epigenetic regulators function in transcription (Berger, 2007; Carlson and Glass, 2014; Kouzarides, 2000; Li et al., 2007; Strahl and Allis, 2000). In this model, protein-protein interaction domains (readers) within the complex serve primarily to direct the complex to sites in the chromatin, whereupon the enzyme subunit (writer) creates a covalent modification that changes the chromatin state until it is removed by an opposing enzyme (eraser). How readers, writers and erasers function to regulate gene expression is important to understand the pathogenesis of disease, in particular cancer (Zhao et al., 2021). Nevertheless, emphasis on the covalent modification of histones may obscure other activities of these complexes that do not require enzymatic activity.

The KAT6A complex typically includes ING5, BRPF1 and MEAF6 subunits (Doyon et al., 2006; Mousavi and Yang, 2025; Ullah et al., 2008). BRPF1 is a large multidomain protein (Mousavi and Yang, 2025) that can bind acetylated histones via its bromodomain (Obi et al., 2020; Poplawski et al., 2014) and associate with DNA in chromatin via its PZP domain (Klein et al., 2020). ING5 can bind methylated histone 3 lysine 4 (H3K4) (Ormaza et al., 2019). KAT6A has a double PHD finger, can bind acetylated H3K14 contingent on the modification status of surrounding residues (Ali et al., 2012; Dreveny et al., 2014; Qiu et al., 2012) and contains N-terminal wing helix domains that can bind un-methylated CpG islands (Becht et al., 2023; Weber et al., 2023). The related protein KAT6B (Querkopf, MORF) has an identical domain structure to KAT6A (Ullah et al., 2008) and can completely rescue loss of KAT6A when overexpressed (Bergamasco et al., 2025c). KAT6A and KAT6B function in large complexes containing multiple ‘reader’ domains that can specifically recognize different histone modifications, and so different chromatin states, but with a single enzymatic acetyltransferase domain. This raises the question of whether the chromatin recognition domains function only to direct the acetylation domain to sites within chromatin, or whether the complex has activity independent of acetylation.

Chromatin remodeling is crucial for embryonic development (Chen and Dent, 2014) and so it is not surprising that disruption of KAT6A or KAT6B function leads to severe developmental defects. Mutation in KAT6A leads to Arboleda-Tham cognitive impairment syndrome in children (Arboleda et al., 2015; Tham et al., 2015). Mutations in KAT6B result in several syndromes that have related phenotypes (Clayton-Smith et al., 2011; Kraft et al., 2011; Simpson et al., 2012), principally Genitopatellar syndrome (Simpson et al., 2012) and Say-Barber-Biesecker-Young-Simpson variant of Ohdo syndrome (Clayton-Smith et al., 2011).

KAT6A has key roles in multiple aspects of embryonic development. Heterozygous loss of *Kat6a* in mice causes learning and memory defects that are partially improved by elevating histone acetylation (Eccles et al., 2026). KAT6A regulates Hox gene expression and loss of *Kat6a* results in a complete homeotic transformation of the axial skeleton (Voss et al., 2009). Notably, KAT6A directly opposes the action of BMI1 (PCGF4), a polycomb group protein that represses Hox gene expression (Sheikh et al., 2015a). KAT6A mutant mice phenocopy DiGeorge syndrome, resulting in an interrupted aortic arch type B and ventricular septal defects (VSDs), as well as cranio-facial abnormalities (Vanyai et al., 2019, 2015; Voss et al., 2009, 2012). Loss of KAT6A function results in the failure of definitive hematopoietic stem cells (HSCs) to develop and be maintained in adulthood (Katsumoto et al., 2006; Sheikh et al., 2017, 2016; Thomas et al., 2006). Interestingly, abrogating the function of the acetyltransferase domain does not completely remove HSC activity, suggesting that some functions may not entirely depend on the lysine acetyltransferase activity (Perez-Campo et al., 2009).

KAT6B acts primarily in development of the central nervous system (Merson et al., 2006; Rietze et al., 2001; Sheikh et al., 2012; Thomas et al., 2000). KAT6B is required for normal functioning of adult neural stem cells (Merson et al., 2006). Reduced KAT6B function in heterozygous mice leads to learning and memory defects, which can be partially corrected by increasing histone acetylation levels (Bergamasco et al., 2024b). Conversely, overexpression of KAT6B leads to anxiety and aggression (Bergamasco et al., 2025b). KAT6B is also essential for bone development and full HSC activity (Bergamasco et al., 2024a, 2025a).

Deregulation of KAT6A and KAT6B can lead to cancer (Thomas and Voss, 2007; Wiesel-Motiuk and Assaraf, 2020; Zheng et al., 2025). Conversely, reduction of KAT6A in a mouse model of MYC-driven lymphoma delays onset of disease (Sheikh et al., 2015b). Due to the importance of KAT6 proteins in oncogenesis, we developed inhibitors targeting both KAT6A and KAT6B that reduce KAT activity to background levels (Baell et al., 2018). *In vitro*, these compounds induce mouse embryonic fibroblasts (MEFs) to become senescent, which is also seen in MEFs lacking KAT6A (Sharma et al., 2023; Sheikh et al., 2015c), and arrest progression of lymphoma (Baell et al., 2018). KAT6 drugs are now in clinical trials for the treatment of breast cancer (Mukohara et al., 2024).

As KAT6A and KAT6B have essential roles in embryonic development and are clinically relevant drug targets, we examined the relative importance of KAT activity for overall protein function. We generated point mutants in the KAT domain that prevent acetylation of substrates and studied the effect of these on KAT6A function and on the combined function of KAT6A and KAT6B. We concentrated this analysis on hematopoiesis, axial skeletal development and heart development, as KAT6A is essential for these structures, and phenotypic anomalies in these organ systems are highly penetrant in *Kat6a* null mutant mice. We found that KAT activity is essential for normal hematopoiesis and for normal heart development. However, there was no homeotic transformation of the axial skeleton or defects in the aortic arch development, although some comparatively minor defects in bone growth were present. While hematopoiesis was severely affected, stem cell activity was not eliminated. These results suggest that the essential roles of KAT6 proteins and their associated complex are not limited to acetylation.

## RESULTS

### Effects of point mutations in the acetyltransferase domain of KAT6A and KAT6B on histone acetylation, development and survival *in vivo*

To determine the role of acetylation in the function of KAT6A and KAT6B we generated point mutations in the KAT domain of these epigenetic regulators using CRISPR. 

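In the mouse genome (GRCm39), *Kat6a* lies on chromosome 8 from 23349545 to 23433275 and *Kat6b* on chromosome 14 from 21531502 to 21722546, both on the plus strand. Glycine 656 of KAT6A (2003 residues) is encoded by GGC at positions 23416459 to 23416461, in exon 13 of 18, within the peptide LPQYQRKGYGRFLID. The coding sequence centred on this codon is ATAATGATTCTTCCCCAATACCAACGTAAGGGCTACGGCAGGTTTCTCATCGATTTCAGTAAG. Glycine 577 of KAT6B (1763 residues in the canonical isoform) is encoded by GGA at positions 21687681 to 21687683, in exon 12 of 17, within the peptide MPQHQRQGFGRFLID. Its surrounding sequence is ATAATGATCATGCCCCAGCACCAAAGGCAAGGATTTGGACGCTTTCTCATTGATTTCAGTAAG. An isoform of KAT6B with 1872 residues carries lysine at residue 577, so this numbering is that of the canonical isoform.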

A single amino acid change G656E was created in KAT6A and a G577E mutation was created in KAT6B (Fig. 1A; Table S1). These mutations are equivalent to previously reported mutations in MYST family members and have been shown to reduce acetyltransferase activity to background levels (Akhtar and Becker, 2000; Deguchi et al., 2003; Lv et al., 2017; Perez-Campo et al., 2009; Takechi and Nakayama, 1999). These changes alter homologous, highly conserved glycine residues that are part of the acetyl-CoA binding domain and are compatible with *in vivo* production of a full-length protein. Genotyping was performed using two separate PCR reactions (Table S1) to determine the presence of the wild-type (WT) or mutant allele (Fig. 1B).

**Fig. 1.**
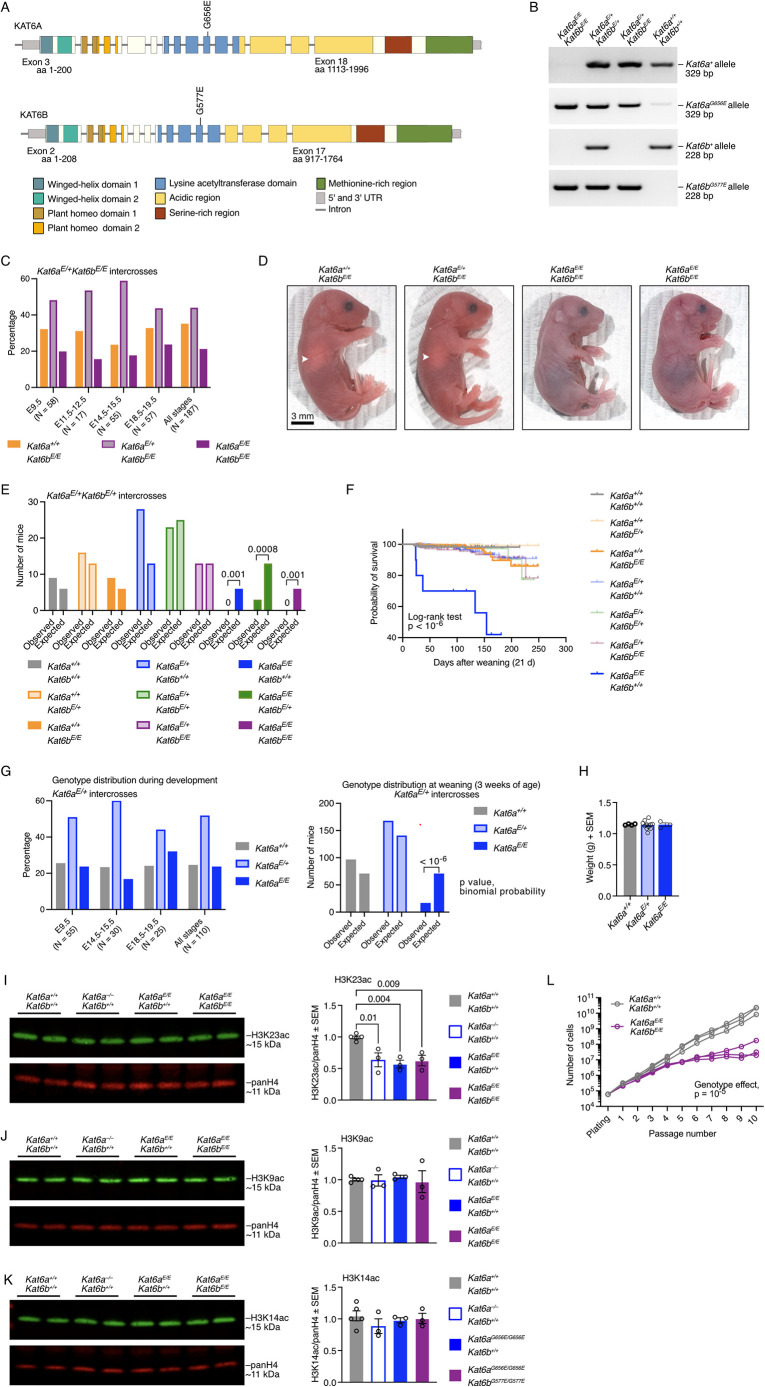
**Combined loss of acetylation activity of KAT6A and KAT6B leads to perinatal lethality.** (A) Exon and protein domain structure of mouse KAT6A and KAT6B and the position of the *Kat6a^G658E^* and *Kat6b^G577E^* point mutations. Protein domains are indicated by colors. Introns are not to scale. (B) Representative PCR genotyping gel of *Kat6a^G658E^* (*Kat6a^E^*) and *Kat6b^G577E^* (*Kat6b^E^*) point mutant alleles, showing mutant (amplicon present only in mutant reaction), heterozygous (amplicon present in mutant and WT reaction) and WT (amplicon present only in WT reaction) results. (C) Genotype distribution of offspring of *Kat6a^E/+^*;*Kat6b^E/E^*×*Kat6a^E/+^*;*Kat6b^E/E^* matings. *Kat6a^E/E^;Kat6b^E/E^* fetuses were present at birth (*n*=187 embryos and fetuses). (D) Representative images of *Kat6a^E/E^;Kat6b^E/E^* pups postpartum compared to *Kat6b^E/E^* and *Kat6a^E/+^;Kat6b^E/E^* littermates, recovered at E19.25/P1 by caesarean section. All pups shown here were alive as indicated by movements of the body. *Kat6a^E/E^;Kat6b^E/E^* pups, but not pups of any other genotype, delayed or failed to inflate their lungs, oxygenate their blood and appeared ‘blue’ rather than pink. Arrowheads indicate lighter colored area of the inflated lungs in littermates. Scale bar: 3 mm. (E) Expected compared to observed offspring genotype distribution at weaning of *Kat6a^E/+^;Kat6b^E/+^*×*Kat6a^E/+^;Kat6b^E/+^* matings (*n*=101 mice at weaning). (F) Kaplan-Myer survival graph of mice from weaning to 250 days (*n*=1314 mice). (G) Genotype distribution of offspring of *Kat6a^E/+^*×*Kat6a^E/+^* matings pre- and post-partum (left and right, respectively). Left, *n*=110 embryos and fetuses. Right, *n*=282 3-week-old mice. (H) Body weight of E18.5 fetuses of *Kat6a^E/+^* × *Kat6a^E/+^* matings (*n*=4 *Kat6a^+/+^;Kat6b^+/+^*, 11 *Kat6a^E/+^* and 3 *Kat6a^E/E^* fetuses). (I-K) Western blot detection and quantitation relative to pan-H4 of H3K23ac (I), H3K9ac (J) and H3K14ac (K) in comparing whole E9.5 embryos (*n*=3-5 embryos per genotype for the quantitation, with 2 per genotype shown in the western blots). (L) Cumulative growth curves of *Kat6a^E/E^;Kat6b^E/E^* mouse embryonic fibroblasts compared to wild type. Data are presented as percentage of animals (C,G left), number of animals (E,G right), percentage survival (F), mean±s.e.m. (H-K) and number of cells (L). Each circle represents one mouse (H-K). Each point is the average of each triplicate culture of cells isolated from one embryo (L). Data were analyzed by calculating binomial probability of a difference to the expected value (C,E,G) or using the log-rank Mantel-Cox test (F), one-way ANOVA with Tukey's multiple comparisons test (H-K) or two-way ANOVA with Šídák's multiple comparisons test (L).

Inter-crossing mice homozygous for the *Kat6b^G577E^* allele (abbreviated *Kat6b^E^*) and heterozygous for the *Kat6a^G656E^* allele (*Kat6a^E^*) showed that double homozygosity for the point mutations in the KAT domains, *Kat6a^E/E^;Kat6b^E/E^*, was compatible with development to term (Fig. 1C; *n*=187). Embryos homozygous for *Kat6b^E^* point mutant alleles appeared to be outwardly normal. Among pups recovered by caesarean section at gestational day (E)19.25 (the morning when birth was expected), pups of all genotypes were alive. However, *Kat6a^E/E^;Kat6b^E/E^* pups showed a marked delay in lung inflation and change in skin color to a healthy pink, indicating a delay in oxygenating blood (Fig. 1D). No *Kat6a^E/E^;Kat6b^E/E^* pup had milk in their stomach, indicating that they did not suckle successfully. No living double homozygous pups were found after postnatal day (P)1. Thus, *Kat6a^E/E^;Kat6b^E/E^* pups developed to birth – significantly further than *Kat6a^–/–^;Kat6b^gt/gt^* compound homozygous mutant embryos, which arrested in development at E9.0 (Fig. S1).

At 3 weeks of age, when pups were weaned, no *Kat6a^E/E^* were present among offspring of *Kat6a^E/+^*;*Kat6b^E/+^*×*Kat6a^E/+^*;*Kat6b^E/+^* matings (Fig. 1E). Three *Kat6a^E/E^*;*Kat6b^E/+^* mice survived to weaning (Fig. 1E). A single *Kat6a^E/E^*;*Kat6b^E/+^* mouse survived to adulthood. Reduction in the number of mice observed versus expected occurred in genotypes that included *Kat6a^E^* homozygosity, but not those with merely *Kat6b^E/E^* homozygosity, suggesting that point mutation of the KAT domain of KAT6A was the primary cause of prenatal and perinatal losses.

Among offspring of *Kat6a^E/+^*;*Kat6b^+/+^*×*Kat6a^E/+^*;*Kat6b^+/+^* matings, ten *Kat6a^E/E^*;*Kat6b^+/+^* pups out of 101 survived weaning but exhibited reduced vitality, with only two surviving more than 150 days after weaning (Fig. 1F,G). There was no effect of the *Kat6a^E/E^*;*Kat6b^+/+^* genotype on survival to term (Fig. 1G) or body weight at E18.5 (Fig. 1H).

Loss of KAT6A function leads to a global reduction in H3K23ac (Bergamasco et al., 2025c; Lv et al., 2017). We performed western blots and densitometry (Fig. 1I-K) to determine the functional effect of point mutations. We observed a reduction in H3K23ac levels in whole *Kat6a^E/E^* (*P*=0.004) and *Kat6a^E/E^;Kat6b^E/E^* (*P*=0.009) embryos that was not statistically different to the reduction observed in *Kat6a^–/–^* (*P*=0.01; Fig. 1I) (all comparisons were with WT embryos). No change in the levels of H3K9ac or H3K14ac were observed (Fig. 1J,K). Inhibition of the acetyltransferase activity of KAT6A and KAT6B with inhibitors led to cell cycle arrest in mouse embryonic fibroblasts (Baell et al., 2018). As expected, fibroblasts derived from *Kat6a^E/E^;Kat6b^E/E^* E12.5 embryos underwent cell cycle arrest (*P*=0.000014; Fig. 1L), also demonstrating that point mutations impaired acetylation activity.

### Effects of point mutations compared to null mutations of *Kat6a* and *Kat6b* on gene expression in E9.5 embryos

We determined the effects of the point mutations on gene expression and, using RNA-sequencing, compared these with the effect of removing KAT6A and KAT6B function entirely. Whole WT, *Kat6a^–/–^*, *Kat6b^–/–^*, *Kat6a^E/E^*, *Kat6b^E/E^* and *Kat6a^E/E^;Kat6b^E/E^* E9.5 embryos were dissected then stage and sex-matched (Fig. S2) for RNA isolation and bulk RNA-sequencing analysis.

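For the E9.5 experiment, counts per gene from bulk RNA-sequencing of 24 whole embryos were used, 4 embryos of each of 6 genotypes, from 17 litters. The counts assigned to genes ranged from 8401990 to 23339359 per library, with a median of 15317052. By genotype the range and median were 11823454 to 19078839 and 11958048 in WT, 11498135 to 21725329 and 14010053 in *Kat6a-/-*, and 8401990 to 21929384 and 18125194 in *Kat6b-/-*. They were 14135583 to 23339359 and 16596174 in *Kat6a E/E*, 11836227 to 17053207 and 13454390 in *Kat6b E/E*, and 14678249 to 17759715 and 15959558 in *Kat6a E/E;Kat6b E/E*. The authors compared genotypes with limma, with 4 surrogate variables and litter as a random block. With gene types from another table than the authors', more genes passed the count filter than in the paper. The same model was fitted here to these 14183 protein-coding genes. Computed from it were genes with FDR<0.05 in 8 comparisons, genes shared between comparisons, tests of gene sets, distances between libraries and clustering. The targeted genes were read first. *Kat6a* was at 176 ± 8.79 CPM (mean ± SD, n=4) in WT and 166 ± 4.66 in *Kat6a-/-* (log2 fold change -0.08, SE 0.089, FDR=0.716; range over the alternatives 0.341 to 0.925). *Kat6b* was at 40.5 ± 2.51 CPM in WT and higher in *Kat6b-/-*, at 54.5 ± 2.75 (log2 fold change 0.41, SE 0.065, FDR=0.00441; range over the alternatives 0.000766 to 0.102). In the point mutants *Kat6a* was at 177 ± 28.7 (*Kat6a E/E*) and 171 ± 5.64 CPM (*Kat6a E/E;Kat6b E/E*), and *Kat6b* at 42.6 ± 3.33 (*Kat6b E/E*) and 44.8 ± 7.44 CPM (*Kat6a E/E;Kat6b E/E*). The null alleles remove exons 3 to 7 of *Kat6a* and exons 2 to 12 of *Kat6b*, and the point mutations leave the transcripts whole. Counts over a whole gene therefore do not check the genotype labels in the way that a fall to near 0 would.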

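Distances between libraries were taken as the root mean square of the 500 largest log2 differences of each pair, without removal of surrogate variables. The mean distance was 1.40 within WT, 1.40 within *Kat6a-/-* and 1.29 within *Kat6b-/-*. Between genotypes it was 1.52 for *Kat6a-/-* and WT, 1.40 for *Kat6b-/-* and WT, and 1.41 for *Kat6a-/-* and *Kat6b-/-*. For *Kat6a-/-* the distance to WT exceeded the distances within genotypes by 0.12 (exact permutation test over the 35 splits of the 8 libraries, one-sided p=0.0286, the smallest p it can give). Without any 1 of the 8 libraries, and with both genotypes weighted equally in the mean distance within genotypes (chosen after seeing the values), the excess was 0.078 to 0.16. For *Kat6b-/-* the excess was 0.058 (exact permutation p=0.0857), and likewise 0.028 (without *Kat6b-/-* replicate 4) to 0.12 without any 1 library. Removal of the 4 surrogate variables with genotype kept in the model, which widens differences between genotypes by construction, brought the excess of *Kat6b-/-* to 0.092 (exact permutation p=0.0286).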

Multidimensional scaling revealed that embryos of the two null mutant genotypes (*Kat6a^–/–^* and *Kat6b^–/–^*) clustered within genotype and separated from each other and the WT embryos (Fig. 2A). 

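The *Kat6a E/E;Kat6b E/E* libraries were at a mean distance of 1.47 from WT, 1.44 from *Kat6a-/-* and 1.37 from *Kat6b-/-*, with 1.41 among themselves. Their distance to WT exceeded the distances within the genotypes by 0.069 (exact permutation p=0.0286). With all genes in place of the 500 largest differences of each pair, the excess was 0.02 (exact permutation p=0.0571). Without any 1 of the 8 libraries, and with both genotypes weighted equally, it was 0.03 to 0.10, with an exact permutation p from 0.0286 to 0.229.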

The double point mutant embryos (*Kat6a^E/E^;Kat6b^E/E^*) clustered within genotype and were positioned between the *Kat6a^–/–^* and the *Kat6b^–/–^* embryos. *Kat6b^E/E^* and *Kat6a^E/E^* single point mutant embryos did not obviously segregate from WT embryos (Fig. 2A). Accordingly, the largest number of differentially expressed genes (FDR<0.05) compared to WT embryos was observed in *Kat6a^E/E^;Kat6b^E/E^* embryos (388 genes: 203 downregulated, 185 upregulated), followed by *Kat6a^–/–^*embryos (330 genes: 161 downregulated, 169 upregulated) and the *Kat6b^–/–^* (83 genes: 52 downregulated, 31 upregulated; Fig. 2B-D; Tables S2-S4). In contrast, the single point mutant embryos did not show many differentially expressed genes compared to WT embryos (Fig. 2E,F; Tables S5 and S6).

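The excess of the distance to WT over the distances within genotypes was 0.005 for *Kat6a E/E* (exact permutation p=0.314) and -0.056 for *Kat6b E/E* (exact permutation p=1). For *Kat6a E/E* the excess became 0.063 (exact permutation p=0.0286) after removal of surrogate variables with genotype kept in the model.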

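At FDR<0.05, 413 genes differed between *Kat6a E/E;Kat6b E/E* and WT (223 lower, 190 higher), 375 between *Kat6a-/-* and WT (196 lower, 179 higher) and 72 between *Kat6b-/-* and WT (48 lower, 24 higher). Most changes were small. The median absolute log2 fold change was 0.25 in *Kat6a E/E;Kat6b E/E*, 0.38 in *Kat6a-/-* and 0.30 in *Kat6b-/-*, and 370, 284 and 66 of the genes changed by less than 1.5-fold. The genes with the smallest p in *Kat6a E/E;Kat6b E/E* were *Actb* (log2 fold change -0.20, SE 0.028), *Dpysl4* (-0.45, SE 0.068), *Commd3* (0.44, SE 0.069), *Rplp2* (-0.46, SE 0.072) and *Tnfrsf19* (0.32, SE 0.052), all with FDR=0.0038. In *Kat6a-/-* they were *Sfrp2* (-0.52, SE 0.054, FDR=8.68e-06), *Skida1* (-0.68, SE 0.078, FDR=6.02e-05), *Celsr2* (-0.51, SE 0.061, FDR=6.35e-05), *Crmp1* (-0.42, SE 0.053, FDR=8.69e-05) and *Tbx1*. In *Kat6b-/-* they were *Tubb2b* (-0.30, SE 0.043, FDR=0.00321), *Rbm3* (0.40, SE 0.063), *Kat6b*, *Ube2s* (-0.36, SE 0.058) and *Rplp2* (-0.44, SE 0.07). *Rplp2* and *Ube2s* share 30.3% and 42.6% of their sequence with near-identical copies elsewhere in the genome, so their changes are uncertain. The counts depended on the number of surrogate variables. Without any, 0 (*Kat6a E/E;Kat6b E/E*), 111 (*Kat6a-/-*) and 0 (*Kat6b-/-*) genes were called, and with 6 there were 811, 631 and 169. Each count also depended on single libraries. It was 115 in *Kat6a E/E;Kat6b E/E* without WT replicate 3, 102 in *Kat6a-/-* without WT replicate 2 and 11 in *Kat6b-/-* without WT replicate 4. The 4 surrogate variables fitted *Kat6a E/E;Kat6b E/E* replicate 2 closely (leverage 0.88 of a possible 1). Its weight in the *Kat6a E/E;Kat6b E/E* estimate was -14.35%, so that estimate rested mainly on the other libraries of this genotype.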

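Between *Kat6a E/E* and WT, 39 genes had FDR<0.05 (34 lower, 5 higher; median absolute log2 fold change 0.30). Between *Kat6b E/E* and WT there were 0, with 626 genes at an unadjusted p under 0.05 and a smallest FDR of 0.998. In *Kat6a E/E* the smallest p values were those of *Rplp2* (-0.47, SE 0.068), *Srm* (-0.25, SE 0.038), *Rpl23a* (-0.88, SE 0.13), *Ube2s* (-0.36, SE 0.056) and *Rasl2-9* (-1.03, SE 0.16), all with FDR=0.00271. *Rpl23a* shares 76.9% of its sequence with near-identical copies, and its change is uncertain. The count for *Kat6a E/E* was 14 without surrogate variables, 122 with 6, and 11 without WT replicate 4. In simulated data with 200 genes changed by a log2 fold change of 0.5 or 1, 85% of them were called in *Kat6a E/E* and 82% in *Kat6b E/E*. Smaller changes, such as most of those called in *Kat6a E/E;Kat6b E/E*, were not simulated, nor was a litter effect.

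**Figure D1:**
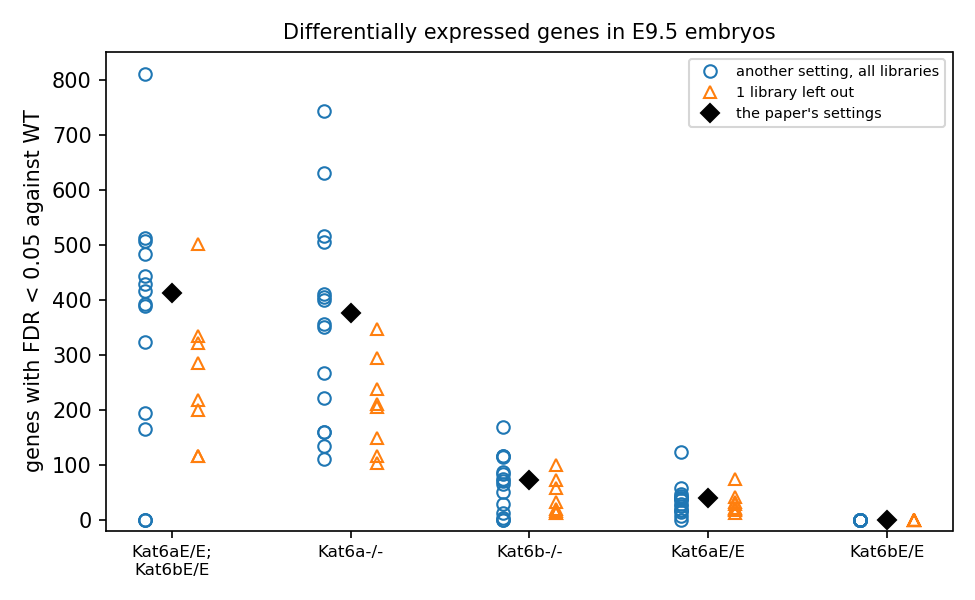
Number of genes with FDR<0.05 in each comparison with WT at E9.5 (n=4 embryos per genotype), with the model of the paper (diamonds), with other models (circles) and with 1 library left out (triangles).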

**Fig. 2.**
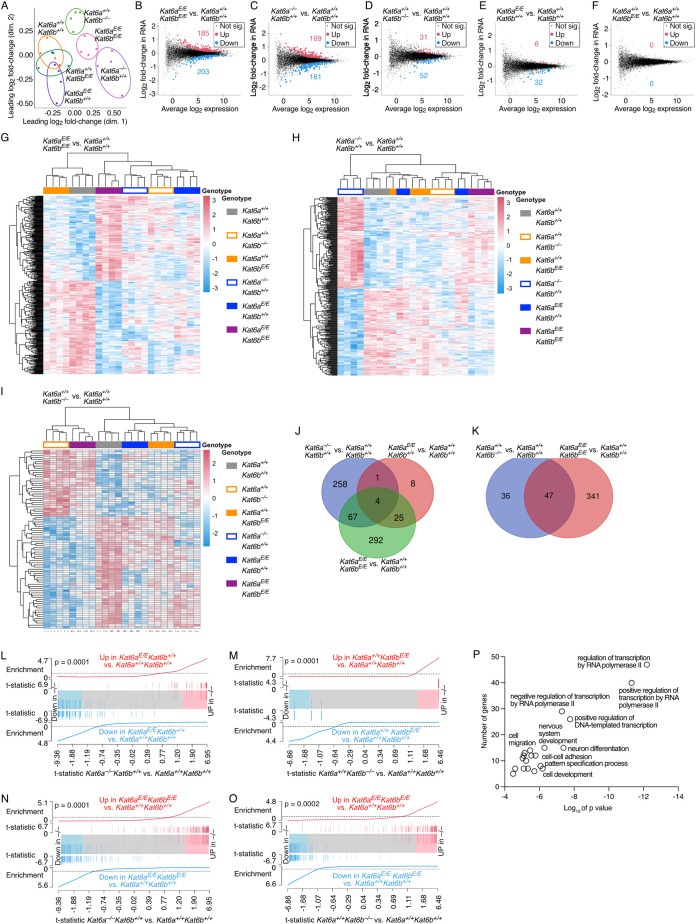
**Combined loss of acetylation activity of KAT6A and KAT6B causes gene expression changes intermediate between complete loss of each gene.** (A-P) For bulk RNA-sequencing, *n*=4 whole E9.5 male embryos per genotype were used. Data were analyzed as described in the ‘RNA-sequencing data analysis’ section. FDR<5% was considered significant. (A) Multidimensional scaling plot of the leading gene expression differences (dimension 1 and 2) between samples in pair-wise comparisons of embryos of all six genotypes. (B-F) M (log_2_ ratio) and A (mean average) plot of differentially expressed genes between genotypes as indicated. Upregulated (red) and downregulated genes (blue) are indicated in each MA plot. Genes not significantly changed indicated in black. (G-I) Heatmaps showing differentially expressed genes comparing genotypes as indicated. (J,K) Venn diagrams displaying the overlap in gene expression changes in the comparisons as indicated. (L-O) Barcode plots showing correlations between gene expression changes in different genotype comparisons as indicated. The null mutation of *Kat6a* or *Kat6b* and the combined points mutation of all four *Kat6* alleles had strong effects so that FDR of 0.05 was used. To enable comparison of the single gene points mutations of either *Kat6a* or *Kat6b* the cut-off was relaxed to *P*<0.001. (P) Top 20 Gene Ontology terms (biological process) associated with genes differentially expressed in *Kat6b^–/–^* versus WT embryos, but not in *Kat6a^E/E^;Kat6b^E/E^* versus WT embryos.

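Over the 413 genes called in *Kat6a E/E;Kat6b E/E*, hierarchical clustering depended on whether surrogate variables were removed. With none removed, all 4 libraries of *Kat6a-/-*, *Kat6b-/-*, *Kat6a E/E* and *Kat6b E/E* and 3 of 4 of *Kat6a E/E;Kat6b E/E* joined the WT branch. With the 4 surrogate variables removed and genotype kept in the model, the WT branch held 4 *Kat6b E/E* libraries and 0 of *Kat6a-/-*, *Kat6b-/-*, *Kat6a E/E* and *Kat6a E/E;Kat6b E/E*. With none removed, the distances of group means to WT and to *Kat6a E/E;Kat6b E/E* were 1.14 and 1.23 for *Kat6a-/-*, 1.16 and 1.01 for *Kat6b-/-*, 1.08 and 1.20 for *Kat6a E/E*, and 0.72 and 1.36 for *Kat6b E/E*.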

Unsupervised hierarchical clustering revealed that, with respect to the genes that were differentially expressed between double point mutant *Kat6a^E/E^;Kat6b^E/E^* embryos and WT embryos, the *Kat6b^E/E^* single point mutant embryos clustered with WT embryos, whereas both null mutant genotypes (*Kat6a^–/–^*, *Kat6b^–/–^*) and *Kat6a^E/E^* single point mutant embryos clustered with the double point mutant embryos (Fig. 2G).

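Over the 375 genes called in *Kat6a-/-*, the WT branch held 4 libraries each of *Kat6b-/-*, *Kat6a E/E* and *Kat6b E/E*, 3 of *Kat6a E/E;Kat6b E/E* and 0 of *Kat6a-/-*. With surrogate variables removed, the 3 *Kat6a E/E;Kat6b E/E* libraries left it. Distances of group means to WT and to *Kat6a-/-*, with none removed, were 1.24 and 1.06 for *Kat6a E/E;Kat6b E/E*, 0.97 and 1.32 for *Kat6b-/-*, 0.77 and 1.54 for *Kat6a E/E*, and 0.58 and 1.60 for *Kat6b E/E*.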

For genes differentially expressed between *Kat6b^–/–^* and WT embryos, embryos of all other genotypes displayed effects that were intermediate between *Kat6b^–/–^* and WT embryos (Fig. 2H). With respect to genes differentially expressed between *Kat6b^–/–^* and WT embryos, *Kat6b^–/–^* embryos clustered with *Kat6a^E/E^;Kat6b^E/E^* embryos, but not with any other genotype (Fig. 2I).

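Over the 72 genes called in *Kat6b-/-*, the mean of *Kat6a E/E;Kat6b E/E* was at a distance of 0.72 from that of *Kat6b-/-* and 1.46 from WT, while *Kat6b-/-* was at 1.80 from WT. The means of the other mutants were nearer to WT than to *Kat6b-/-*: 0.94 against 1.33 for *Kat6a-/-*, 1.18 against 1.23 for *Kat6a E/E* and 0.74 against 1.26 for *Kat6b E/E*. With no surrogate variable removed, the WT branch held 4 libraries of *Kat6a-/-*, 3 of *Kat6b E/E*, 1 of *Kat6a E/E*, 1 of *Kat6b-/-* and 0 of *Kat6a E/E;Kat6b E/E*. With them removed, it held all of *Kat6a-/-*, *Kat6a E/E* and *Kat6b E/E* and 0 of *Kat6b-/-* and *Kat6a E/E;Kat6b E/E*.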

Of the 330 genes that were differentially expressed in *Kat6a^–/–^* embryos, only five were also differentially expressed at FDR<0.05 in *Kat6a^E/E^* embryos (1.5%; Fig. 2J), while 22% (71/330) were also differentially expressed in *Kat6a^E/E^;Kat6b^E/E^* embryos (Fig. 2J). 

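Of the 375 genes called in *Kat6a-/-*, 5 (1.33%) were also called in *Kat6a E/E* (*Actg1*, *Arap1*, *Nalf2*, *Oat* and *Srm*), and 84 (22.4%) in *Kat6a E/E;Kat6b E/E*. *Actg1* shares 80.9% of its sequence with near-identical copies and is uncertain. At an unadjusted p under 0.05, 109 of the 375 changed in *Kat6a E/E* and 232 in *Kat6a E/E;Kat6b E/E*. All comparisons use the same WT libraries. In 20 simulations each with the changes of the second genotype moved to unrelated genes (chosen after seeing the values), the shared calls had a median of 1 and a highest value of 3 for *Kat6a-/-* and *Kat6a E/E*, and 5 and 10 for *Kat6a-/-* and *Kat6a E/E;Kat6b E/E*. The simulated lists were shorter (medians of 252.5 and 27 genes, and of 256.5 and 241.5) and held no litter effect, so these values set no upper bound on what the WT libraries add. The overlap moved most with the number of surrogate variables: the genes shared with *Kat6a E/E;Kat6b E/E* were 0 without any and 200 with 6. Without WT replicate 2 they were 17, and those shared with *Kat6a E/E* were 1.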

Of 83 genes that were differentially expressed in *Kat6b^–/–^* embryos, 57% (47 genes) were also differentially expressed in *Kat6a^E/E^;Kat6b^E/E^* embryos (Fig. 2K). 

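Of the 72 genes called in *Kat6b-/-*, 42 (58.3%) were called in *Kat6a E/E;Kat6b E/E*, and all 72 changed in the same direction there; 60 had an unadjusted p under 0.05. With the changes of *Kat6a E/E;Kat6b E/E* moved to unrelated genes, simulations gave a median of 2 shared calls and a highest of 4, from shorter lists (medians of 44.5 and 242.5 genes). The median share of genes with the same direction in these simulations was 60.2%. Without WT replicate 2 the shared genes were 6. Of the 39 genes called in *Kat6a E/E*, 30 (76.9%) were called in *Kat6a E/E;Kat6b E/E*, and *Kat6a-/-* shared 13 genes with *Kat6b-/-*.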

*Kat6b^E/E^* embryos did not display genes differentially expressed at FDR<0.05. However, enrichment analyses suggested that the expression of genes was affected similarly by *Kat6a* or *Kat6b* KAT domain point mutation and null mutation, albeit with lower effect sizes (Fig. 2L-O).

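The sets were tested with roast in limma, weighted by the signed log2 fold changes. Of 119 genes with an unadjusted p under 0.001 in *Kat6a E/E*, 114 (95.8%) changed in the same direction in *Kat6a-/-*, with a median log2 fold change of 0.14 along that direction. For 7 such genes in *Kat6b E/E*, all 7 did so in *Kat6b-/-*. Of the 413 *Kat6a E/E;Kat6b E/E* genes, 402 (97.3%) did so in *Kat6a-/-* and 395 (95.6%) in *Kat6b-/-*. Each test gave a p of 5e-05, the smallest that its random rotations can give. The shared WT libraries alone produce part of this. With an unchanged genotype in place of the null, the median share in simulations was 63.5% (*Kat6a E/E* genes in *Kat6a-/-*, with a median p of 0.0055), 81.2% (*Kat6b E/E* genes in *Kat6b-/-*, 5e-04), 58.4% (*Kat6a E/E;Kat6b E/E* genes in *Kat6a-/-*, 0.00225) and 62.7% (*Kat6a E/E;Kat6b E/E* genes in *Kat6b-/-*, 5e-04). The p values therefore carry little weight. The alternative that moved the shares most was the use of separate WT libraries for the comparisons, 2 on each side, in 6 arrangements. The range was then 71.4% to 82.4% (*Kat6a E/E* genes in *Kat6a-/-*), 42.9% to 71.4% (*Kat6b E/E* genes in *Kat6b-/-*), 82.3% to 86.9% (*Kat6a E/E;Kat6b E/E* genes in *Kat6a-/-*) and 70.2% to 86.9% (*Kat6a E/E;Kat6b E/E* genes in *Kat6b-/-*).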

Gene ontology analysis was used to identify the biological processes affected by mutations (Tables S7-S12). The processes affected by complete loss of KAT6A uniquely included regulation of transcription by RNA polymerase II, nervous system development and pattern specification process, among others (Fig. 2P; Table S8). Only nine processes were affected in *Kat6a^E/E^;Kat6b^E/E^* embryos but not in *Kat6a^–/–^;Kat6b^+/+^* embryos, suggesting that the biological effects of the loss of the KAT6A KAT activity were largely contained within the complete loss of KAT6A. In contrast, in the comparison between the effects of complete loss versus acetyltransferase loss of *Kat6b* the largest number of biological processes were affected in *Kat6a^E/E^;Kat6b^E/E^* embryos, but not in *Kat6b^–/–^* embryos (Tables S10-S12), suggesting a smaller contribution of the loss of KAT6B to the effects of the *Kat6a^E/E ;^Kat6b^E/E^* point mutations.

Taken together, our E9.5 embryo RNA-sequencing data show that a larger number of gene expression changes are observed as result of the total loss of KAT6A or KAT6B compared to each KAT domain point mutation. However, while loss of the histone acetyltransferase activity causes fewer changes in gene expression, enrichment analyses suggested that loss of the acetyltransferase activity affected similar genes in the same direction as complete loss of KAT6A or KAT6B, albeit with a smaller effect size. 

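Null and point mutants were also compared directly. Between *Kat6a E/E* and *Kat6a-/-*, 227 genes had FDR<0.05 (89 lower, 138 higher in *Kat6a E/E*), with a median absolute log2 fold change of 0.40. The smallest p values were those of *Celsr2* (0.63, SE 0.063, FDR=5.52e-06), *Apc2* (0.77, SE 0.1, FDR=0.000238), *Cemip2* (0.30, SE 0.04, FDR=0.00032), *Gja1* (-0.27, SE 0.038, FDR=0.000602) and *Sfrp2* (0.37, SE 0.056, FDR=0.00141). Between *Kat6b E/E* and *Kat6b-/-* there were 5: *Tle5* (0.29, SE 0.049) and *Tubb2b* (0.25, SE 0.043) higher in *Kat6b E/E*, and *Rbm3* (-0.38, SE 0.065), *U2surp* (-0.22, SE 0.04) and *Peli3* (-0.87, SE 0.16) lower, all with FDR from 0.0241 to 0.0303. Without *Kat6a E/E* replicate 2 the first count was 112, and without *Kat6b E/E* replicates 1, 2 or 4 the second was 0. In several models the first count was below 112, lowest with only the 8 libraries compared and no surrogate variables. In others it was above 227 (given below). Calls in *Kat6a-/-* and not in *Kat6a E/E* thus correspond in part to a tested difference, while for *Kat6b* the difference between null and point mutant rested on few genes. In neither comparison did a litter hold both genotypes. Differences between litters or mouse lines were therefore not separated from those between the alleles.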

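Of the 375 genes called in *Kat6a-/-*, 370 (98.7%) changed in the same direction in *Kat6a E/E;Kat6b E/E* and 307 (81.9%) in *Kat6a E/E*. The comparisons share the WT libraries. With the changes of the second genotype moved to unrelated genes, simulations gave median shares of 63.8% and 59.8%. The ratios below have no such reference. The median ratio of the change to that in *Kat6a-/-* was 0.58 in *Kat6a E/E;Kat6b E/E* and 0.26 in *Kat6a E/E*, and the change was smaller for 336 and 365 genes. Of the 72 genes called in *Kat6b-/-*, 53 changed less in *Kat6a E/E;Kat6b E/E* (median ratio 0.80), and 67 had the same direction in *Kat6b E/E* (median change 0.11). Genes chosen for passing a threshold in the null mutants have estimates that lean high there, so ratios below 1 arise in part from the choice. With the opposite choice, the 413 genes called in *Kat6a E/E;Kat6b E/E*, the change was smaller in *Kat6a-/-* for 368 (median 0.13 against 0.25) and in *Kat6b-/-* for 382 (median 0.14), so these ratios do not rank *Kat6a E/E;Kat6b E/E* and the null mutants. Tested directly, *Kat6a E/E;Kat6b E/E* and *Kat6a-/-* differed in 1 gene, *Bhlhe22* (log2 fold change 1.37, SE 0.23, FDR=0.0289; 3.55 ± 0.771 CPM in WT, 1.07 ± 0.323 in *Kat6a-/-* and 2.87 ± 0.49 in *Kat6a E/E;Kat6b E/E*), with 1479 genes at an unadjusted p under 0.05. Without *Kat6a E/E;Kat6b E/E* replicate 1 there were 13.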

Our data suggest that lysine acetyltransferase activity is only one of the functions of KAT6A and KAT6B, with other functions contributing to the total effects of these proteins on gene expression.

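From gene expression, the authors propose that acetylation is only part of what KAT6A and KAT6B do, because each KAT domain point mutation changed fewer genes, and by less, than complete loss of the protein. The paper also draws this from phenotypes, such as the lack of homeotic transformation and of aortic arch defects in point mutants. Those were not examined here. For KAT6A, the direct comparison of *Kat6a E/E* with *Kat6a-/-* carried the difference in expression, with a count that depended on the model. No litter held both of these genotypes, so differences between litters or mouse lines may contribute. For both proteins together, the comparison of *Kat6a E/E;Kat6b E/E* with *Kat6a-/-* called 1 gene, a count that 10 of 35 splits of these libraries reached. Its 1479 genes at an unadjusted p under 0.05 were reached by 3 of 35 splits. The count of calls rose with 6 surrogate variables or with DESeq2 and fell in other models. A *Kat6a E/E;Kat6b E/E* count above that of *Kat6a-/-* does not rank the mutants. The departure of *Kat6a E/E;Kat6b E/E* from the sum of the *Kat6a E/E* and *Kat6b E/E* changes was called for 0 genes, with 910 at an unadjusted p under 0.05 and a smallest FDR of 0.153. Counts of mRNA do not measure residual acetyltransferase activity, protein amounts or recruitment, so the share of the effect that is independent of acetylation was not resolved here.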

### Heart development in fetuses carrying point mutations in KAT6A and KAT6B

We have previously shown that loss of KAT6A function leads to severe heart and aortic arch abnormalities, including VSDs and an interrupted aortic arch type B (Voss et al., 2012). We collected fetuses at E19.25 by caesarean section. Fetuses of the WT, *Kat6a^E/E^*, *Kat6b^E/E^* and *Kat6a^E/E^;Kat6b^E/E^* genotypes were collected for serial histological sectioning of the heart. All *Kat6a^E/E^;Kat6b^E/E^* fetuses examined (3/3), and 1/5 *Kat6a^E/E^* fetus examined had VSDs (Fig. 3A). No heart abnormalities were observed in WT or *Kat6b^E/E^* fetuses. No interrupted aortic arch was seen in *Kat6b^+/+^* (*n*=13), *Kat6a^E/+^* (*n*=11), *Kat6a^E/E^* (*n*=7), *Kat6b^E/E^* (*n*=14) or *Kat6a^E/E^;Kat6b^E/E^* (*n*=13) fetuses.

**Fig. 3.**
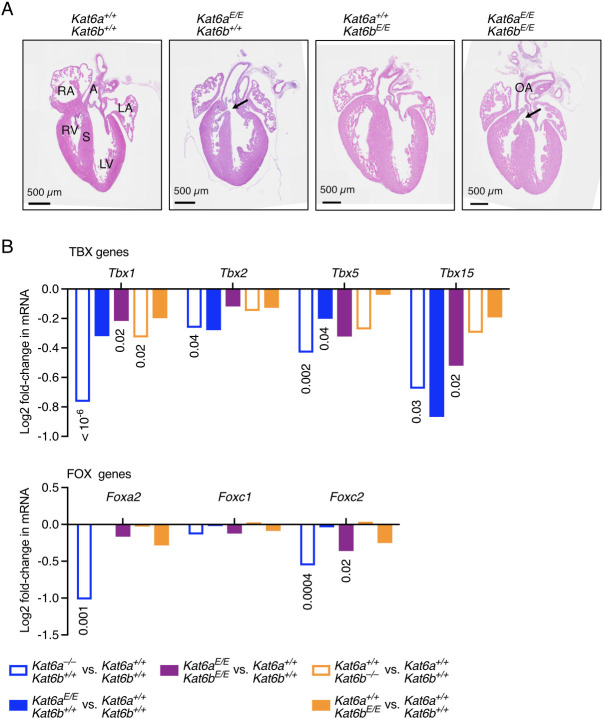
**Ventricular septal defects in *Kat6a^E/E^;Kat6b^E/E^* and *Kat6a^E/E^* mice.** (A) Representative images of H&E-stained serial sections of heart dissected from E19.25 fetuses of the genotypes indicated. Arrows indicate ventricular septal defects. A, aorta; LA, left atrium; LV, left ventricle; OA, overriding aorta; RA, right atrium; RV, right ventricle; S, interventricular septum. Scale bars: 500 μm. (B) Log_2_ fold-change in RNA levels of TBX and FOX genes. FDRs<0.05 are shown below the bars. *n*=4 whole E9.5 embryos per genotype were used for bulk RNA-sequencing. Data were analyzed as described in the ‘RNA-sequencing data analysis’ section. FDR<5% was considered significant.

Of the diverse developmental phenotypic anomalies caused by *Kat6a* null mutation, only the VSDs were observed prominently in *Kat6a^E/E^;Kat6b^E/E^* point mutant fetuses. Gene expression changes associated with heart defects, previously found to be affected by loss of KAT6A (Voss et al., 2012), were present in both *Kat6a^–/–^* E9.5 and in *Kat6a^E/E^;Kat6b^E/E^* E9.5 embryos (Fig. 3B; bulk RNA-sequencing of whole E9.5 embryos). This included a notable reduction in *Tbx1*, *Tbx2*, *Tbx5* and *Tbx15* gene expression (FDR: <10^−6^-0.04) and *Foxa2*, *Foxc1* and *Foxc2* gene expression (FDR: 0.0004-0.04) in *Kat6a^–/–^* embryos (Fig. 3B). 

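All 7 genes (*Tbx1*, *Tbx2*, *Tbx5*, *Tbx15*, *Foxa2*, *Foxc1* and *Foxc2*) were lower in *Kat6a-/-* than in WT, and all 7 in *Kat6a E/E;Kat6b E/E*. At FDR<0.05 over all genes, 4 were called in *Kat6a-/-* (*Tbx1*, *Tbx5*, *Foxa2* and *Foxc2*) and 1 in *Kat6a E/E;Kat6b E/E* (*Foxc2*). Adjusted over these 7 alone, chosen after seeing the values, 7 were called in *Kat6a-/-* and 4 in *Kat6a E/E;Kat6b E/E*.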

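In *Kat6a-/-* the log2 fold changes were -0.77 for *Tbx1* (SE 0.1, FDR=0.000171; range over the alternatives 3.06e-06 to 0.00847), -0.27 for *Tbx2* (SE 0.1, FDR=0.166; 0.0893 to 0.571), -0.44 for *Tbx5* (SE 0.11, FDR=0.0263; 0.0099 to 0.328) and -0.67 for *Tbx15* (SE 0.24, FDR=0.127; 0.0948 to 0.723). For *Foxa2* the change was -1.03 (SE 0.21, FDR=0.0114; 2e-04 to 0.0498), for *Foxc1* -0.14 (SE 0.061, FDR=0.219; 0.0904 to 0.494) and for *Foxc2* -0.56 (SE 0.097, FDR=0.00352; 0.0019 to 0.0804). In CPM (mean ± SD, n=4), WT and *Kat6a-/-* were at 26.9 ± 3.33 and 14.3 ± 2.33 for *Tbx1*, 41.3 ± 6.68 and 34.1 ± 5.93 for *Tbx2*, 20.0 ± 3.61 and 14.9 ± 3.43 for *Tbx5*, and 4.43 ± 1.76 and 2.88 ± 1.07 for *Tbx15*. They were at 11.3 ± 1.71 and 4.95 ± 2.16 for *Foxa2*, 80.8 ± 7.12 and 70.7 ± 4.32 for *Foxc1*, and 45.7 ± 4.49 and 29.7 ± 2.86 for *Foxc2*.

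**Figure D2:**
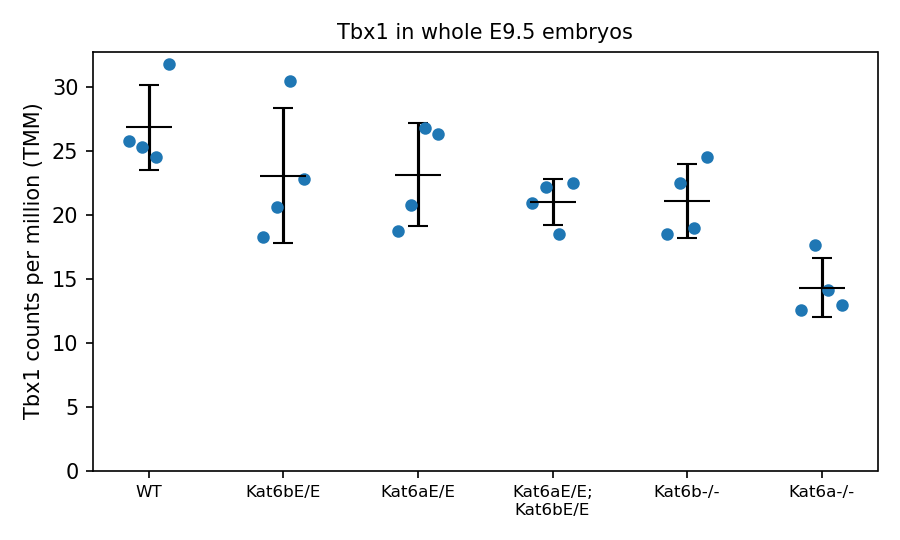
Expression of *Tbx1* in each E9.5 library in CPM, with mean and SD (n=4 embryos per genotype).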

In *Kat6a^E/E^;Kat6b^E/E^* embryos some of these genes were reduced in expression, namely *Tbx1*, *Tbx5* and *Tbx15* (FDR: 0.02 to 0.04) and *Foxc2* (FDR: 0.02; Fig. 3B). 

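In *Kat6a E/E;Kat6b E/E* the log2 fold changes were -0.33 for *Tbx1* (SE 0.099, FDR=0.0705; range over the alternatives 0.0256 to 0.353; 21 ± 1.81 CPM), -0.21 for *Tbx5* (SE 0.1, FDR=0.303; 0.167 to 0.819; 18.6 ± 1.3 CPM), -0.86 for *Tbx15* (SE 0.26, FDR=0.0682; 0.025 to 0.459; 1.99 ± 0.755 CPM) and -0.37 for *Foxc2* (SE 0.098, FDR=0.0445; 0.0211 to 0.649; 40.0 ± 9.16 CPM). *Tbx2* fell by 0.28 (SE 0.11, FDR=0.146), *Foxc1* by 0.13 (SE 0.062, FDR=0.266) and *Foxa2* by 0.17 (SE 0.19, FDR=0.672).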

A reduction in the difference in the *Kat6a^E/E^;Kat6b^E/E^* embryos compared to the *Kat6a^–/–^* embryos is associated with a reduced severity of the cardiovascular defects, namely the absence of an interrupted aortic arch in the *Kat6a^E/E^;Kat6b^E/E^* embryos. 

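Tested directly, *Tbx1* was higher in *Kat6a E/E;Kat6b E/E* than in *Kat6a-/-* by a log2 fold change of 0.45 (SE 0.11, FDR=0.162; range over the alternatives 0.0298 to 0.782), *Foxa2* by 0.86 (SE 0.22, FDR=0.185), *Tbx5* by 0.23 and *Foxc2* by 0.20 (FDR=0.518). *Foxc1* was higher by 0.015, while *Tbx2* (-0.015) and *Tbx15* (-0.19) were lower in *Kat6a E/E;Kat6b E/E*. A smaller reduction in *Kat6a E/E;Kat6b E/E* was not called over all genes. Adjusted over these 7 genes alone, it was called for *Tbx1* (0.00267) and *Foxa2* (0.00287). The paper names these 7 genes for their reduction in the same *Kat6a-/-* libraries, so their values there may lean low. The adjusted values therefore do not settle whether the reduction was smaller.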

Note that an interrupted aortic arch occurs with 74% penetrance in embryos homozygous for the less penetrant *Kat6a^Δ^* allele, which produces low levels of KAT6A protein lacking the C-terminal domains (Voss et al., 2012).

### Axial skeleton morphology in fetuses carrying point mutations in KAT6A and KAT6B

*Kat6a* loss-of-function embryos show a homeotic transformation resulting in eight cervical vertebrae (Voss et al., 2009). To determine the effect of point mutations on skeletal development, we examined skeletal preparations from E18.5 *Kat6a^E/E^* (*n*=5), *Kat6b^E/E^* (*n*=5), *Kat6a^E/E^;Kat6b^E/E^* (*n*=3) and WT (*n*=3) fetuses. In all genotypes the number of cervical vertebrae was normal (Fig. 4A). However, we observed abnormal development of the vertebrae in fetuses with the *Kat6a^E/E^* genotype. The *Kat6a^E/E^;Kat6b^E/E^* atlases lacked the characteristic morphology and were thin compared to the WT atlases. The *Kat6a^E/E^* atlases likewise had an abnormally slender appearance (Fig. 4B). In all *Kat6a^E/E^;Kat6b^E/E^* fetuses (*n*=3) we observed fusion between some adjacent vertebrae: in one fetus C2 and C3, as well as C5 and C6 were fused (Fig. 4C). In two *Kat6a^E/E^* fetuses we observed ectopic bone formation adjacent, but not connected to, cervical vertebrae (arrow; Fig. 4C). No other skeletal abnormalities were observed. These results show that, while no homeotic transformation is present in point mutant fetuses, development of the axial skeleton is not entirely normal.

**Fig. 4.**
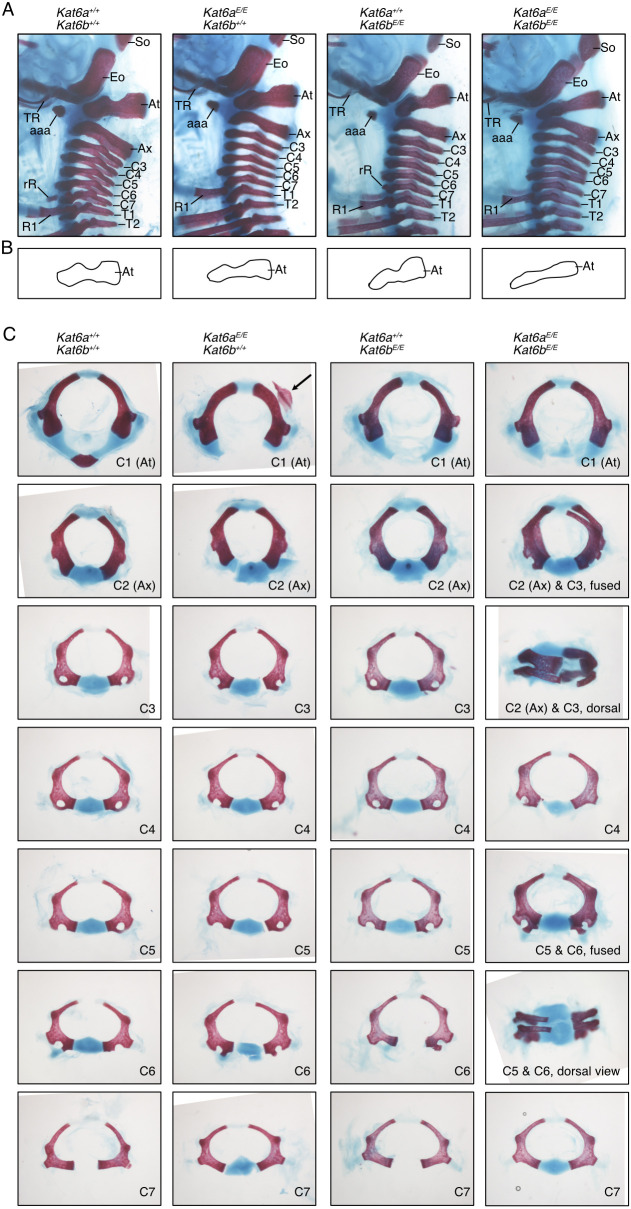
**Point mutation of the KAT domain of *Kat6a* and *Kat6b* does not lead to homeotic transformation of the axial skeleton.** (A) Representative images of skeletal preparations of E18.5 WT (*n*=3), *Kat6a^E/E^* (*n*=5), *Kat6b^E/E^* (*n*=5) and *Kat6a^E/E^;Kat6b^E/E^* (*n*=3) fetuses. (B) Line tracing of the C1 vertebra (atlas). Note that the *Kat6a^E/E^;Kat6b^E/E^* atlas appears to be thinner. (C) Representative images of dissected cervical vertebrae from C1 to C7. Note the fusion between cervical vertebrae C2 and C3, as well as C5 and C6 found in *Kat6a^E/E^;Kat6b^E/E^* fetuses (indicated as ‘fused’ in the frontal view and ‘dorsal view’). Arrow indicates ectopic bone formation in *Kat6a^E/E^* C1. aaa, anterior arch of the atlas; At, atlas; Ax, axis; C1-C7, cervical vertebrae 1-7; Eo, exoccipital bone; R1, 1st rib; rR, rudimentary rib; So, supraoccipital bone; T1, T2, thoracic vertebrae 1 and 2; TR, tympanic ring.

### Point mutations of the KAT domain of KAT6A and KAT6B cause a reduction in fetal liver hematopoietic stem and progenitor cells

We have previously shown that germline loss of KAT6A leads to the complete absence of HSCs (Thomas et al., 2006). To examine if loss of acetyltransferase activity in KAT6A, or KAT6A and KAT6B together, phenocopies a null KAT6A phenotype, we examined fetal liver hematopoiesis. We analyzed fetal liver hematopoietic cells from WT, *Kat6a^E/E^*, *Kat6b^E/E^* and *Kat6a^E/E^;Kat6b^E/E^* E14.5 fetuses. We observed a marked reduction in the number of HSCs and progenitors, as defined by their SLAM cell surface marker phenotype (Fig. 5A; Fig. S3; Table S16). *Kat6a^E/E^;Kat6b^E/E^* HSC SLAMs were reduced to 14% compared to WT samples (*P*=0.002) and to *Kat6b^E/E^* samples (*P*=0.0005), but not significantly different from *Kat6a^E/E^* samples (Fig. 5B). Interestingly, the number of HSCs in *Kat6a^E/E^* fetal livers was not statistically significantly reduced compared to WT or *Kat6b^E/E^* livers.

**Fig. 5.**
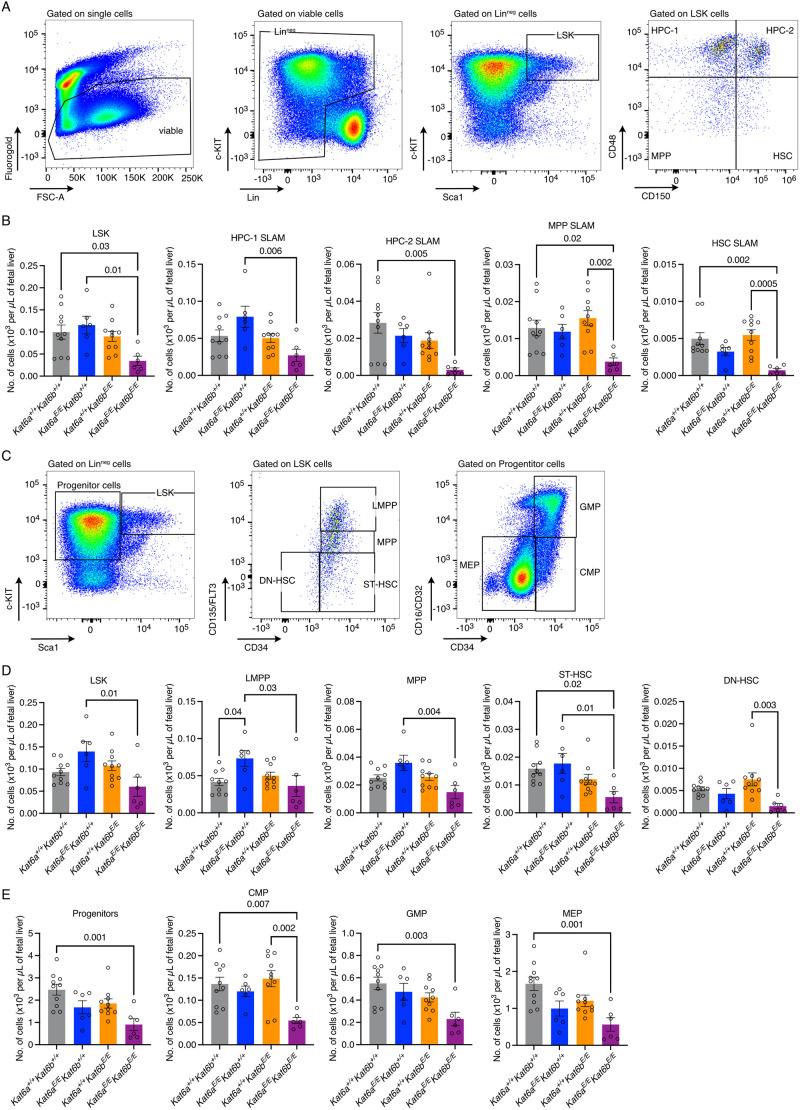
**Point mutations of the KAT domain of KAT6A and KAT6B cause a reduction in fetal liver hematopoietic stem and progenitor cells.** (A-E) Flow cytometry analysis of fetal liver hematopoietic cells from WT (*n*=10), *Kat6a^E/E^* (*n*=6), *Kat6b^E/E^* (*n*=10) and *Kat6a^E/E^;Kat6b^E/E^* (*n*=6) E14.5 fetuses. (A) Gating strategy to quantify stem and progenitor populations using SLAM markers. (B) Numbers of stem and progenitor cells analyzed using SLAM cell surface phenotype. (C) Gating strategy to quantify stem and progenitor populations using CD34, FLT3 and CD16/CD32. (D) Numbers of stem and progenitor cells analyzed using the cell surface markers in C. (E) Myeloid progenitors quantified using the cell surface markers in C. Data are presented as mean±s.e.m. Each circle represents one mouse (B-E). Data were analyzed using one-way ANOVA with Tukey's multiple comparisons test (B-E). CMP, common myeloid progenitor; DN-HSC and ST-HSCs, populations enriched in long-term repopulating and short-term repopulating hematopoietic stem cells, respectively, defined using CD34 and Flt3 markers; GMP, granulocyte-macrophage progenitor; HSC, population enriched in hematopoietic stem cells; HPC-1 and HPC-2, hematopoietic progenitor cells as defined by Kiel et al. (2005); LMPP, lymphoid primed multipotent progenitors; LSK, lineage-negative, SCA1-positive, c-KIT-positive cells; MEP, megakaryocyte-erythroid progenitor; MPP, multipotent progenitor cells; SLAM, signaling lymphocyte activation molecule family cell surface markers. Cell surface markers used to identify these populations are shown in Table S16.

Using an alternative set of cell surface markers (Fig. 5C; Fig. S4) that identify stem cell activity by lack of CD34 and FLT3, we observed a reduction in the number of long-term repopulating HSCs (double negative, DN-HSCs) in *Kat6a^E/E^;Kat6b^E/E^* compared to *Kat6b^E/E^* fetal livers (*P*=0.003) but not *Kat6a^E/E^* or WT fetal livers (Fig. 5D). The number of short-term repopulating HSCs (ST-HSCs) were significantly reduced in *Kat6a^E/E^;Kat6b^E/E^* compared to *Kat6a^E/E^* or WT fetal livers (*P*=0.02 and 0.01, respectively; Fig. 5D). The number of LSK cells, lymphoid primed multipotent progenitors (LMPPs) and multipotent progenitor cells (MPPs) were reduced per liver in *Kat6a^E/E^;Kat6b^E/E^* fetuses compared to *Kat6a^E/E^* fetuses (*P*=0.01, *P*=0.03, *P*=0.004, respectively; Fig. 5D). Myeloid progenitors, common myeloid progenitors (CMP), granulocyte-macrophage progenitors (GMP) and megakaryocyte-erythroid progenitors (MEP) were significantly reduced per liver in *Kat6a^E/E^;Kat6b^E/E^* fetuses compared to wild type (*P*=0.001, *P*=0.007, *P*=0.003, *P*=0.001, respectively; Fig. 5E). Together, these results show that the stem cell compartment of fetal livers in *Kat6a^E/E^;Kat6b^E/E^* fetuses is impaired, affecting the production of progenitors of all blood cell lineages examined.

### Point mutations of the KAT domain of KAT6A and KAT6B cause a reduction in stem cell activity as assessed in competitive repopulation of the hematopoietic system

Fetal liver cells from KAT6A loss-of-function mice do not contain hematopoietic repopulating capacity, which is reduced in heterozygous KAT6B loss-of-function fetuses. To determine if the E14.5 fetal liver cells of point mutants can repopulate the hematopoietic system of lethally irradiated mice, we performed competitive transplants in which 5×10^5^ test fetal liver cells were mixed with 10^6^ adult bone marrow competitor cells. The fetal liver cells had a CD45.2 cell surface phenotype, whereas the recipients and the competitor cells were CD45.1, allowing us to distinguish test and competitor cells (Figs S4-S8; Table S16). Each fetal liver sample was injected into three lethally irradiated recipient mice. We assessed the peripheral blood at 1 month (Fig. S4B) and at 16 weeks (Fig. 6A,B) after transplantation. Bone marrow (Fig. 6C,D; Fig. S5,S6), spleen (Fig. S7) and thymus (Fig. S8) were assessed at 16 weeks.

**Fig. 6.**
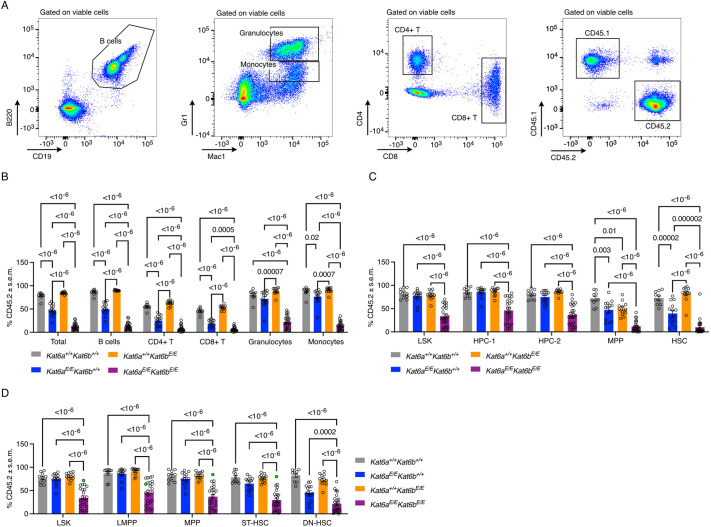
**Loss of KAT6A and KAT6B KAT activity reduces multi-lineage long-term repopulating activity in hematopoietic stem cells in primary transplants.** (A-D) Flow cytometry analysis of lethally irradiated recipient mice transplanted with E14.5 fetal liver hematopoietic cells of the following genotypes: WT (*n*=10), *Kat6a^E/E^* (*n*=14), *Kat6b^E/E^* (*n*=12) and *Kat6a^E/E^;Kat6b^E/E^* (*n*=24). (A) Gating strategy used to analyze peripheral blood of recipient mice. (B-D) Percentage of donor cell (test cell) contribution (cell surface phenotype CD45.2) to peripheral blood B, T and myeloid cells 16 weeks after transplantation (B), bone marrow stem and progenitor cells analyzed using SLAM cell surface markers, as defined by Kiel et al. (2005) (C) and bone marrow stem and progenitor cells using CD34, FLT3 and CD16/CD32 cell surface markers (D). Data are presented as mean±s.e.m. calculated from the average value of the recipients receiving fetal liver cells of the same genotype. Each circle represents a single recipient. Data were analyzed by two-way ANOVA with Tukey's multiple comparisons test (B-D). HSC, population enriched in hematopoietic stem cells; HPC-1, hematopoietic progenitor population 1; HPC-2, hematopoietic progenitor population 2; DN-HSC and ST-HSCs, populations enriched in long-term repopulating and short-term repopulating hematopoietic stem cells, respectively, defined using CD34 and Flt3 markers; LMPP, lymphoid primed multipotent progenitors; LSK, lineage-negative, SCA1-positive, c-KIT-positive cells; MPP, multipotent progenitor cells. Full gating strategy details are in Figs S5-S7.

We found a significant reduction in both the short-term (Fig. S4B) and long-term repopulating ability of *Kat6a^E/E^;Kat6b^E/E^* double point mutant compared to WT fetal liver cells, with a reduction to 16% of WT in contribution from these cells to the peripheral blood at 16 weeks post injection (*P*<10^−6^; Fig. 6B). The reduced contribution affected all leukocyte cell types (*P*<10^−6^ for all; Fig. 6B). There was a reduction in contribution from *Kat6a^E/E^* fetal liver cells to lymphoid cells (*P*<10^−6^; Fig. 6B) and a smaller reduction in contribution to monocytes (*P*=0.02; Fig. 6B). The contribution from *Kat6b^E/E^* fetal liver cells to peripheral blood was not significantly different from WT control cells (Fig. 6B). There was a substantial reduction in contribution to the bone marrow stem cell compartment from *Kat6a^E/E^;Kat6b^E/E^* fetal liver cells (Fig. 6C). Contribution from *Kat6a^E/E^;Kat6b^E/E^* fetal liver cells to HSCs, defined by SLAM markers, was reduced to 14% compared to WT control cells (*P*<10^−6^; Fig. 6C), although one recipient had almost normal contribution. *Kat6a^E/E^;Kat6b^E/E^* fetal liver cells also showed a reduced contribution to other primitive progenitor populations, in particular an 83% reduction in contribution to MPPs (*P*<10^−6^; Fig. 6C). The contribution of *Kat6a^E/E^* fetal liver cells to the bone marrow HSC compartment was reduced, as was the contribution to MPPs (*P*=0.00002, *P*=0.003, respectively; Fig. 6C). The contribution of *Kat6b^E/E^* fetal liver cells to the bone marrow stem cell compartment of recipient mice did not significantly differ from WT control cells, except for MPPs (*P*=0.01; Fig. 6C). Similar results were obtained when we used CD34 and FLT3 to subdivide the bone marrow LSK population, although the magnitude of the reduction in contribution from *Kat6a^E/E^;Kat6b^E/E^* fetal liver cells to the CD34 and FLT3 double-negative population was less pronounced (74%; *P*<10^−6;^ Fig. 6D). Consistent with the reduction in peripheral blood myeloid cells, the reduction in contribution from *Kat6a^E/E^;Kat6b^E/E^* fetal liver cells to bone marrow CMPs, GMPs and MEPs was highly significant (all *P*<10^−6^; Fig. S5C). Congruent with the reduction in peripheral blood lymphoid cells, we observed a reduction in contribution from *Kat6a^E/E^;Kat6b^E/E^* fetal liver cells to bone marrow B-cells (all *P*<10^−6^; Fig. S6B). The contribution to the bone marrow B cell progenitors from *Kat6a^E/E^* fetal liver cells was significantly reduced compared to control cells (*P*<10^−6^ to 2×10^−5^; Fig. S6B).

As expected, given the multilineage hematopoietic defect in *Kat6a^E/E^;Kat6b^E/E^* fetal liver cells, B cell development in the spleen and T cell development in the thymus were also significantly impaired (*P*<10^−6^ to 0.001; Figs S7B, S8B,C), while *Kat6a^E/E^* fetal liver cell displayed reduced B cell development in the spleen (*P*<10^−6^ to 0.007; Fig. S7B).

### The loss of stem cell activity caused by point mutations of the KAT domain of KAT6A and KAT6B is prominent in secondary transplants assays

To apply a more stringent test of stem cell activity we undertook secondary transplant assays. Bone marrow (5×10^6^ cells) from each primary recipient that had a detectable primary transplant contribution was transplanted into one secondary recipient mouse. Peripheral blood analysis showed a marked reduction in contribution of the *Kat6a^E/E^;Kat6b^E/E^* cells, which on average was only 7.1% of WT (*P*<10^−6^; Fig. 7A; Fig. S9A). There was a large variation in contribution, with most recipients receiving no detectable contribution, two recipients displaying a modest contribution and one recipient having a level of contribution similar to WT controls. Interestingly, while two recipients had high contributions to myeloid cells, the contribution to lymphocytes was low, with only one secondary recipient displaying moderate contribution to B cells (Fig. 7A). There was reduced contribution from *Kat6a^E/E^* cells to peripheral blood in the secondary transplant recipients (*P*<0.0009; Fig. 7A), with a large variation – ranging from nearly undetectable to near WT levels of contribution (Fig. 7A). Examination of the bone marrow stem and progenitor cell compartment using SLAM markers closely reflected the peripheral blood (Fig. 7B). Similar results were obtained using CD34 and FLT3 cell surface markers to subdivide the stem and progenitor cell compartments (Fig. 7C). Examination of myeloid progenitors showed the reduction expected from the peripheral blood leucocyte profile (Fig. S9B), as did the examination of bone marrow (Fig. S9C) and spleen B cell development (Fig. S9D), as well as T cell development in the thymus (Fig. S9E).

**Fig. 7.**
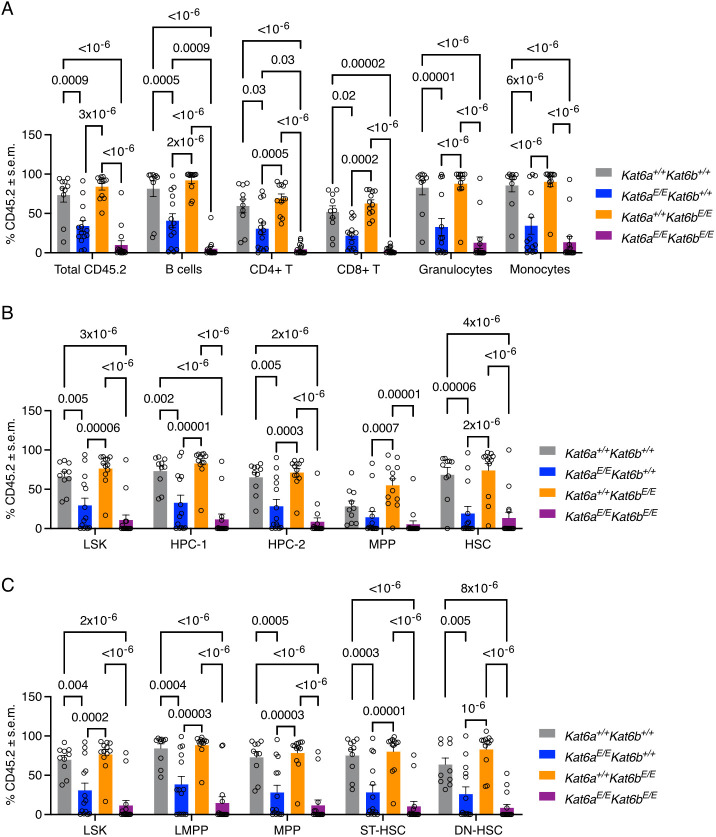
**Secondary transplants of *Kat6a;Kat6b* double point mutants show further loss of stem cell activity.** (A-C) Flow cytometry analysis of lethally irradiated secondary recipient mice transplanted with bone marrow cells from the primary recipient of fetal liver hematopoietic cells of the following genotypes: WT (*n*=10), *Kat6a^E/E^* (*n*=14) *Kat6b^E/E^* (*n*=12) and *Kat6a^E/E^;Kat6b^E/E^* (*n*=24). (A-C) Percentage of donor cell (test cell) contribution (cell surface phenotype CD45.2) to peripheral blood B, T and myeloid cells 16 weeks after transplantation (A), bone marrow stem and progenitor cells analyzed using SLAM cell surface markers, as defined by Kiel et al. (2005) (B) and bone marrow stem and progenitor cells using CD34, FLT3 and CD16/CD32 cell surface markers (C). Data are presented as mean±s.e.m. calculated from the average value of the recipients receiving fetal liver cells of the same genotype. Each circle represents a single recipient. Data were analyzed by two-way ANOVA with Tukey's multiple comparisons test (A-C). DN-HSC and ST-HSCs, populations enriched in long-term repopulating and short-term repopulating hematopoietic stem cells, respectively, defined using CD34 and Flt3 markers; HSC, population enriched in hematopoietic stem cells; HPC-1 and HPC-2, hematopoietic progenitor cells; LMPP, lymphoid primed multipotent progenitors; LSK, lineage-negative, SCA1-positive, c-KIT-positive cells; MPP, multipotent progenitor cells. Full gating strategy details in Figs S5-S7.

### Mutations in the acetyltransferase domain of KAT6A cause an increase in the expression of cytokine and inflammatory response genes in fetal liver LSK cells

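For the E14.5 experiment, counts per gene from bulk RNA-sequencing of 16 fetal liver LSK samples were used, 4 fetuses of each of 4 genotypes (WT, *Kat6a E/E*, *Kat6b E/E* and *Kat6a E/E;Kat6b E/E*), from 9 litters. The counts assigned to genes ranged from 12270376 to 59216547 per library, with a median of 21709236. By genotype the range and median were 22225822 to 59216547 and 25235890 in WT, 17690587 to 31492230 and 23299916 in *Kat6a E/E*, 15649709 to 25312065 and 19791418 in *Kat6b E/E*, and 12270376 to 26857333 and 17640800 in *Kat6a E/E;Kat6b E/E*. The authors used the E9.5 model, and it was fitted here to 13071 protein-coding genes (again more than in the paper), with 4 comparisons. *Kat6a* was at 174 ± 8.35 CPM in WT (mean ± SD, n=4), 180 ± 5.63 in *Kat6a E/E*, 168 ± 26.6 in *Kat6b E/E* and 183 ± 11.3 in *Kat6a E/E;Kat6b E/E*; *Kat6b* was at 35.6 ± 3.4, 35.2 ± 8.62, 31.1 ± 6.61 and 33.6 ± 8.04. The point mutations leave the transcripts whole, so these values do not check the labels. In 4 libraries fewer genes were detected: 13683 in *Kat6a E/E* replicate 2, and 12600, 13555 and 13481 in *Kat6a E/E;Kat6b E/E* replicates 2 to 4, against 16082 to 17647 in the other 12.

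**Figure D3:**
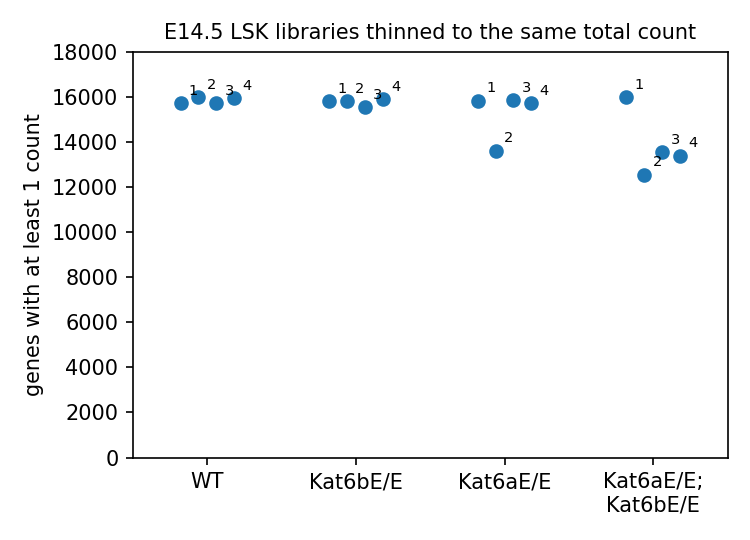
Genes with at least 1 count in each E14.5 LSK library after thinning of all libraries to the same total (n=4 fetuses per genotype; labels are replicate numbers).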

To examine the effects of loss of the histone acetyltransferase activity of KAT6A or KAT6B on gene expression in hematopoietic stem and progenitor cells, we performed RNA sequencing on E14.5 fetal liver LSK cells (Tables S13-S15). Multidimensional scaling revealed the clustering, particularly of the *Kat6a^E/E^;Kat6b^E/E^* samples within genotype and segregation away from the other genotypes in dimensions 1 and 2 (Fig. 8A). 

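The mean distance was 4.73 among *Kat6a E/E;Kat6b E/E* libraries, 3.77 between *Kat6a E/E;Kat6b E/E* and WT, 1.61 within WT and 2.66 within *Kat6a E/E*. The *Kat6a E/E;Kat6b E/E* libraries were thus farther from each other than from WT. Their distance to WT exceeded the mean of the distances within both genotypes by 0.60 (exact permutation p=0.0571). Without any 1 of the 8 libraries, and with both genotypes weighted equally in the mean distance within genotypes (chosen after seeing the values), it was 0.41 to 1.09. A tight *Kat6a E/E;Kat6b E/E* cluster appeared only after removal of the 4 surrogate variables with genotype kept in the model, where the mean distance among *Kat6a E/E;Kat6b E/E* libraries was 0.36.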

*Kat6a^E/E^;Kat6b^E/E^* samples segregated from *Kat6b^E/E^* and WT samples in dimension 1 and 2 and from *Kat6a^E/E^* samples in dimension 2. 

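The excess of the distance to WT over the distances within genotypes was 0.13 for *Kat6a E/E* (exact permutation p=0.0286) and 0.081 for *Kat6b E/E* (exact permutation p=0.171). For *Kat6a E/E*, without any 1 of the 8 libraries and with both genotypes weighted equally in the mean distance within genotypes (chosen after seeing the values), it was 0.095 to 0.17, with an exact permutation p from 0.0286 to 0.0857. For *Kat6b E/E* it was likewise 0.0088 (without *Kat6b E/E* replicate 2) to 0.28 (without WT replicate 4), with an exact permutation p from 0.0286 to 0.371. Removal of surrogate variables brought the excess of *Kat6a E/E;Kat6b E/E* to 0.79 (exact permutation p=0.0286). With all genes, that of *Kat6a E/E* was 0.026 (exact permutation p=0.171).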

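Between *Kat6a E/E* and WT LSK cells, 178 genes had FDR<0.05 (82 lower, 96 higher), with a median absolute log2 fold change of 0.70; 66 changed by less than 1.5-fold. The smallest p values were those of *Dglucy* (1.27, SE 0.12, FDR=0.00011; 9.58 ± 2.43 CPM in WT and 21.3 ± 2.18 in *Kat6a E/E*), *Cpa3* (-1.04, SE 0.11, FDR=0.000582; 35.6 ± 5.11 and 18.8 ± 3.44), *Irf5* (0.68, SE 0.083, FDR=0.00188; 29.4 ± 3.44 and 43.4 ± 9.25), *Igf2bp1* (-0.62, SE 0.082, FDR=0.00353) and *Gata2* (-0.57, SE 0.076, FDR=0.00353; 106 ± 6.3 and 69.8 ± 11.5). The count rested on the model and on single libraries. It was 3 without surrogate variables, 33 without the litter block, 267 with 6 surrogate variables, and 1 without *Kat6a E/E* replicate 1. This replicate came from the litter of WT replicates 1 to 3, and the other *Kat6a E/E* libraries shared no litter with WT. Genotype and litter are therefore hard to separate in this comparison. Without *Kat6a E/E* replicate 2, which had few genes detected, the count was 197. The 4 surrogate variables fitted replicate 2 almost completely (leverage 0.977 of a possible 1). It carried 2.47% of the weight of the *Kat6a E/E* estimate, so its omission tests little. The calls rested on the other libraries of this genotype.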

We also found that 83 downregulated genes and 100 upregulated genes were differentially expressed between *Kat6a^E/E^* and WT fetal liver cells (Fig. 8B; Table S13). 

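Between *Kat6b E/E* and WT LSK cells 0 genes had FDR<0.05 (364 at an unadjusted p under 0.05, smallest FDR 1). Without WT replicate 4 there were 96. In simulated data with 200 genes changed as at E9.5, 68% were called in *Kat6b E/E*, 63.5% in *Kat6a E/E* and 51% in *Kat6a E/E;Kat6b E/E*. The simulated data held no litter effect, so these shares may be too high.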

No genes were differentially expressed between *Kat6b^E/E^* and WT fetal liver cells (Fig. 8C; Table S14).

**Fig. 8.**
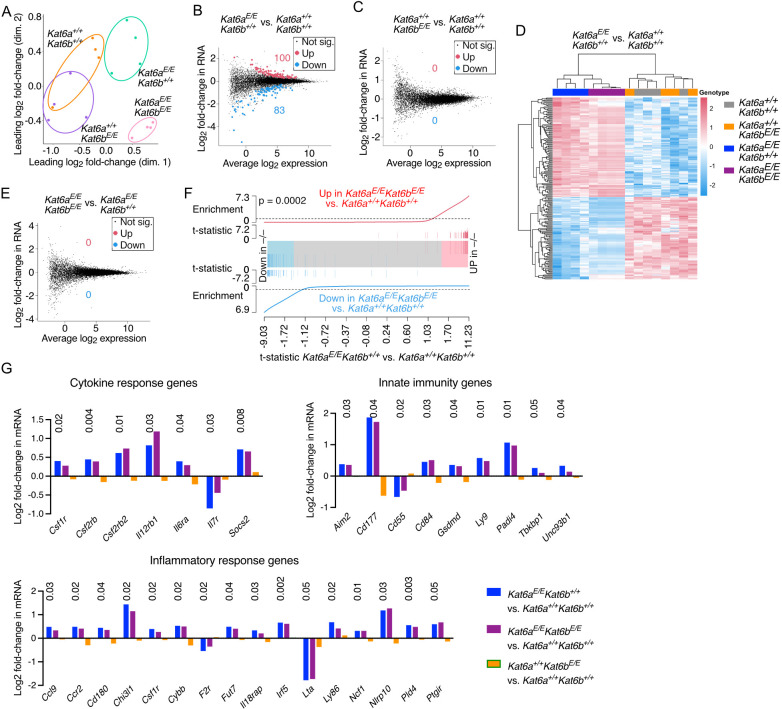
**KAT6A point mutations cause an increase in the expression of cytokine and inflammatory response genes in fetal liver LSK cells.** (A-G) LSK cells were used for RNA-sequencing. *n*=4 E14.5 fetuses per genotype. FDR<5% was considered significant. (A) Multidimensional scaling plot of the leading gene expression differences (dimension 1 and 2) between samples in pair-wise comparisons of embryos of all four genotypes. (B,C) MA plots of genes expressed in LSK cells; genotypes as indicated, genes not significantly changed indicated in black. (D) Heatmap showing genes differentially expressed in *Kat6a^E/E^* versus WT LSK cells, but also displaying results for the other genotypes. (E) MA plot of genes expressed in *Kat6a^E/E^;Kat6b^E/E^* versus *Kat6a^E/E^* LSK cells. Note absence of differentially expressed genes. (F) Barcode plot showing a positive correlation (*P*=0.0002) between gene expression changes in *Kat6a^E/E^;Kat6b^E/E^* versus WT (including genes *P*<0.01) and *Kat6a^E/E^* versus WT (including genes FDR<0.05) LSK cells. (G) Log_2_ fold-change in RNA levels of cytokine response genes, innate immunity genes and inflammatory response genes in LSK cells. FDR<0.05 shown above the bars.

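Over the 178 genes called in *Kat6a E/E*, the *Kat6a E/E;Kat6b E/E* mean was at a distance of 0.89 from *Kat6a E/E* and 1.22 from WT, and the *Kat6b E/E* mean at 1.53 from *Kat6a E/E* and 0.61 from WT. Hierarchical clustering placed all WT and *Kat6b E/E* libraries in 1 branch and all *Kat6a E/E* and *Kat6a E/E;Kat6b E/E* libraries outside it, with and without removal of surrogate variables.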

Unsupervised hierarchical clustering revealed that, with respect to genes differentially expressed between *Kat6a^E/E^* and WT fetal liver cells, *Kat6a^E/E^* and *Kat6a^E/E^;Kat6b^E/E^* samples were similar to each other and distinct from *Kat6b^E/E^* and WT samples (Fig. 8D). Remarkably, no genes were differentially expressed between *Kat6a^E/E^* and *Kat6a^E/E^;Kat6b^E/E^* samples (Fig. 8E). 

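Between *Kat6a E/E;Kat6b E/E* and *Kat6a E/E* LSK cells 0 genes had FDR<0.05 (197 at an unadjusted p under 0.05, smallest FDR 1), and between *Kat6a E/E;Kat6b E/E* and WT also 0 (896 at an unadjusted p under 0.05, smallest FDR 0.0618). The median standard error of the log2 fold change was 0.16 for *Kat6a E/E;Kat6b E/E* against *Kat6a E/E* and 0.098 for *Kat6a E/E* against WT, so the test had less power. Both results changed without *Kat6a E/E;Kat6b E/E* replicate 1, the only *Kat6a E/E;Kat6b E/E* library with a usual number of genes detected: 1998 genes were then called between *Kat6a E/E;Kat6b E/E* and *Kat6a E/E*, and 2170 between *Kat6a E/E;Kat6b E/E* and WT. Without *Kat6a E/E;Kat6b E/E* replicate 2, 3 or 4 there were 17, 2 and 6 calls between *Kat6a E/E;Kat6b E/E* and WT, and 0 between *Kat6a E/E;Kat6b E/E* and *Kat6a E/E*. The 4 surrogate variables fitted *Kat6a E/E;Kat6b E/E* replicates 2, 3 and 4 almost completely (leverage 0.998, 0.978 and 0.988 of a possible 1; replicate 1 had 0.918), and replicate 1 carried 66.2% of the weight of the *Kat6a E/E;Kat6b E/E* estimate. The absence of calls therefore does not show that *Kat6a E/E;Kat6b E/E* and *Kat6a E/E* cells are alike.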

Enrichment analysis showed that the *Kat6a^E/E^* single point mutation affected gene expression in a similar way as the *Kat6a^E/E^;Kat6b^E/E^* double point mutation (Fig. 8F).

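Of 238 genes with an unadjusted p under 0.01 in *Kat6a E/E;Kat6b E/E*, 236 (99.2%) changed in the same direction in *Kat6a E/E*, with a median log2 fold change of 0.58 along it (a p of 5e-05 by roast, again the smallest possible). With an unchanged *Kat6a E/E* the simulated share was 68.6% (with a median p of 0.002), and with separate WT libraries the share was 72.7% to 96.6%. Among alternative models, leaving out surrogate variables moved the p most, to 0.006. All 178 genes called in *Kat6a E/E* changed in the same direction in *Kat6a E/E;Kat6b E/E* (median change 0.65), 149 of them at an unadjusted p under 0.05.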

Gene Ontology analysis of the genes affected by the *Kat6a^E/E^* point mutation in the opposite direction compared with the *Kat6b^E/E^* point mutation revealed that the loss of KAT6A histone acetyltransferase activity uniquely activated genes involved in cytokine signaling, inflammatory responses and innate immunity (Fig. 8G). 

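Of the 31 genes printed in Fig. 8G, 27 were higher and 4 lower in *Kat6a E/E*, and 29 had FDR<0.05. All 31 had the same direction in *Kat6a E/E;Kat6b E/E*, where 0 were called. In *Kat6b E/E* 26 had the opposite sign, but only 3 at an unadjusted p under 0.05: *Ccr2* (-0.32), *Csf2rb* (-0.17) and *Cybb* (-0.33). Between *Kat6a E/E* and *Kat6b E/E*, 25 of the 31 were called. The paper drew these genes from the same libraries, for changes in *Kat6a E/E* that ran opposite to those in *Kat6b E/E*. The counts for these 2 genotypes therefore follow largely from the choice and are no independent check. Among the changes in *Kat6a E/E* were *Socs2* (0.72, SE 0.11, FDR=0.00707), *Csf2rb* (0.45, SE 0.063, FDR=0.004), *Pld4* (0.57, SE 0.077, FDR=0.00353), *Chi3l1* (1.46, SE 0.28, FDR=0.0216), *Cd177* (1.87, SE 0.43, FDR=0.0453), *Il7r* (-0.87, SE 0.18, FDR=0.0299) and *Lta* (-1.81, SE 0.42, FDR=0.0447). Over all 178 genes called in *Kat6a E/E*, 97 had the opposite sign in *Kat6b E/E* (68 of the 96 higher in *Kat6a E/E* and 29 of the 82 lower), and 8 had an unadjusted p under 0.05 there.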

The specificity of the *Kat6a^E/E^* point mutation in affecting cytokine signaling, inflammatory responses and innate immunity genes suggests that the KAT6A histone acetyltransferase activity is required to restrain expression of genes typical of more differentiated cell functions.

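The authors propose that KAT6A acetyltransferase activity keeps genes of differentiated cells in check in LSK cells. An opposite effect of the *Kat6b* mutation was not called for any gene. Bulk counts of LSK cells do not separate a change of expression within cells from a change in the mixture of cells.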

## DISCUSSION

We set out to investigate the contribution of the lysine acetyltransferase function of KAT6A to the roles of KAT6A in embryonic and fetal development and its relationship to the acetyltransferase function of KAT6B. Our results show that a mutation in the KAT domain of KAT6A does not phenocopy the effects of a complete loss of KAT6A (Table 1). The combination of the *Kat6b^E^* point mutation with *Kat6a^E^* point mutation increased the severity of the phenotypes observed but was not as severe as the null phenotype in KAT6A, despite the high degree of redundancy in function between KAT6A and KAT6B. Two developmental processes disrupted by the complete loss of KAT6A, namely cardiac septum development and hematopoietic development, were severely affected by the KAT domain mutations in KAT6A and KAT6B (Table 1). In contrast, other developmental processes dependent on KAT6A, namely body segment identity specification and aortic arch development, were able to proceed in fetuses with mutations in the KAT6A and KAT6B KAT domains (Table 1), suggesting that lysine acetylation is not the only essential function that KAT6A and KAT6B perform.

**Table 1.** Comparison of major phenotypic anomalies between mouse mutants used in this study

Mutation	Cranio-facial abnormalities	Axial skeleton	Aortic arch	VSD	HSC	Fibroblast proliferation
*Kat6a^–/–^*	Present^1^	Homeotic transformation^2^	Interrupted type B^3^	Present^3^	Absent^4^	Fibroblast senescence^5^
*Kat6b^–/–^*	Present^6^	Normal^6^	Normal	Normal	Reduced^7^	Normal^8^
*Kat6a^E/E^*	Normal	Normal	Normal	Present	Reduced	Fibroblast senescence^9^
*Kat6b^E/E^*	Normal	Normal	Normal	Normal	Normal	N/E
*Kat6a^E/E^; Kat6b^E/E^*	Normal	Normal	Normal	Present	Severely reduced	Fibroblast senescence

^1^Vanyai et al., 2019; ^2^Voss et al., 2009; ^3^Voss et al., 2012; ^4^Thomas et al., 2006; ^5^Sheikh et al., 2015c; ^6^Thomas et al., 2000; ^7^Bergamasco et al., 2024a; ^8^Bergamasco et al., 2025a; ^9^Perez-Campo et al., 2014. HSC, hematopoietic stem cells; N/E not examined; VSD, ventricular septal defects.

The effect of the *Kat6a* point mutation on H3K23ac levels was indistinguishable from the null mutation. It is noteworthy that low level of non-enzymatic acetylation of proteins by acetyl-CoA can occur (Olia et al., 2015). As expected, since KAT6 inhibitors induce senescence (Baell et al., 2018), fibroblasts isolated from KAT6A point mutant embryos became senescent even when grown in 3% O_2_ – conditions that allow mouse embryonic fibroblasts to grow indefinitely in culture (Parrinello et al., 2003). From this we conclude that the point mutation reduces acetylation to background levels.

*Kat6a* null embryos fail to develop definitive HSCs (Katsumoto et al., 2006; Sheikh et al., 2016; Thomas et al., 2006). We found a reduction in transplantable HSC activity in KAT6A point mutant fetuses, reflecting a reduction in fetal cells with an HSC cell surface phenotype, as previously reported (Perez-Campo et al., 2009). Our results in KAT6A point mutant fetuses show a somewhat less severe phenotype than reported by Perez-Campo et al. (2009); this likely is due to differences in how the competitive transplantation experiments were performed. In our hands the point mutation produced a similar effect to a loss of one allele of *Kat6a*, namely about a 50% reduction in transplantation activity compared to WT mice. (Thomas et al., 2006). Secondary transplants of KAT6A point mutant cells led to a further reduction in contribution to recipients. KAT6B is also necessary for normal HSC activity (Bergamasco et al., 2024a) and the KAT6A and KAT6B double point mutation led to a further reduction in competitive transplant activity. Interestingly, in secondary transplants of double point mutant cells, while cells from most donors entirely failed to contribute to the recipient, in two cases there was significant contribution, actually more than in the primary transplants, suggesting that the WT bone environment of the primary recipient mice had ameliorated the stem cell defects.

The homeotic transformation of the axial skeleton found in KAT6A null mutants is not present in *Kat6a^E/E^* or *Kat6a^E/E^;Kat6b^E/E^* double point mutants. In embryos lacking KAT6A completely, we have shown a reduction in Hox gene expression, a posterior shift in Hox gene expression and a homeotic transformation affecting 19 body segments (Voss et al., 2009). In *Kat6a^E/E^* or *Kat6a^E/E^;Kat6b^E/E^* point mutant embryos, the gene expression changes are less pronounced, although highly correlated to the gene expression changes in *Kat6a^–/–^* embryos. This suggests that any change in Hox gene expression does not reach the threshold required to alter specification of axial segments, even in the absence of histone acetylation activity in both KAT6A and KAT6B together. This is evidence that gene regulatory activity is retained by the KAT6A-containing complex lacking enzymatic activity.

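Across all tested E9.5 genes, the log2 fold changes of *Kat6a E/E* and *Kat6a-/-* had r=0.434 and rho=0.385, and those of *Kat6a E/E;Kat6b E/E* and *Kat6a-/-* r=0.622 and rho=0.611. These correlations are raised by the shared WT libraries. With separate WT libraries, 2 on each side, the median r over the 6 arrangements was 0.066 for *Kat6a E/E* and *Kat6a-/-* and 0.27 for *Kat6a E/E;Kat6b E/E* and *Kat6a-/-*. No p is given, since genes are not independent.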

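Of the 38 *Hox* genes tested at E9.5, 20 were lower and 18 higher in *Kat6a-/-* (median log2 fold change -0.07), 36 lower and 2 higher in *Kat6a E/E* (-0.31), 30 lower and 8 higher in *Kat6b E/E* (-0.12), and 19 lower and 19 higher in *Kat6a E/E;Kat6b E/E* (-0.02). Over all models and without any 1 library, the majority stayed lower in *Kat6a E/E* (31 to 38 genes), also with DESeq2 size factors in place of TMM (36). The median there ranged from -0.464 (without *Kat6a E/E* replicate 1) to -0.174 (without *Kat6a E/E* replicate 2). As a whole, the family had an adjusted p=0.221 by fry in *Kat6a E/E*. In *Kat6b E/E*, 15 to 35 were lower. At FDR<0.05 over all genes, those called in *Kat6a-/-* included *Hoxa2* (-0.50, SE 0.1, FDR=0.00952), *Hoxb1* (-0.43, SE 0.12, FDR=0.044) and *Hoxd1* (0.67, SE 0.17, FDR=0.0336), and *Kat6a E/E;Kat6b E/E* had *Hoxa2* (-0.41, SE 0.1, FDR=0.0318) and *Hoxb5* (-0.39, SE 0.097, FDR=0.0298). *Kat6a E/E* had 0 (15 at an unadjusted p under 0.05), and *Kat6b E/E* had 0. Adjusted over the *Hox* genes alone, 5 were called in *Kat6a-/-*, 6 in *Kat6a E/E;Kat6b E/E* and 6 in *Kat6a E/E*. In *Kat6b-/-*, 31 were higher and 7 lower (at least 24 higher under each alternative), with *Hoxc9* called (0.53, SE 0.12, FDR=0.0461). The tail bud gene *T* varied widely between the E9.5 libraries (given below) and was lowest in *Kat6a E/E* replicate 2 (log2 CPM 0.42). Whether the amount of tail tissue bears on the *Hox* counts was not tested.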

Heterozygous loss of KMT2A (MLL1) causes an anterior homeotic transformation of cervical vertebrae and a posterior shift in cervical Hox gene expression (Yu et al., 1995). We previously observed a reduction in KMT2A recruitment to Hox loci in the absence of KAT6A (Voss et al., 2009). Recently, we have shown reduced KMT2A recruitment to target loci, in particular homeodomain proteins, in neural stem cells in the absence of KAT6A (Voss et al., 2026). Like KAT6A, KMT2A has crucial roles in HSCs (McMahon et al., 2007; Yu et al., 1995). In cord blood cells it has been reported that KAT6A can be recruited to Hox loci through an association with methylated H3K4, which is generated by KMT2A, and that depletion of KMT2A results in loss of KAT6A at these loci (Paggetti et al., 2010). Disruption of the interaction between KMT2A- and KAT6A-mediated histone modifications has been implicated in the pathogenesis of cancer (Hemming et al., 2022; Miyamoto et al., 2020; Olsen et al., 2025; Sheridan et al., 2024) and it is interesting to note that tissue-specific lack of KMT2D results in a VSD (Ang et al., 2016). These results point to an emerging model in which a series of chromatin modifications mediated by KAT6A and KMT2A complexes acting in concert prepare a locus for transcription (Yokoyama, 2022). In the light of this model, our results suggest that, in some developmental processes, the presence of an intact complex, containing a KAT6A without acetyltransferase activity but with the necessary chromatin binding domains, can still allow key events in the organization of chromatin required for embryogenesis to proceed. In the case of the axial skeleton, this suggests that KMT2A is recruited to Hox loci with the appropriate timing necessary for coordinated expression of Hox genes with the appropriate anterior expression boundaries. In contrast, in the HSC compartment, the loss of KAT activity from both KAT6A and KAT6B almost eliminates definitive HSC activity.

We have previously shown that complete loss of KAT6A leads to a DiGeorge syndrome-like anomalies, including an interrupted aortic arch type B, VSDs, cranio-facial defects, cleft palate and hypoplastic thymus (Thomas et al., 2006; Vanyai et al., 2019, 2015; Voss et al., 2012). Loss of TBX1 function is necessary and sufficient for the development of DiGeorge syndrome (Lindsay et al., 2001). We showed that *Tbx1* is a target gene of KAT6A. *Kat6a^E/E^* and *Kat6a^E/E^;Kat6b^E/E^* pups did not display DiGeorge syndrome-like anomalies, except for the presence of VSDs. RNA-sequencing showed a reduction of *Tbx1* gene expression in *Kat6a^–/–^* null mutants at E9.5 as previously reported (Voss et al., 2012). 

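In *Kat6a E/E* *Tbx1* was at 23.1 ± 4.03 CPM, lower than in WT by a log2 fold change of 0.22 (SE 0.093, FDR=0.408; range over the alternatives 0.116 to 0.959). It was higher than in *Kat6a-/-* by 0.55 (SE 0.11, FDR=0.00893; 0.000524 to 0.195), so the difference between *Kat6a E/E* and *Kat6a-/-* was called while a reduction of *Tbx1* in *Kat6a E/E* was not. In *Kat6b-/-* and *Kat6b E/E* *Tbx1* was at 21.1 ± 2.89 and 23.0 ± 5.28 CPM.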

In *Kat6a^E/E^* and *Kat6a^E/E^;Kat6b^E/E^* embryos, the reduction in *Tbx1* expression and other regulators of heart development was less than in *Kat6a^–/–^* null embryos, but nevertheless below the threshold of *Tbx1* expression required for septal development. *Tbx1* is required in a dose-dependent fashion for normal heart development (Lindsay et al., 2001). Interestingly, loss of ING5 also leads to VSDs but appears to be redundant with ING4 in other aspects of KAT6A functions (Mah et al., 2024) This suggests that a complex containing ING5 and KAT6A acetyltransferase activity is necessary for sufficient *Tbx1* gene expression during ventricular septum development, but that the acetyltransferase activity is not essential in other aspects of heart and aortic arch development.

In conclusion, our results examining organs and cell types most affected by complete loss of KAT6A function show that the KAT activity is crucial for survival but does not constitute the entire sum of the functional activity of the proteins , as revealed by the *Kat6a* null phenotype. Taken together, our results suggest that, while some chromatin proteins can usefully be characterized as ‘writers’ and ‘readers’, other large, multidomain chromatin proteins may have essential roles as ‘readers’ as well as ‘writers’, potentially operating independent of one another in some cellular processes. Nevertheless, drugs targeting the KAT domain have potent anticancer activity (Mukohara et al., 2024; Sharma et al., 2023). Since some cancer cells appear to be dependent on acetyltransferase activity, this suggests that the potential side effects of drugs targeting the acetyltransferase activity may be less than might be expected from depleting the entire protein and destabilizing the KAT6 complex.

## MATERIALS AND METHODS

### Ethics

Mouse husbandry and experiments were performed in accordance with the Australian code for the care and use of animals for scientific purposes and with the approval of the Walter and Eliza Hall Animal Ethics Committee.

### Mice

Mice heterozygous for a glycine to glutamic acid mutation at position 656 of KAT6A (homologous to position 657 in human KAT6A) and at position 577 of KAT6B (isoform 1) were generated on a C57BL/6J background, using previously described methods for Cas9 directed mutagenesis (Kueh et al., 2017). A mixture of 20 ng/μl Cas9 mRNA, 10 ng/μl single guide RNA and 40 ng/μl donor template were injected into fertilized one-cell-stage C57BL/6J embryos. This resulted in mutation of the sequence GGC, coding for glycine at position 656 of KAT6A (NCBI reference sequence: NP_001074618.1) to GAA, coding for glutamic acid, causing the amino acid sequence of the acetyl-CoA binding domain, VSCIMILPQYQRK**G**YGRFLI to be converted to VSCIMILPQYQRK**E**YGRFLI, resulting in loss of acetyltransferase activity (Takechi and Nakayama, 1999). For KAT6B, the CRISPR procedure led to the mutation of the sequence GGA, coding for glycine position 577 of KAT6B (NCBI reference sequence: NP_001192170.1) to GAG, likewise coding for glutamic acid. This resulted in the amino acid sequence of the acetyl-CoA binding domain, VSCIMIMPQHQRQ**G**FGRFLI being converted to VSCIMIMPQHQRQ**E**FGRFLI. Point mutant knock-in mice, which are potentially mosaic, were backcrossed to C57BL/6J mice to generate founders, that were then backcrossed for at least five generations to eliminate potential off-target events. Mice were maintained on a C57BL/6J genetic background. Transmission of the mutant alleles was confirmed by sequencing, after which mice were genotyped by two separate PCR reactions to detect either the WT allele or the point mutant allele (Table S1). Since the mutant alleles have only a two-nucleotide substitution, the PCR band sizes are the same for the mutant and WT alleles. To detect the difference in sequence, the final two nucleotides of one of the primer pairs contain the mutant bases and so does not bind to the WT sequence and so Taq polymerase cannot amplify the WT allele (and vice versa). The *Kat6a* band is 329 bp and the *Kat6b* band is 228 bp (Fig. 1B).

The *Kat6a* null allele, *Kat6a^–^* lacking exons 3 to 7 (Voss et al., 2009), and *Kat6b* null allele, *Kat6b^–^* lacking exons 2 to 12 (Bergamasco et al., 2024a), have been previously reported. These mouse strains were maintained on a C57BL/6 background. The *Kat6b^gt/^* allele (*Querkopf*), which was generated by gene trap, produces 10% normal *Kat6b* mRNA (Thomas et al., 2000). This allele was backcrossed to C57BL/6.

Mice were fed *ad libitum* and kept in a 14-h light/10-h dark cycle at 22°C. Mice were mated and examined for vaginal plugs the following morning, with noon following the observation of a vaginal plug termed E0.5. Embryos and fetuses were collected at the developmental stages indicated in text and figure legends.

### Western blot analysis

Histones were acid extracted using 0.2 M H_2_SO_4_, collected by centrifugation (10,000 ***g***) and then dialyzed (Spectra/Por Dialysis Membrane Tubing; molecular weight cut-off 20 kDa) against 0.1 M acetic acid for 1 h at 4°C followed by ultra-pure water overnight. Acid-extracted histones were separated by gel electrophoresis on 4-12% Bis-Tris gels (Thermo Fisher Scientific, NP0322), then transferred to nitrocellulose membranes (Licor, 926-31090). Membranes were blocked for 1 h at room temperature using blocking buffer [Intercept^®^ (PBS); LICORbio, 927-70001] and probed with antibodies against H3K9ac (Epicypher, 13-0033; dilution 1:5000), H3K14ac (Abcam, ab52946; 1:1000) or H3K23ac (Millipore, 07-355; 1:5000) and pan H3 (Abcam, 10799; 1:5000) overnight at 4°C. Membranes were washed in PBS+0.1% Tween-20 (Sigma-Aldrich, P1379) and incubated with goat anti-mouse IgG (IRDye^®^ 800 CW; LICORbio, 926-32210; 1:10,000) and goat anti-rabbit IgG (IRDye^®^; LICORbio, 926-68071; 1:10,000) secondary antibodies for 1 h. Samples were imaged and analyzed using automated imager software (Odyssey Imager; LICORbio).

### Mouse embryonic fibroblast culture

Fibroblasts isolated from E12.5 embryos were cultured in Dulbecco's modified Eagle medium (Gibco, 11995) supplemented with 100 U/ml penicillin/streptomycin (Gibco, 15140122) and 10% fetal calf serum. Cells were cultured in 3% O_2_/5% CO_2_, because mouse embryonic fibroblasts can grow indefinitely without immortalization procedures in 3% O_2_ (Parrinello et al., 2003). Cell counts were determined at each passage using a Countess™ cell counter (Thermo Fisher Scientific).

### Histological and morphological analysis

Skeletal preparations of fetuses at E18.5 were processed and stained with Alizarin Red for bone and Alcian Blue for cartilage components (Thomas et al., 2000). Tissues were formalin-fixed, paraffin embedded and stained with Hematoxylin and Eosin (H&E) using standard techniques. Slides were scanned using an Olympus VS200 scanner and visualized using Path (version 5.1). External appearance and viability (heartbeat) were examined at dissection at E9.5, E14.5, E18.5 and E19.5. Cranio-facial, heart and aortic arch morphology were examined at dissection at E18.5 and E19.5.

### Hematological transplantation assays

Transplantation assays were performed as described previously (Bergamasco et al., 2024a). Briefly, for primary competitive transplantation assays, 10^6^ WT bone marrow competitor cells from congenic C57Bl/6 mice carrying the CD45.1 cell surface marker, were mixed with 5×10^5^ E14.5 fetal liver cells from test mice, which carry the CD45.2 cell surface marker; this allows competitor and test cells to be distinguished by flow cytometry. Cell number was determined using an automated hematology analyzer (Advia 2120i, Siemens Healthineers). The appropriate number of cells were mixed and suspended in a balanced salt solution supplemented with 2% fetal calf serum, then intravenously injected into lethally irradiated (two doses of 5.5 Gy separated by 3 h) C57BL/6 recipients that express the CD45.1 cell surface marker. Each sample was injected into three recipient mice in primary transplants. For secondary transplants, bone marrow from primary transplant recipients was flushed, counted and suspended in a balanced salt solution, as above, and intravenously injected into a single lethally irradiated CD45.1, C57BL/6 secondary recipient.

### Flow cytometry analysis

Cells were isolated from the fetal livers (passed through a 40 μm sieve), bone marrow, spleen, thymus and peripheral blood and suspended in a balanced salt solution supplemented with 2% fetal calf serum. Cells were then stained using antibodies against cell surface markers specific for distinct populations. These were selected from the following: B220 (clone RA3-6B2), CD4 (clone GK1.5-7), CD8a (clone 53.6.7), CD19 (clone 1D3), Gr1 (clone RB6-8C5), Mac1 (CD11b, clone M1/70), CD16/32 (clone 24G2-16), CD21 (clone 7G6), CD23 (clone B3B4), CD25 (clone PC61/F7), CD27 (clone A7), CD34 (clone RAM34), CD44 (clone IM7.8), CD45.1 (clone A20), CD45.2 (clone S450-15-2), CD48 (clone HM48-1), c-KIT (CD117, clone 2B8), Flt3 (CD135. clone A2F10-1), CD150 (SLAMF1, clone TC15-12F12.2), IgD (clone 11-26c), IgM (clone 5.1), Sca1 (Ly6A/E, clone E13,), Ter119 (clone Ly-76). Antibodies were directly conjugated to fluorophores selected for their compatibility in multicolor flow cytometric analysis – these included AlexaFluor 700, phycoerythrin (PE), fluorescein isothiocyanate (FITC), peridinin chlorophyll A (PerCP), phycoeryhtrin-cyanine dye (PeCy7), allophycocyanin (APC), AlexaFluor 647, AlexaFluor 594 or biotin. Streptavidin-conjugated secondary antibodies labelled with A700, PerCP, BV650 and PeCy7 were used for biotin-conjugated primary antibodies. Antibodies were generated in house by the Walter and Eliza Hall Institute monoclonal facility, or purchased from BD Pharmingen, eBioscience, BioLegend or Invitrogen. For exclusion of lineage-positive cells, antibodies against B220, CD3, CD4, CD8, CD19, Gr1 and Ter-119 were used. Cells were analyzed on the LSRII (BD) cytometer.

### RNA isolation and RNA-sequencing

Whole E9.5 embryos were dissected, photographed and stored in 200 μl Zymo DNA/RNA shield solution (lysed) to await genotyping using the dissected extra-embryonic membranes. Embryos of the desired genotypes were then selected based on similar external appearance (Fig. S2). E14.5 fetal livers were isolated, passed through a sieve (40 μm) and fetal liver cells were genotyped. Selected embryos and fetal liver cell isolates were subjected to total RNA extraction using an RNeasy Mini Kit (Qiagen) and eluted with 30 μl RNAse-free water. RNA yield and integrity were assessed using an automated gel electrophoresis system (Tape Station, Agilent Technologies). Then 500 ng of RNA were used to generate RNA-sequencing libraries using a library construction kit (TruSeq RNA Library Prep Kit v2, Illumina) and sequenced on a NextSeq2000 sequencer (Illumina) to give 66 bp paired end reads.

### RNA-sequencing data analysis

FastQ files were run through FastQC and MultiQC for quality assessment. Samples were aligned to the mm39 build of the mouse genome using Rsubread align (Liao et al., 2019), achieving an average mapping proportion of 98%. Rsubread featureCounts was used to count read-pairs mapping to RefSeq genes, using strict RefSeq mm39 annotation dated 11 April 2023 downloaded from https://bioinf.wehi.edu.au/Rsubread/annot/. Pseudoautosomal genes on the Y chromosome were masked to avoid duplication with the same sequences on the X chromosome. An average of 18.9 million read-pairs were uniquely assigned to genes per sample. Gene information was obtained from the ‘Mus_musculus.gene_info’ file downloaded from the NCBI on 27 June 2024. Downstream analysis was restricted to protein-coding genes and Y-chromosome genes were removed to avoid sex effects. The E9.5 and E14.5 fetal liver samples were analyzed separately. Low expressed genes were filtered using the edgeR filterByExpr function (Chen et al., 2025), resulting in 13,964 genes for the E9.5 samples and 12,853 genes for the E14.5 samples. TMM library size normalization was applied.

Differential expression analyses used limma and voomLmFit (Baldoni et al., 2024; Law et al., 2014; Ritchie et al., 2015). Four surrogate variables were estimated by the limma wsva function to adjust for unknown causes of variability. Linear models were fitted to the data using voomLmFit, with mouse litter as a random block. Robust empirical Bayes-moderated *t*-statistics were used to identify differentially expressed genes between experimental groups (Phipson et al., 2016). Genes with false discovery rate (FDR)<5% were considered to be differentially expressed. Correlations between expression profiles were displayed using the limma barcodeplot function and assessed with roast gene tests (Wu et al., 2010).

### Statistics

The methods for statistical analyses, tests and sample sizes are described in the figure legends. RNA-sequencing data were analyzed as described in the ‘RNA-sequencing data analysis’ section. Other data were analyzed using GraphPad Prism Version 10.4.1 (532), except Fisher's exact tests and two-way ANOVA, which were performed on Stata/SE 17.0, or by computing the cumulative binomial probability of being less than or equal to the expected value (pbinom) using R version 4.5.0 (2025-04-11).

## Supplementary Material

10.1242/develop.205559_sup1 Supplementary information

Table S2. Genes differentially expressed in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a^+/+^Kat6b^+/+^ E9.5 embryos

Table S3. Genes differentially expressed in Kat6a^-/-^Kat6b^+/+^ vs. Kat6a^+/+^Kat6b^+/+^ E9.5 embryos

Table S4. Genes differentially expressed in Kat6a^+/+^Kat6b^-/-^ vs. Kat6a^+/+^Kat6b^+/+^ E9.5 embryos

Table S5. Genes differentially expressed in Kat6aG656E/G656EKat6b^+/+^ vs. Kat6a^+/+^ Kat6b^+/+^ E9.5 embryos

Table S6. Genes differentially expressed in Kat6a^+/+^Kat6bG577E/G577E vs. Kat6a^+/+^ Kat6b^+/+^ E9.5 embryos

Table S7. GO terms BP (biological process) of genes differentially expressed in Kat6a^-/-^Kat6b^+/+^ vs. Kat6a^+/+^Kat6b^+/+^ and in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a^+/+^Kat6b^+/+^ E9.5 embryos

Table S8. GO terms BP (biological process) of genes differentially expressed in Kat6a^-/-^Kat6b^+/+^ vs. Kat6a^+/+^Kat6b^+/+^ but not in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a^+/+^Kat6b^+/+^ E9.5 embryos

Table S9. GO terms BP (biological process) of genes differentially expressed in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a^+/+^Kat6b^+/+^ but not in in Kat6a^-/-^Kat6b^+/+^ vs. Kat6a^+/+^Kat6b^+/+^ E9.5 embryos

Table S10. GO terms BP (biological process) of genes differentially expressed in Kat6a^+/+^Kat6b^-/-^ vs. Kat6a^+/+^Kat6b^+/+^ and in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a^+/+^Kat6b^+/+^ E9.5 embryos

Table S11. GO terms BP (biological process) of genes differentially expressed in Kat6a^+/+^Kat6b^-/-^ vs. Kat6a^+/+^Kat6b^+/+^ but not in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a^+/+^Kat6b^+/+^ E9.5 embryos

Table S12. GO terms BP (biological process) of genes differentially expressed in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a^+/+^Kat6b^+/+^ but not in Kat6a^+/+^Kat6b^-/-^ vs. Kat6a^+/+^Kat6b^+/+^ E9.5 embryos

Table S13. Genes differentially expressed in Kat6aG656E/G656EKat6b^+/+^ vs. Kat6a^+/+^Kat6b^+/+^ E14.5 foetal liver haematopoietic cells

Table S14. Genes differentially expressed in Kat6a+/+Kat6bG577E/G577E vs. Kat6a^+/+^Kat6b^+/+^ E14.5 foetal liver haematopoietic cells

Table S15. Genes differentially expressed in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a^+/+^Kat6b^+/+^ E14.5 foetal liver haematopoietic cells

# Supplementary material for: The roles of the acetyltransferase domains of the chromatin regulators KAT6A and KAT6B in vivo
**Source:** Development. 2026 Jun 18;153(12):dev205559. doi: 10.1242/dev.205559
**Supplement:** Supplementary information

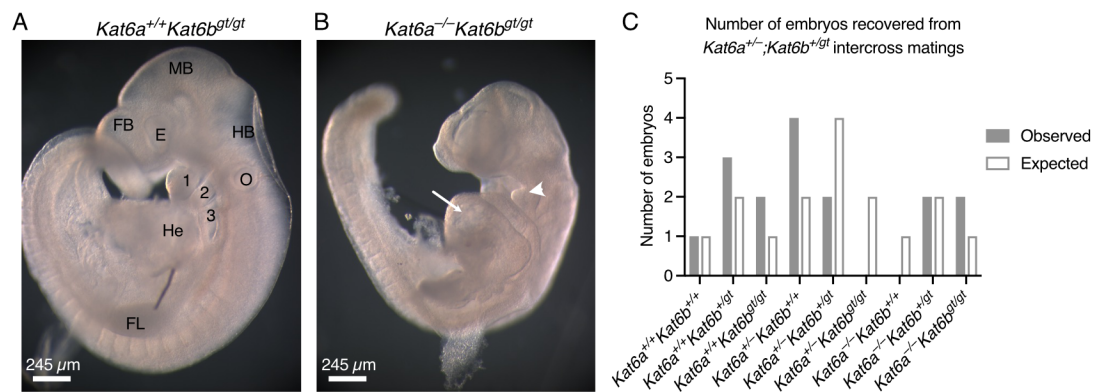

**Fig. S1.** External appearance and enumeration of embryos isolated at E9.5 from *Kat6a*<sup>+/-</sup>;*Kat6b*<sup>+/-</sup> x *Kat6a*<sup>+/-</sup>;*Kat6b*<sup>+/-</sup> matings. *Kat6a*<sup>+/-</sup>;*Kat6b*<sup>+/-</sup> compound double heterozygous mice on a C57BL/6 genetic background are perinatal lethal (Bergamasco et al., 2024). In contrast, *Kat6a*<sup>+/-</sup>;*Kat6b*<sup>gt/gt</sup> survive to adulthood and can be bred, as the *Kat6b*<sup>gt</sup> allele produces approximately 10% normal *Kat6a* mRNA (Thomas et al., 2000).

(A,B) Representative external appearance of a *Kat6a*<sup>+/-</sup>;*Kat6b*<sup>gt/gt</sup> embryo (A) and a *Kat6a*<sup>-/-</sup>;*Kat6b*<sup>gt/gt</sup> embryo. *Kat6a*<sup>-/-</sup>;*Kat6b*<sup>gt/gt</sup> embryos arrested at E9.0 and displayed hypoplastic pharyngeal arches, an enlarged heart and abnormal small forebrain, midbrain and hindbrain structures and a small otic vesicle (B cf. A). Embryos of other genotypes recovered had grown to a normal size for E9.5 embryos and did not display external anomalies.

(C) Number and genotypes of embryos observed and expected. N = 16 embryos recovered. 1, 2, 3, mandibular portion of the 1<sup>st</sup> pharyngeal arch, 2<sup>nd</sup> and 3<sup>rd</sup> pharyngeal arch; E, eye; FB, forebrain; FL, forelimb; HB, hindbrain; MB, midbrain; O, otic vesicle. Arrow in (B) indicates the enlarged heart and arrowhead the hypoplastic mandibular portion of the 1<sup>st</sup> pharyngeal arch. Scale bar = 245 μm .

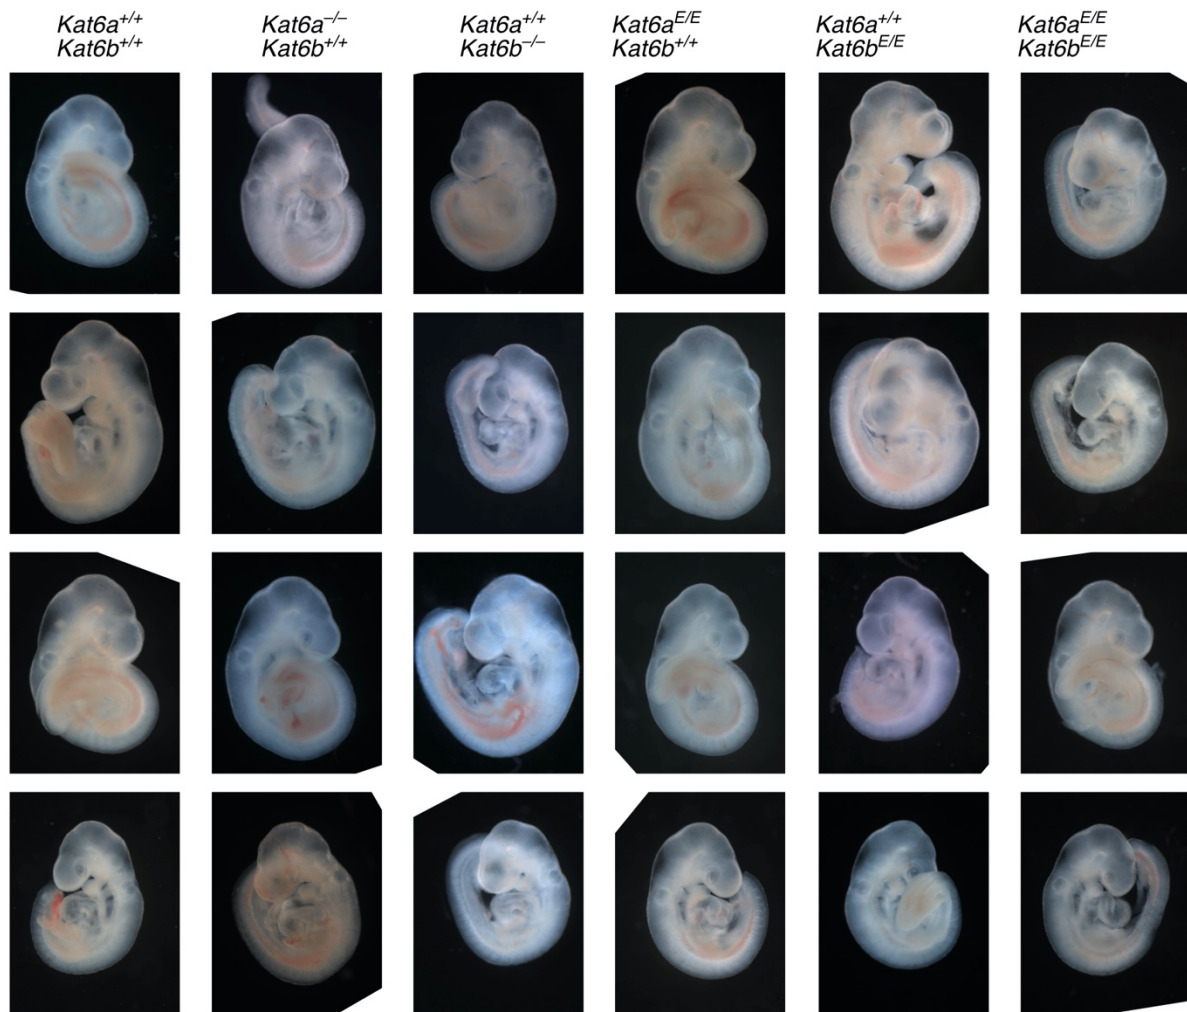

**Fig. S2.** External appearance of embryos used for RNA sequencing. *Kat6a*<sup>+/+</sup>;*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>;*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>+/+</sup>;*Kat6b*<sup>-/-</sup>, *Kat6a*<sup>E/E</sup>;*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>+/+</sup>;*Kat6b*<sup>E/E</sup>, and *Kat6a*<sup>E/E</sup>;*Kat6b*<sup>E/E</sup> E9.5 embryos were used for RNA sequencing. Genotypes as indicated. N = 4 E9.5 embryos per genotype were used. All embryos were male.

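In 3 E9.5 libraries *Xist* was expressed, at 527 CPM (*Kat6a-/-* replicate 2), 636 CPM (*Kat6b-/-* replicate 2) and 755 CPM (*Kat6b-/-* replicate 3), against at most 0.514 CPM in the other 21. The sum of 4 Y-linked genes was at most 0.199 CPM in these 3 libraries and at least 146 CPM in the others.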

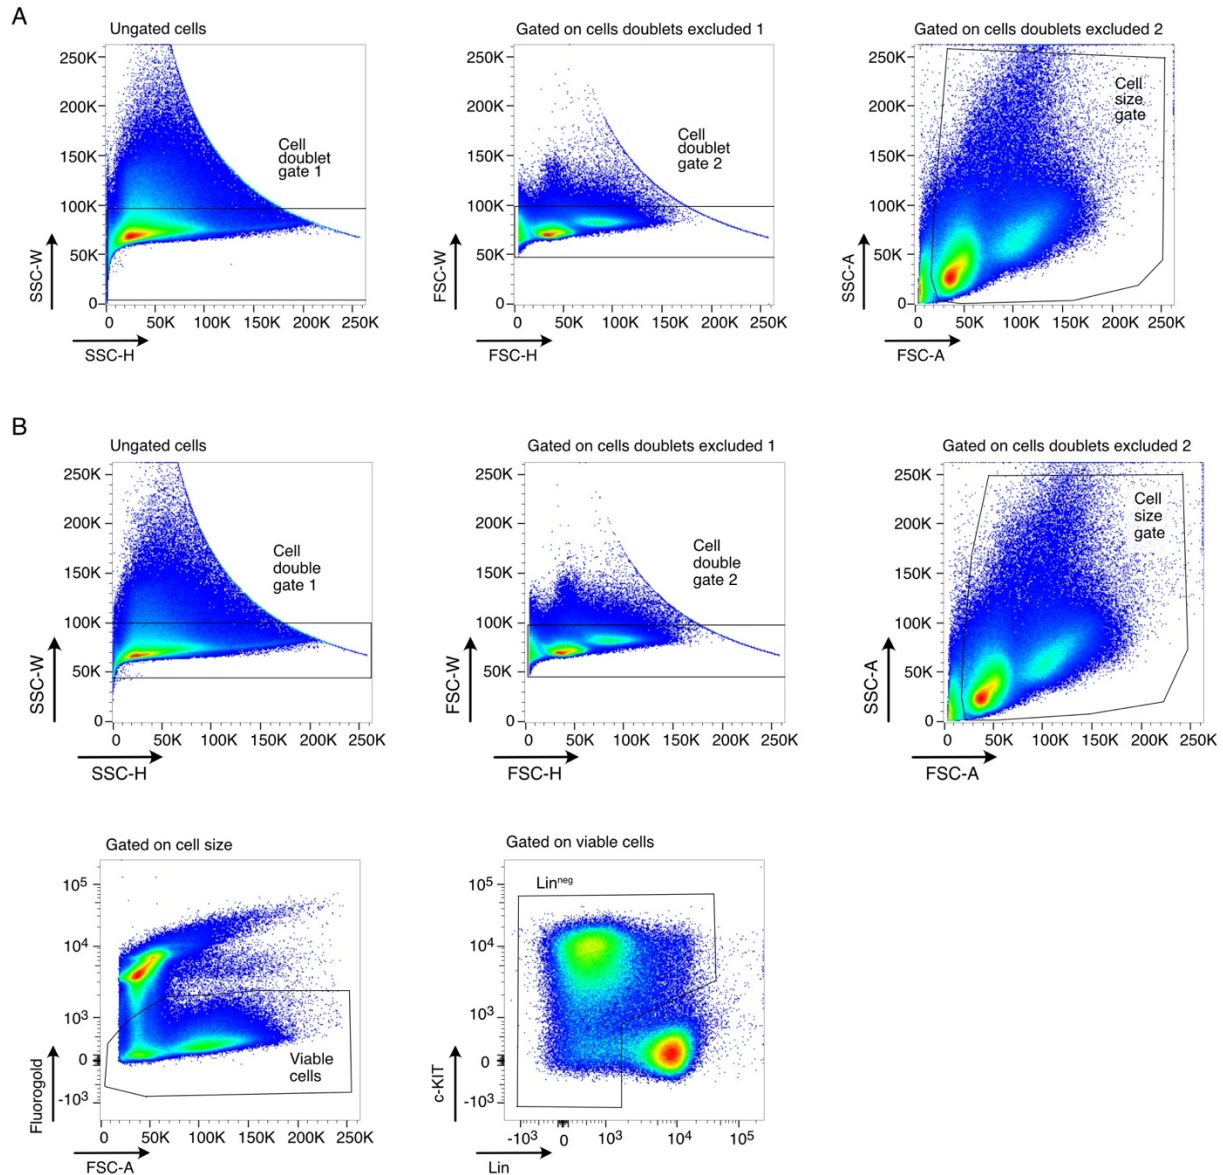

**Fig. S3.** Gating strategy for the flow cytometric analysis of fetal liver haematopoietic cells.

(A) Cell doublet exclusion and cell size gates prior to gating as shown in Figure 5A for SLAM markers.

(B) Cell doublet exclusion, cell size, cell viability and c-KIT positive and lineage marker negative gates prior to gating as shown in Figure 5C for stem and progenitor cells based on CD135/FLT3 and CD34, as well as CD16/CD32 and CD34.

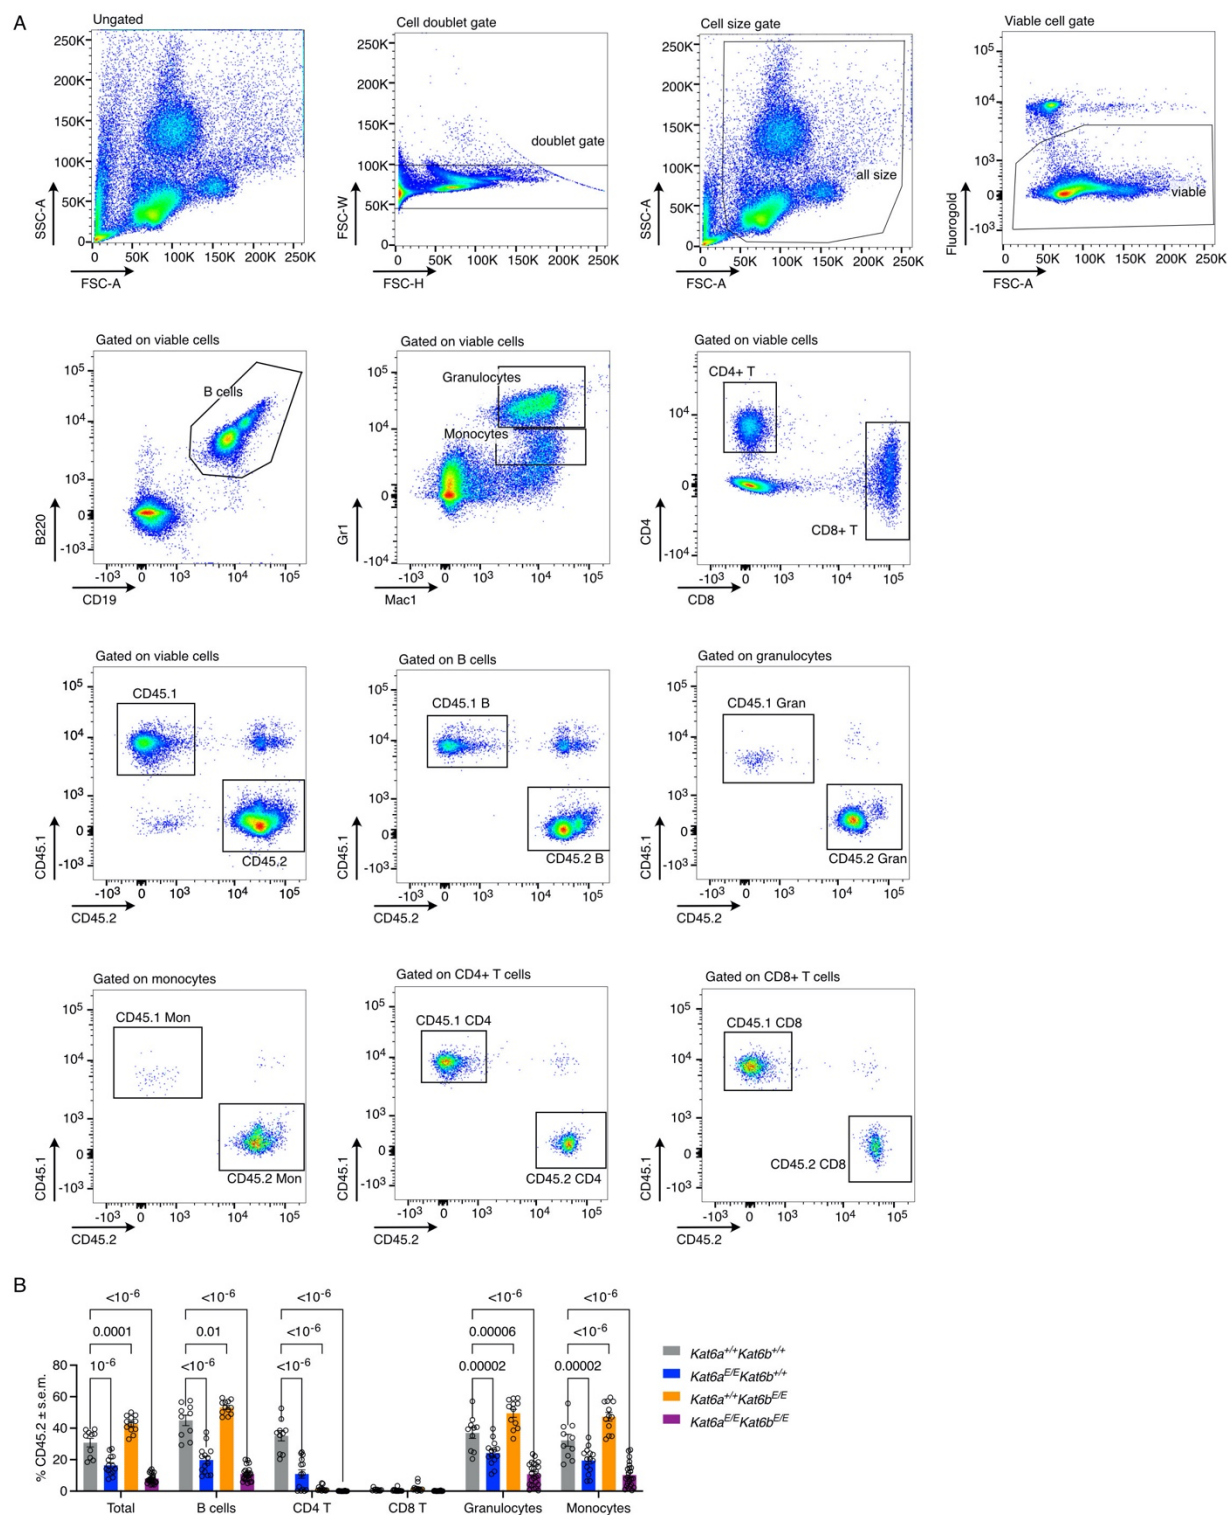

**Fig. S4.** Gating strategy and results of primary haematopoietic transplantation experiments – peripheral white blood cells.

Gating strategy for and results from the flow cytometry analysis of lethally irradiated recipient mice transplanted with E14.5 fetal liver haematopoietic cells of the following genotypes:

*Kat6a*<sup>+/+</sup>;*Kat6b*<sup>+/+</sup> (N = 10), *Kat6a*<sup>E/E</sup>;*Kat6b*<sup>+/+</sup> (N = 14) *Kat6a*<sup>+/+</sup>;*Kat6b*<sup>E/E</sup> (N = 12) and *Kat6a*<sup>E/E</sup>;*Kat6b*<sup>E/E</sup> (N = 24). Donor (test) cells the cell surface marker CD45.2; transplant recipient cells and competitor cells express CD45.1.

(A) Gating strategy for the flow cytometric analysis of peripheral blood, separating leukocytes from test cell from competitor cells on the basis of the CD45.1 and CD45.2 cell surface markers.

(B) Percentage of donor cell (test cell) contribution (cell surface phenotype CD45.2) to peripheral blood B, T and myeloid cells 1 month after transplantation.

Data are presented as mean ± SEM calculated from the average value of the recipients receiving fetal liver cells of the same genotype. Each circle represents a single recipient (B). Data were analyzed by two-way-ANOVA with Tukey's multiple comparisons test (B).

Abbreviations and cell surface markers used to identify populations in Supplementary Table 3.

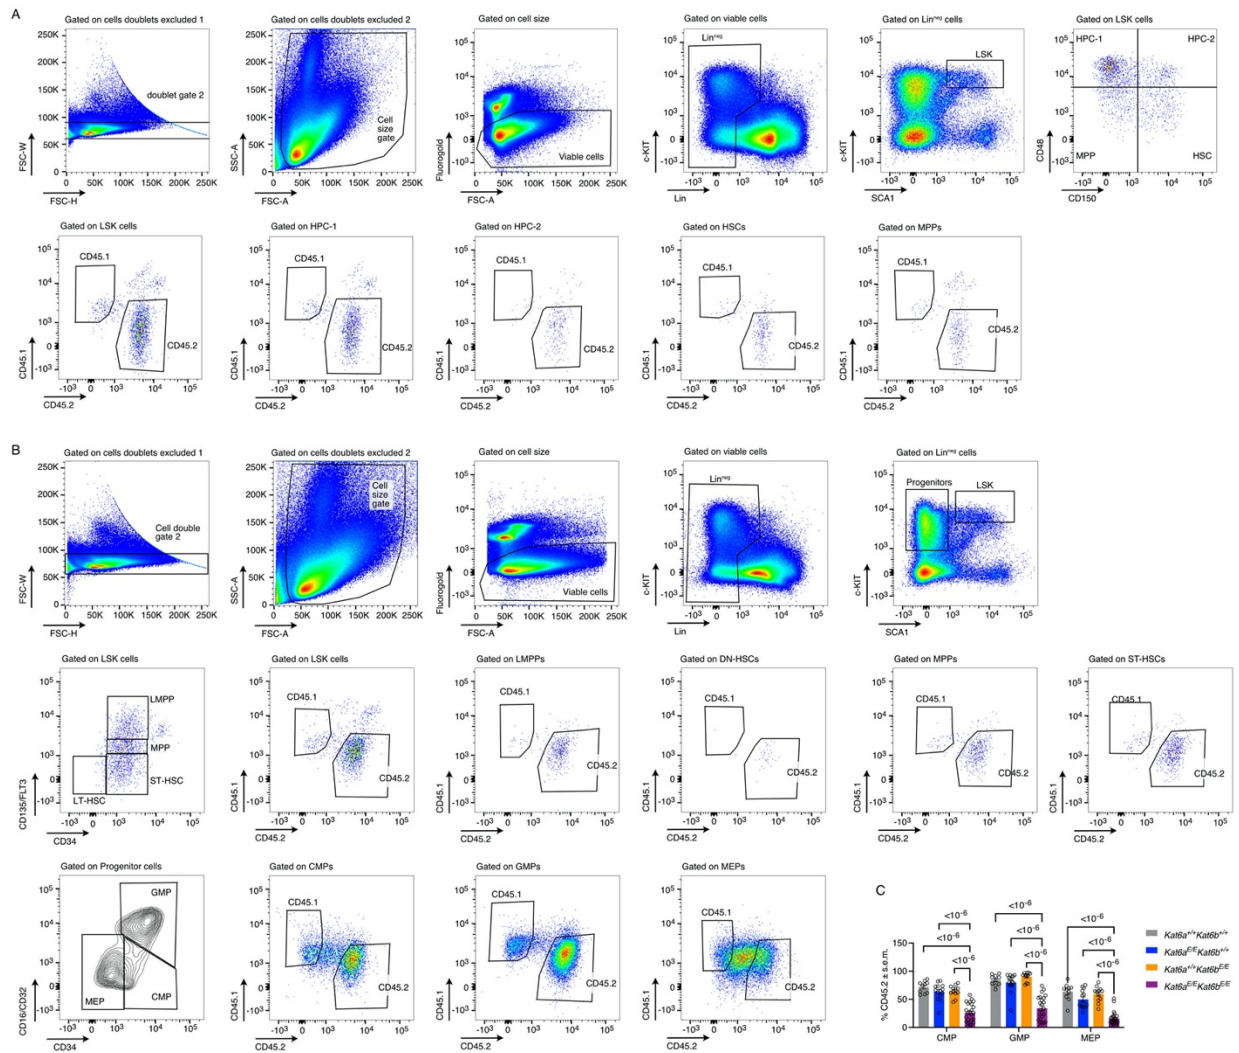

**Fig. S5.** Gating strategy and results of primary haematopoietic transplantation experiments – bone marrow stem and progenitor cells Gating strategy for and results from the flow cytometry analysis of lethally irradiated recipient mice transplanted with E14.5 fetal liver haematopoietic cells of the following genotypes: *Kat6a*<sup>+/+</sup>;*Kat6b*<sup>+/+</sup> (N = 10), *Kat6a*<sup>E/E</sup>;*Kat6b*<sup>+/+</sup> (N = 14) *Kat6a*<sup>+/+</sup>;*Kat6b*<sup>E/E</sup> (N= 12) and *Kat6a*<sup>E/E</sup>;*Kat6b*<sup>E/E</sup> (N = 24). Donor (test) cells the cell surface marker CD45.2; transplant recipient cells and competitor cells express CD45.1. (A,B) Gating strategy for the flow cytometric analysis of bone marrow haematopoietic stem and progenitor cells using SLAM markers (A) or CD135/FLT3 vs. CD34 (B) and CD16/CD32 vs.

CD34 to identify myeloid progenitors (B) and distinguishing test cell from competitor cells on the basis of the CD45.1 and CD45.2 cell surface markers.

(C) Percentage of donor cell (test cell) contribution (cell surface phenotype CD45.2) to myeloid progenitors in the bone marrow 16 weeks after transplantation.

Data are presented as mean  $\pm$  SEM calculated from the average value of the recipients receiving fetal liver cells of the same genotype. Each circle represents a single recipient (C). Data were analyzed by two-way-ANOVA with Tukey's multiple comparisons test (C).

Abbreviations and cell surface markers used to identify populations in Supplementary Table 3.

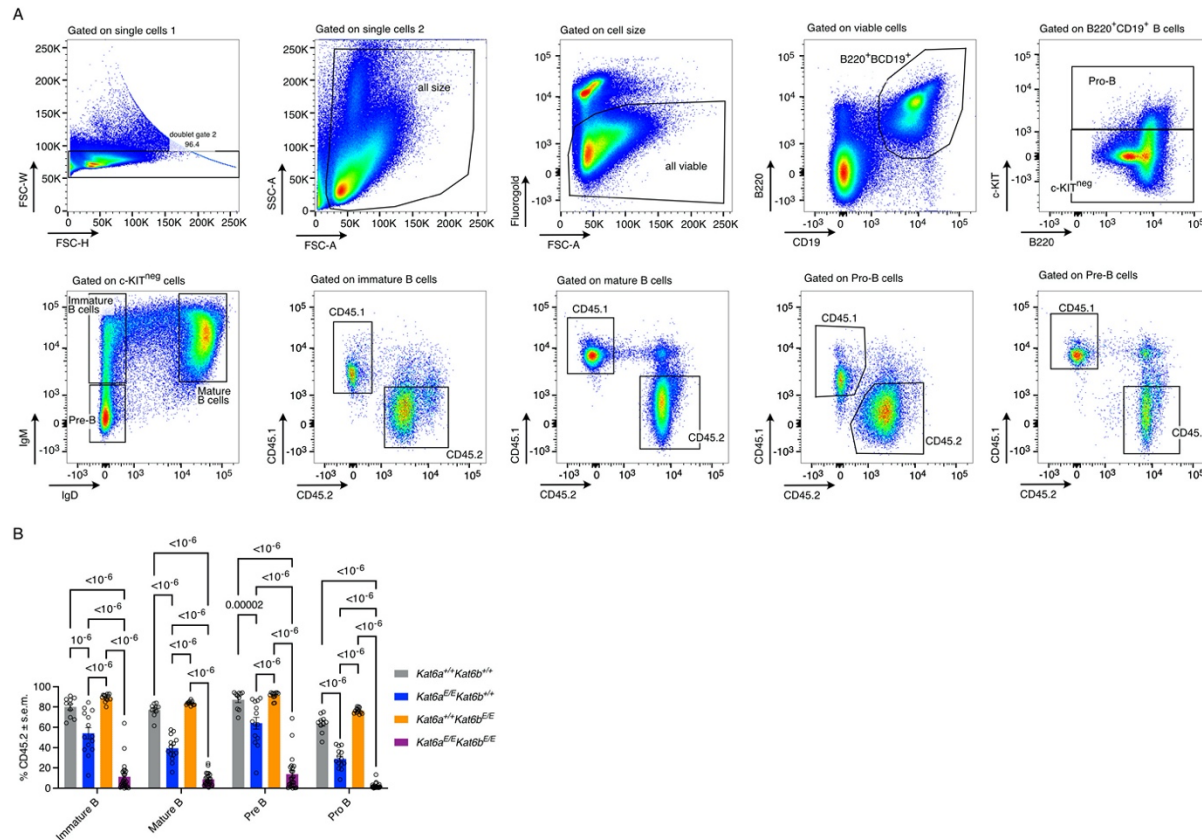

**Fig. S6.** Gating strategy and results of primary haematopoietic transplantation experiments – bone marrow B cell populations. Gating strategy for and results from the flow cytometry analysis of lethally irradiated recipient mice transplanted with E14.5 fetal liver haematopoietic cells of the following genotypes: *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> (N = 10), *Kat6a*<sup>E/E</sup>*Kat6b*<sup>+/+</sup> (N = 14), *Kat6a*<sup>+/+</sup>*Kat6b*<sup>E/E</sup> (N = 12) and *Kat6a*<sup>E/E</sup>*Kat6b*<sup>E/E</sup> (N = 24). Donor (test) cells the cell surface marker CD45.2; transplant recipient cells and competitor cells express CD45.1.

(A) Gating strategy for the flow cytometric analysis of bone marrow B cell progenitor cells.

(B) Percentage of donor cell (test cell) contribution (cell surface phenotype CD45.2) to B cell populations in the bone marrow 16 weeks after transplantation.

Data are presented as mean ± SEM calculated from the average value of the recipients receiving fetal liver cells of the same genotype. Each circle represents a single recipient (B).

Data were analyzed by two-way-ANOVA with Tukey's multiple comparisons test (B).

Abbreviations and cell surface markers used to identify populations in Supplementary Table 3.

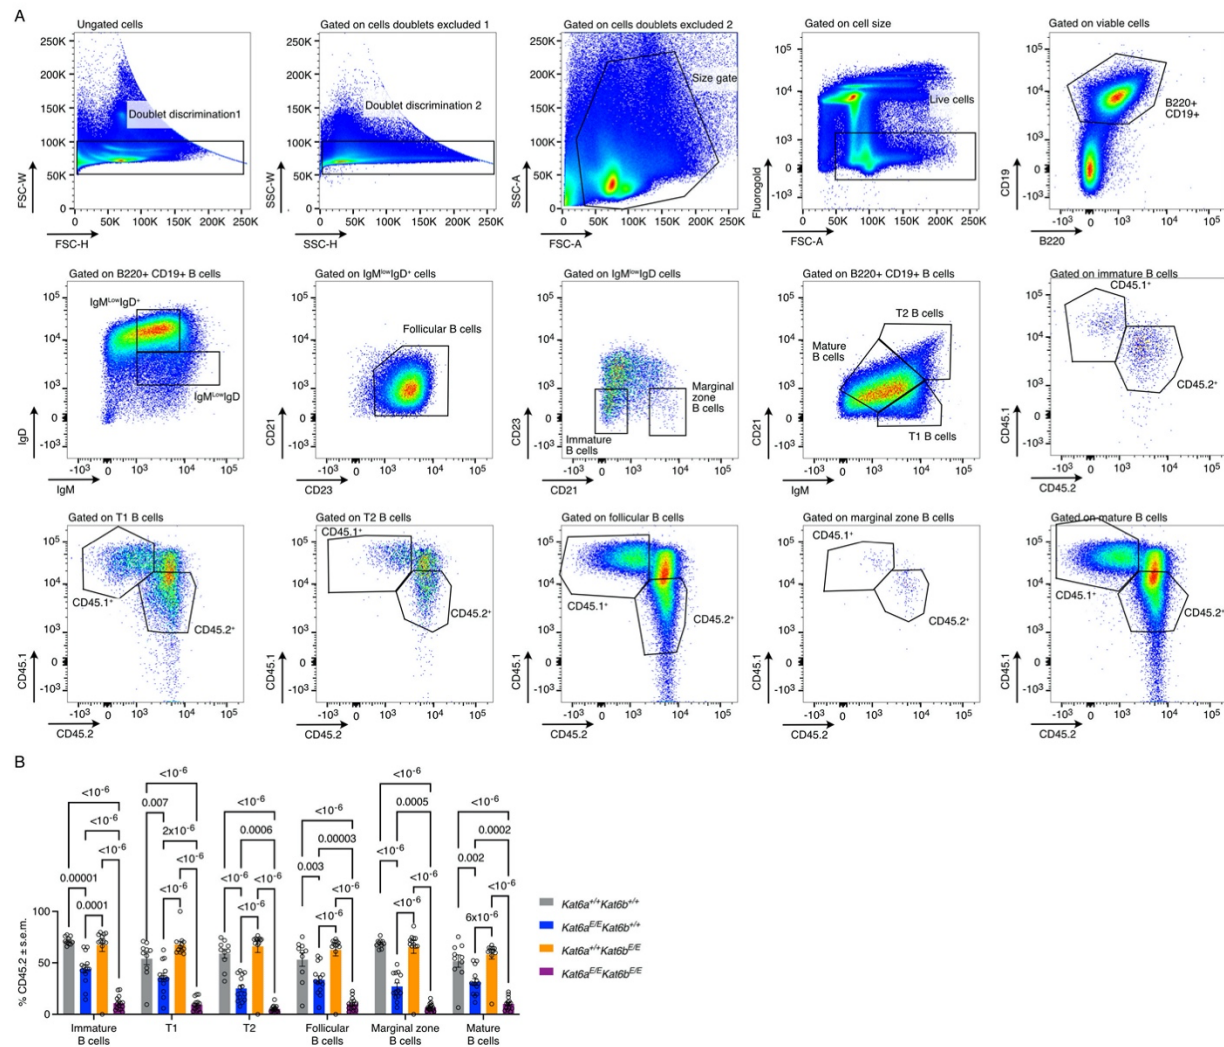

**Fig. S7.** Gating strategy and results of primary haematopoietic transplantation experiments –B cell populations in the spleen. Gating strategy for and results from the flow cytometry analysis of lethally irradiated recipient mice transplanted with E14.5 fetal liver haematopoietic cells of the following genotypes:  $Kat6a^{+/+};Kat6b^{+/+}$  (N = 10),  $Kat6a^{E/E};Kat6b^{+/+}$  (N = 14),  $Kat6a^{+/+};Kat6b^{E/E}$  (N = 12) and  $Kat6a^{E/E};Kat6b^{E/E}$  (N = 24). Donor (test) cells express the cell surface marker CD45.2; transplant recipient cells and competitor cells express CD45.1.

(A) Gating strategy for the flow cytometric analysis of spleen progenitors and mature B cell populations.

(B) Percentage of donor cell (test cell) contribution (cell surface phenotype CD45.2) to B cell populations in the spleen 16 weeks after transplantation.

Data are presented as mean  $\pm$  SEM calculated from the average value of the recipients receiving fetal liver cells of the same genotype. Each circle represents a single recipient (B). Data were analyzed by two-way-ANOVA with Tukey's multiple comparisons test (B).

Abbreviations and cell surface markers used to identify populations in Supplementary Table 3.

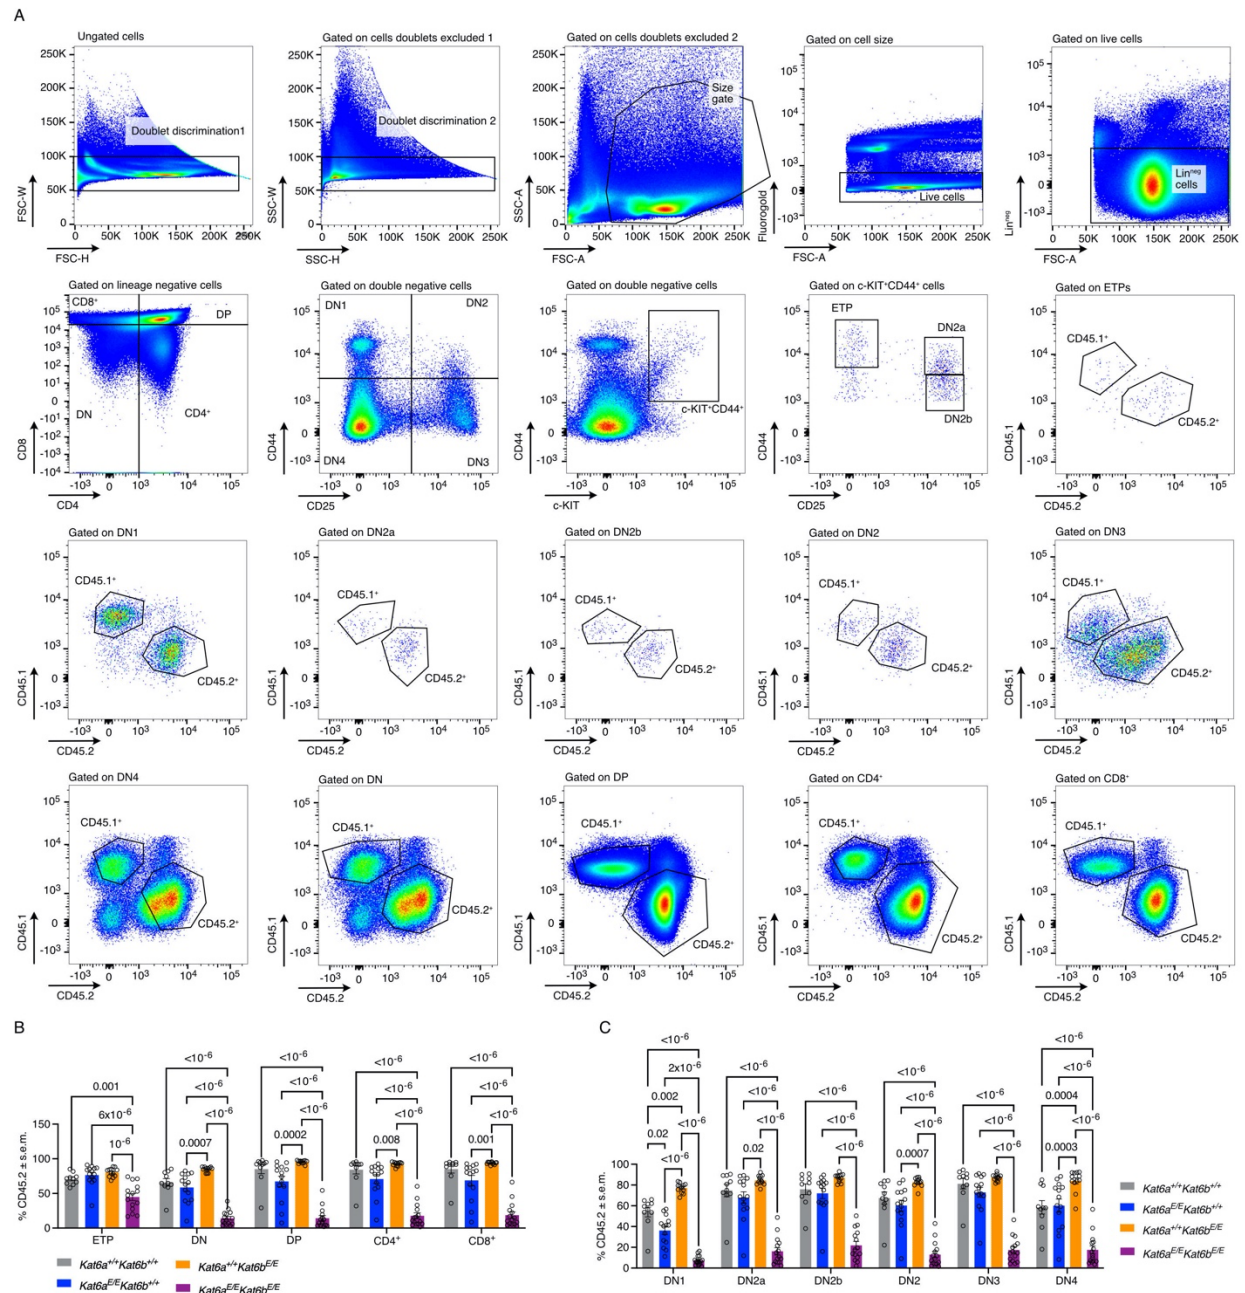

**Fig. S8.** Gating strategy and results of primary haematopoietic transplantation experiments – T cell populations in the thymus.

Gating strategy for and results from the flow cytometry analysis of lethally irradiated recipient mice transplanted with E14.5 fetal liver haematopoietic cells of the following genotypes:

$Kat6a^{+/+};Kat6b^{+/+}$  (N = 10),  $Kat6a^{E/E};Kat6b^{+/+}$  (N = 14)  $Kat6a^{+/+};Kat6b^{E/E}$  (N = 12) and

*Kat6a*<sup>E/E</sup>;*Kat6b*<sup>E/E</sup> (N = 24). Donor (test) cells the cell surface marker CD45.2; transplant recipient cells and competitor cells express CD45.1.

(A) Gating strategy for the flow cytometric analysis of thymus progenitors and mature cells.

(B,C) Percentage of donor cell (test cell) contribution (cell surface phenotype CD45.2) to T cell populations in the thymus 16 weeks after transplantation.

Data are presented as mean ± SEM calculated from the average value of the recipients receiving fetal liver cells of the same genotype. Each circle represents a single recipient (B,C). Data were analyzed by two-way-ANOVA with Tukey's multiple comparisons test (B,C).

Abbreviations and cell surface markers used to identify populations in Supplementary Table 3.

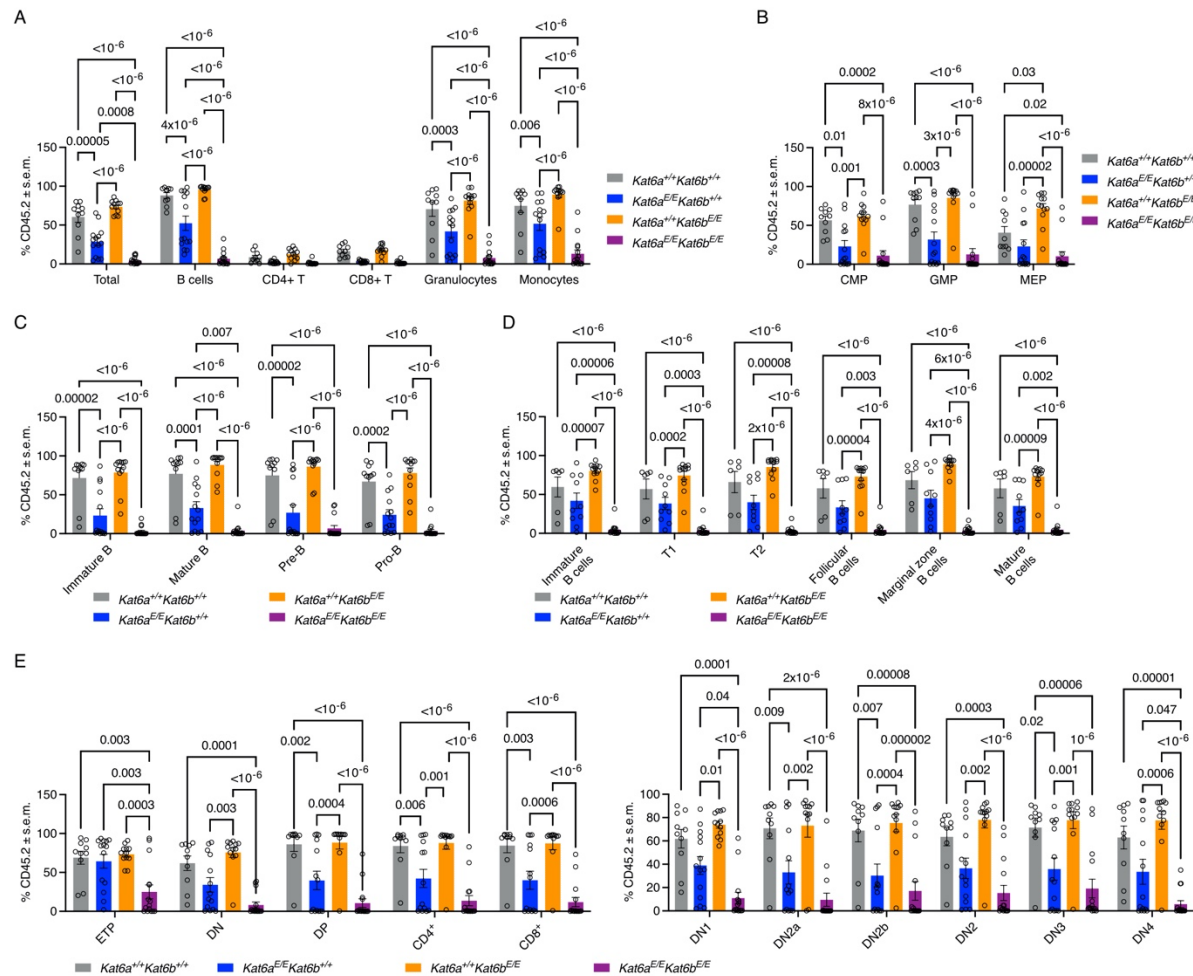

**Fig. S9.** Results of secondary haematopoietic transplantation experiments.

Flow cytometry analysis of lethally irradiated secondary recipient mice transplanted with bone marrow cells from the primary recipient of fetal liver haematopoietic cells of the following genotypes: *Kat6a*<sup>+/+</sup>;*Kat6b*<sup>+/+</sup> (N = 10), *Kat6a*<sup>E/E</sup>;*Kat6b*<sup>+/+</sup> (N = 14) *Kat6a*<sup>+/+</sup>;*Kat6b*<sup>E/E</sup> (N = 12) and *Kat6a*<sup>E/E</sup>;*Kat6b*<sup>E/E</sup> (N = 24).

(A-E) Percentage of donor cell (test cell) contribution (cell surface phenotype CD45.2) to peripheral white blood cells 4 weeks after transplantation (A), and 16 weeks after transplantation to myeloid lineage progenitors in the bone marrow (B), bone marrow B cell progenitor populations (C), B cell populations in the spleen (D) and T cell populations in the thymus (E). Data are presented as mean ± SEM calculated from the average value of the recipients receiving fetal liver cells of the same genotype. Each circle represents a single recipient (A-E). Data were analyzed by two-way-ANOVA with Tukey's multiple comparisons test (A-E).

Abbreviations and cell surface markers used to identify populations in Supplementary Table 3.

**Table S1. genotyping primers.**

| PCR                    |                       | <b>Primers (5' - 3')</b>       |
|------------------------|-----------------------|--------------------------------|
| <b>KAT6A wild type</b> | KAT6aG656-WT          | CCCAATACCAACGTAAGGGC           |
|                        | KAR6aG656E-R          | TGTGGTGAGAAATGGAGAGG           |
| <b>KAT6A mutant</b>    | KAR6aG656E-mut        | CCCAATACCAACGTAAGG <b>AA</b> * |
|                        | KAR6aG656E-R          | TGTGGTGAGAAATGGAGAGG           |
| <b>Kat6B wild type</b> | KAT6BG577E-WToligoF   | CCCAGCACCAAAGGCAAGGA           |
|                        | KAT6BG577E-WToligoR   | AGTGGGTGTCAGGGAAACTG           |
| <b>Kat6B mutant</b>    | KAT6BG577E-MUToligoF2 | CCCAGCACCAAAGGCAAG <b>AG</b> * |
|                        | KAT6BG577E-WToligoR   | AGTGGGTGTCAGGGAAACTG           |

\*Bold type indicates nucleic acid changes used to effect G to E amino acid substitution.

**Table S2.** Genes differentially expressed in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S3.** Genes differentially expressed in Kat6a<sup>-/-</sup>Kat6b<sup>+/+</sup> vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S4.** Genes differentially expressed in Kat6a<sup>+/+</sup>Kat6b<sup>-/-</sup> vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S5.** Genes differentially expressed in Kat6aG656E/G656EKat6b<sup>+/+</sup> vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S6.** Genes differentially expressed in Kat6a<sup>+/+</sup>Kat6bG577E/G577E vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S7.** GO terms BP (biological process) of genes differentially expressed in Kat6a<sup>-/-</sup>Kat6b<sup>+/+</sup> vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> and in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S8.** GO terms BP (biological process) of genes differentially expressed in Kat6a<sup>-/-</sup>Kat6b<sup>+/+</sup> vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> but not in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S9.** GO terms BP (biological process) of genes differentially expressed in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> but not in Kat6a<sup>-/-</sup>Kat6b<sup>+/+</sup> vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S10.** GO terms BP (biological process) of genes differentially expressed in Kat6a<sup>+/-</sup>Kat6b<sup>-/-</sup> vs. Kat6a<sup>+/-</sup>Kat6b<sup>+/-</sup> and in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a<sup>+/-</sup>Kat6b<sup>+/-</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S11.** GO terms BP (biological process) of genes differentially expressed in Kat6a<sup>+/-</sup>Kat6b<sup>-/-</sup> vs. Kat6a<sup>+/-</sup>Kat6b<sup>+/-</sup> but not in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a<sup>+/-</sup>Kat6b<sup>+/-</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S12.** GO terms BP (biological process) of genes differentially expressed in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a<sup>+/-</sup>Kat6b<sup>+/-</sup> but not in Kat6a<sup>+/-</sup>Kat6b<sup>-/-</sup> vs. Kat6a<sup>+/-</sup>Kat6b<sup>+/-</sup> E9.5 embryos

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S13.** Genes differentially expressed in Kat6aG656E/G656EKat6b<sup>+/-</sup> vs. Kat6a<sup>+/-</sup>Kat6b<sup>+/-</sup> E14.5 foetal liver haematopoietic cells

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S14.** Genes differentially expressed in Kat6a<sup>+/+</sup>Kat6bG577E/G577E vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> E14.5 foetal liver haematopoietic cells

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S15.** Genes differentially expressed in Kat6aG656E/G656EKat6bG577E/G577E vs. Kat6a<sup>+/+</sup>Kat6b<sup>+/+</sup> E14.5 foetal liver haematopoietic cells

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205559#supplementary-data>

**Table S16. List of cell surface markers used for the FACS analyses of hematopoietic cells**

| Category              | Cell type             | Marker                                                | Tissue type |
|-----------------------|-----------------------|-------------------------------------------------------|-------------|
| Stem cell compartment | LSK                   | Lineage-Sca1+c-KIT+                                   | BM          |
|                       | HPC1 SLAM             | Lineage-Sca1+c-KIT+CD150-CD48+                        |             |
|                       | HPC2 SLAM             | Lineage-Sca1+c-KIT+CD150+CD48+                        |             |
|                       | HSC SLAM              | Lineage-Sca1+c-KIT+CD150+CD48-                        |             |
|                       | MPP SLAM              | Lineage-Sca1+c-KIT+CD150-CD48-                        |             |
|                       | DN-HSC                | Lineage- Sca1+c-KIT+CD34-Flt3-                        |             |
|                       | ST-HSC                | Lineage- Sca1+c-KIT+CD34+Flt3-                        |             |
|                       | MPP                   | Lineage- Sca1+c-KIT+CD34+Flt3+                        |             |
| Progenitor            | Progenitor            | Lineage-Sca1-c-KIT+                                   | BM          |
|                       | CMP                   | Lineage-Sca1-c-KIT+CD34+CD16/32-                      |             |
|                       | GMP                   | Lineage-Sca1-c-KIT+CD34+CD16/32+                      |             |
|                       | MEP                   | Lineage-Sca1-c-KIT+CD34-CD16/32-                      |             |
| Myeloid               | Myeloid               | Gr1+Mac1+                                             | BM          |
| B cell lineage        | Pro-B                 | B220+CD19+c-KIT+                                      | BM          |
|                       | Pre-B                 | B220+CD19+c-KIT-IgD-IgM-                              |             |
|                       | Immature B            | B220+CD19+c-KIT-IgD-IgM+                              |             |
|                       | Mature B              | B220+CD19+c-KIT-IgD+IgM+                              |             |
|                       | Marginal zone B cells | B220+CD19+CD23-CD21 <sup>high</sup>                   | Spleen      |
|                       | T1 – immature         | B220+CD19+IgM+CD21-                                   |             |
|                       | T2 – immature         | B220+CD19+IgM+CD21+                                   |             |
|                       | Mature spleen B cells | B220+CD19+IgM <sup>med/high</sup> CD21 <sup>med</sup> |             |
| T cell lineage        | CD4P                  | B220-CD19-Mac1-Gr1-Ter119-CD4+CD8-                    | Thymus      |
|                       | CD8P                  | B220-CD19-Mac1-Gr1-Ter119-CD4-CD8+                    |             |
|                       | DN                    | B220-CD19-Mac1-Gr1-Ter119-CD4-CD8-                    |             |
|                       | DN1                   | B220-CD19-Mac1-Gr1-Ter119-CD4-CD8-CD25-CD44+          |             |

|          |            |                                                  |            |
|----------|------------|--------------------------------------------------|------------|
|          | DN2        | B220-CD19-Mac1-Gr1-Ter119-CD4-CD8-CD25+CD44+     |            |
|          | DN3        | B220-CD19-Mac1-Gr1-Ter119-CD4-CD8-CD25+CD44-     |            |
|          | DN4        | B220-CD19-Mac1-Gr1-Ter119-CD4-CD8-CD25-CD44-     |            |
|          | ETP        | B220-CD19-Mac1-Gr1-Ter119-CD4-CD8-CD25-c-KIT+    |            |
|          | DN2a       | B220-CD19-Mac1-Gr1-Ter119-CD4-CD8-CD25+c-KIThigh |            |
|          | DN2b       | B220-CD19-Mac1-Gr1-Ter119-CD4-CD8-CD25+c-KITmed  |            |
| Myeloid, | Myeloid    | Gr1+Mac1+                                        | Peripheral |
| B-cells  | B-cell     | B220+CD19+                                       | blood      |
| T-cells  | CD4+T-cell | CD4+                                             |            |
|          | CD8+T-cell | CD8+                                             |            |

LSK, lineage negative (negative for B220, CD19, CD4, CD8, Gr1, LYG6 and Ter119), SCA1 positive and c-KIT positive population. DN-HSC, long-term repopulating HSCs, double negative (DN) for CD34/FLT3. HSC SLAM, HSC with long-term repopulating ability defined by signaling lymphocytic activation molecule (SLAM) markers (CD150-positive and CD48-negative). HPC-1, Hematopoietic progenitor cells 1 (Kiel et al., 2005). HPC-2, Hematopoietic progenitor cells 2 (Kiel et al., 2005). ST-HSC, short-term repopulating hematopoietic stem cell. MPP, multipotent progenitor. CMP, common myeloid progenitor. GMP, granulocyte macrophage progenitor. MEP, megakaryocyte and erythrocyte progenitor. T1, transition type 1 B cells. T2, transition type 2 B cells. DN, double negative. ETP, early T-cell precursors.

References

Bergamasco, M. I., Ranathunga, N., Abeysekera, W., Li-Wai-Suen, C. S. N., Garnham, A. L., Willis, S. N., McRae, H. M., Yang, Y., D'Amico, A., Di Rago, L., et al. (2024). The histone acetyltransferase KAT6B is required for hematopoietic stem cell development and function. *Stem Cell Reports* **19**, 469-485.

Kiel, M. J., Yilmaz, O. H., Iwashita, T., Yilmaz, O. H., Terhorst, C. and Morrison, S. J. (2005). SLAM family receptors distinguish hematopoietic stem and progenitor cells and reveal endothelial niches for stem cells. *Cell* **121**, 1109-1121.

Thomas, T., Voss, A. K., Chowdhury, K. and Gruss, P. (2000). Querkopf, a MYST family histone acetyltransferase, is required for normal cerebral cortex development. *Development* **127**, 2537-2548.

How the deposited data were processed for this re-analysis (not part of the article)

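The data were the deposited counts per gene of 40 bulk RNA-sequencing libraries, 24 of whole E9.5 embryos and 16 of E14.5 fetal liver LSK samples. The unit is the count of read pairs that the authors assigned to each RefSeq gene with featureCounts after alignment to mm39. The mean was 18902926 per library.

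The files hold 26411 genes, of which 26359 were matched by identifier to a gene table for GRCm38 that served only for names and gene types; the other 52 were left out. Of the genes, 21030 were protein-coding and 79 lay on the Y chromosome. The authors took gene types from another table, so the genes tested differ from theirs. Positions and sequences came from GENCODE vM39 on GRCm39, the build of the authors' alignment.

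The main model followed the authors' methods: protein-coding genes without Y-linked genes, filterByExpr, TMM scaling, 4 surrogate variables from wsva, and voomLmFit with litter as a random block and robust empirical Bayes moderation in limma. The litter correlation was 0.107 at E9.5 and 0.331 at E14.5. FDR is the Benjamini-Hochberg adjusted p over all genes of a comparison, and genes with FDR<0.05 are called. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.

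The model, the comparisons, the gene lists and the alternatives were chosen before the data were examined, except where stated. Genes are named by a fixed rule: *Kat6a* and *Kat6b* in every comparison, genes the paper names or prints in its figures, all *Hox* genes as a family, and the 5 genes with the smallest p among those called in each comparison. Log2 fold changes come from the model, and CPM values are means with SD of the libraries of a genotype, scaled by TMM.

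Alternatives were 0, 2 or 6 surrogate variables, surrogate variables weighted by standard deviation, no litter block, edgeR quasi-likelihood tests with and without surrogate variables, DESeq2, DESeq2 size factors, no filter on low counts, all gene types with Y-linked genes, a block for replicate number, only the 8 libraries compared, fry in place of roast, all genes in place of the 500 largest differences, and omission of each library in turn. Added after the data had been seen were *Xist* as a covariate, sample weights, the number of genes detected as a covariate, adjustment over the T-box or forkhead family or the 7 heart genes alone, and equal weights of both genotypes in the mean distance within genotypes. Ranges over the alternatives given for a gene cover these models and the omission of each library compared.

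Separation of genotypes was tested by exact permutation of the 35 splits of 8 libraries. Gene sets used the thresholds of the figure legends and were tested with roast, which obtains p by random rotation of residuals; this is neither an exact test nor a permutation of the 4 libraries of a genotype. Since comparisons with WT share the WT libraries, set tests were set beside 20 simulations with an unchanged genotype and beside separate WT libraries. Overlaps were set beside 20 simulations with the changes of the second genotype moved to random genes of similar expression, added after the data had been seen. Gene lists written in advance, among them *Hox* genes, ribosomal protein genes, hypoxia response genes and lymphoid progenitor genes, were tested with fry.

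The procedure was tested on simulated data drawn from the fitted means and spread, with 200 genes changed in each genotype by a log2 fold change of 0.5 or 1. It recovered 76.5% to 85% of them in the E9.5 comparisons, with 6 to 13 false calls among 14183 genes, and 51% to 68% in the E14.5 comparisons, with 5 or 6 false calls each among 13071 genes. No simulation held a litter effect, while the litter correlation of the real libraries was 0.107 and 0.331. These recoveries and false calls may therefore be too favourable.

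Gene ontology analyses, imaging, phenotypes and flow cytometry were not analysed here. Sequence reads were not used here, so the point mutations were not checked in the reads, and overlapping or antisense transcripts, which unstranded libraries do not separate, were not resolved. The supplementary gene tables seen here hold the first 1997 or 1998 genes of each comparison, so no overlap or enrichment test was run on them. Some results for single genes are not reported here.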

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

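The tests on thinned libraries, on the label of 1 *Kat6a E/E;Kat6b E/E* library, on *Xist*, on the sex difference and on litter among libraries with fewer genes detected were chosen only after the values below had been seen.

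In the E9.5 data, *Xist* was at 526.9 CPM in *Kat6a-/-* replicate 2, 635.7 CPM in *Kat6b-/-* replicate 2 and 755 CPM in *Kat6b-/-* replicate 3, although the paper states that all embryos were male. The sum of 4 Y-linked genes was at most 0.1992 CPM in these libraries, against at least 145.5 CPM in the other 21, which argues against male embryos, alone or mixed with female material. Of 4 genes that escape X inactivation, 3 were higher in all 3 libraries than in each of the other 21, and *Ddx3x* was not. These values fit female embryos; whether libraries were exchanged was not tested.

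A sex difference between groups did not carry most calls of the null mutants against WT. With *Xist* as a covariate, 45 of the 72 *Kat6b-/-* genes and 200 of the 375 *Kat6a-/-* genes were still called, and 71 and all 375 kept an unadjusted p under 0.05. For *Kat6b E/E* against *Kat6b-/-* and *Kat6a E/E* against *Kat6a-/-* this covariate lowered the counts (given below). A sex difference stays open for those 2 comparisons.

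At E9.5, WT replicate 4 had a total count of 19078839, against 11823454 to 12048947 in the other WT libraries. Thinned to the same total, it had 17604 genes detected (others 17466 to 17606), so deeper sequencing alone may account for the total. Its hemoglobin genes held 0.3926% of the counts (others 0.5806 to 0.6072).

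At E9.5, WT replicate 3 had 1.869% of its counts in ribosomal protein genes (other WT libraries 1.94 to 1.944, all E9.5 libraries 1.702 to 2.111). It lies within the range of the experiment and stands out only because the other 3 were close together. Among 86 groups of 4 libraries, 7 were above the critical value of the Dixon test, where about 1 in 20 is expected by chance; this group had a Dixon ratio of 0.947, with 1 other higher (0.969).

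At E9.5, *Kat6a E/E;Kat6b E/E* replicate 2 had *Kat6b* at 55.97 CPM (other *Kat6a E/E;Kat6b E/E* libraries 40.68 to 42), near the *Kat6b-/-* libraries. On genes that part *Kat6b-/-* from the other *Kat6a E/E;Kat6b E/E* libraries, it lay at 0.414 between the *Kat6b-/-* mean (0) and the *Kat6a E/E;Kat6b E/E* mean (1), while the 16 libraries of other genotypes lay at 0.196 to 0.99. An exchanged label and ordinary spread could not be told apart by this value of 0.414.

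At E14.5, WT replicate 4 had a total count of 59216547 (other WT libraries 22225822 to 26475700). Thinned to the same total, it had 15928 genes detected (others 15706 to 15975), so deeper sequencing alone may explain it.

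At E14.5, *Kat6a E/E* replicate 2 had 13683 genes detected (other *Kat6a E/E* libraries 16492 to 17037) and *Kat6b* at 22.33 CPM (37.99 to 40.64). With *Kat6a E/E;Kat6b E/E* replicates 2 to 4 it forms a group of 4 libraries with fewer genes. Depth did not explain it: thinned to the lowest total, the 4 had at most 13608 genes and the others at least 15539. Nor did a few abundant genes, as the top 10 genes held at most 5.429% of the counts. Genes switched off by the double mutation are no explanation either. Among 11944 genes with a WT mean of at least 1 CPM, *Kat6a E/E;Kat6b E/E* replicate 1 had 1 without a count, against 247 to 599 in replicates 2 to 4.

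Loss of molecules during preparation and something shared by litter were also tested for these 4 libraries. Pairs with the *Kat6a E/E* library shared lost genes 1.386 times as often as independent loss gives (median), and 3 of the 4 came from 1 litter that holds no other library; the *Kat6a E/E* library came from another litter. These could not be told apart with the values 1.386 and 3. Cell input and the mixture of cells were not tested; the 4 libraries had 2.764% to 4.259% of their counts in mitochondrial genes (others at most 2.437) and 0.5982% to 1.372% in hemoglobin genes (others at most 0.468).

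In *Kat6a E/E*, *Socs2* and *Igf2bp1* responded differently in the tissues. The change at E14.5 minus that at E9.5 was 0.9388 for *Socs2* and -0.6141 for *Igf2bp1* (FDR=0.0316 for both; 2 genes called of 12188, with 1140 at an unadjusted p under 0.05). Tissue and stage differ together, so the data do not separate them.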

How the results depend on the processing

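The use of *Xist* as a covariate, of sample weights, of the number of genes detected in place of surrogate variables and of equal weights of both genotypes in the mean distance within genotypes were chosen only after the results had been seen.

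Comparisons with WT are given below by mutant genotype. A count was taken as changed only beyond a ratio of 1.5 to the main model, so smaller shifts are left out of the lists by model below. With DESeq2 size factors in place of TMM, all 28 results for calls, shared calls, gene sets and separations counted as unchanged. Results for single genes are not among the 28. With fry in place of roast, all 5 gene set tests also counted as unchanged, with a p of 2.2e-06 to 5.8e-05 by fry against 5e-05 by roast.

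Surrogate variables moved many results. Without them the E9.5 counts were 0 (*Kat6a E/E;Kat6b E/E*), 111 (*Kat6a-/-*), 0 (*Kat6b-/-*), 14 (*Kat6a E/E*), 61 (*Kat6a E/E* against *Kat6a-/-*), 0 (*Kat6b E/E* against *Kat6b-/-*) and 0 (*Kat6a E/E;Kat6b E/E* against *Kat6a-/-*), and the E14.5 counts 3 (*Kat6a E/E*) and 1 (*Kat6a E/E;Kat6b E/E*); shared calls were 0 in all 3 overlaps. The *Kat6a-/-* division became 44 lower and 67 higher. The *Kat6a E/E;Kat6b E/E* gene sets then held 0 genes at E9.5 and gave no value.

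With 2 surrogate variables the counts were 159 (*Kat6a-/-*), 29 (*Kat6b-/-*), 0 (*Kat6b E/E* against *Kat6b-/-*), 0 (*Kat6a E/E;Kat6b E/E* against *Kat6a-/-*), and at E14.5 50 (*Kat6a E/E*) and 2 (*Kat6a E/E;Kat6b E/E*); shared calls were 1 (*Kat6a-/-* and *Kat6a E/E*), 51 (*Kat6a-/-* and *Kat6a E/E;Kat6b E/E*) and 21 (*Kat6b-/-* and *Kat6a E/E;Kat6b E/E*).

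With 6 they were 811 (*Kat6a E/E;Kat6b E/E*), 631 (*Kat6a-/-*), 169 (*Kat6b-/-*), 122 (*Kat6a E/E*; 87 lower, 35 higher), 416 (*Kat6a E/E* against *Kat6a-/-*), 19 (*Kat6b E/E* against *Kat6b-/-*), 43 (*Kat6a E/E;Kat6b E/E* against *Kat6a-/-*) and 22 (*Kat6a E/E;Kat6b E/E* at E14.5); shared calls were 28, 200 and 111.

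With surrogate variables weighted by standard deviation they were 134 (*Kat6a-/-*), 18 (*Kat6a E/E*), 76 (*Kat6a E/E* against *Kat6a-/-*), 0 (*Kat6b E/E* against *Kat6b-/-*) and 2 (*Kat6a E/E;Kat6b E/E* against *Kat6a-/-*); shared calls were 1 (*Kat6a-/-* and *Kat6a E/E*) and 41 (*Kat6a-/-* and *Kat6a E/E;Kat6b E/E*).

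Without the litter block, the E14.5 *Kat6a E/E* count was 33 (15 lower, 18 higher).

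The quasi-likelihood test of edgeR without surrogate variables gave 0 (*Kat6a E/E;Kat6b E/E*), 159 (*Kat6a-/-*), 0 (*Kat6b-/-*), 0 (*Kat6a E/E*), 105 (*Kat6a E/E* against *Kat6a-/-*), 0 (*Kat6b E/E* against *Kat6b-/-*) and 0 (*Kat6a E/E;Kat6b E/E* against *Kat6a-/-*), and at E14.5 0 (*Kat6a E/E*) and 39 (*Kat6a E/E;Kat6b E/E*); shared calls were 0 in all 3. With the 4 surrogate variables it gave 10 (*Kat6b E/E* against *Kat6b-/-*), and at E14.5 82 (*Kat6a E/E*; 53 lower, 29 higher) and 1 (*Kat6a E/E;Kat6b E/E*).

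DESeq2 without surrogate variables gave 194 (*Kat6a E/E;Kat6b E/E*), 12 (*Kat6b-/-*), 25 (*Kat6a E/E*), 0 (*Kat6b E/E* against *Kat6b-/-*) and 99 (*Kat6a E/E;Kat6b E/E* against *Kat6a-/-*), and at E14.5 6 (*Kat6a E/E*), 262 (*Kat6a E/E;Kat6b E/E*) and 62 (*Kat6a E/E;Kat6b E/E* against *Kat6a E/E*); shared calls were 1, 38 and 7. On simulated data this model made 438 false calls for *Kat6a E/E;Kat6b E/E* at E14.5, so its calls there carry little weight.

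Without a filter on low counts, *Kat6a E/E* against *Kat6a-/-* gave 348 and *Kat6a E/E;Kat6b E/E* against *Kat6a-/-* 4. The separation from WT fell to 0.08382 for *Kat6a-/-* (exact permutation p=0.0571), and for *Kat6a E/E;Kat6b E/E* at E14.5 it was 0.5097 (exact permutation p=0.0286).

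With all gene types and Y-linked genes, the counts were 116 (*Kat6b-/-*), 491 (*Kat6a E/E* against *Kat6a-/-*) and 30 (*Kat6b E/E* against *Kat6b-/-*), with 8 shared calls (*Kat6a-/-* and *Kat6a E/E*).

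With only the 8 libraries compared and no surrogate variables, they were 0 (*Kat6a E/E;Kat6b E/E*), 3 (*Kat6b-/-*), 7 (*Kat6a E/E*), 3 (*Kat6a E/E* against *Kat6a-/-*), 0 (*Kat6b E/E* against *Kat6b-/-*), 0 (*Kat6a E/E;Kat6b E/E* against *Kat6a-/-*) and 16 (*Kat6a E/E* at E14.5).

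Replicate numbers do not pair libraries across genotypes: after removal of genotype means, libraries of the same number had a mean correlation of 0.0403 at E9.5 and 0.00247 at E14.5. A block for replicate number gave 222 (*Kat6a-/-*), 116 (*Kat6b-/-*), 106 (*Kat6a E/E* against *Kat6a-/-*), 3 (*Kat6a E/E;Kat6b E/E* against *Kat6a-/-*) and 28 (*Kat6a E/E* at E14.5; 22 lower, 6 higher), with 3 (*Kat6a-/-* and *Kat6a E/E*) and 54 (*Kat6a-/-* and *Kat6a E/E;Kat6b E/E*) shared calls.

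With all genes in the distances, the separation was 0.02107 for *Kat6a E/E;Kat6b E/E* at E9.5 (exact permutation p=0.0571) and 0.02605 for *Kat6a E/E* at E14.5 (0.171). With the surrogate variables removed and genotype kept, it was 0.09233 (*Kat6b-/-*), 0.0634 (*Kat6a E/E*) and 0.7947 (*Kat6a E/E;Kat6b E/E* at E14.5), each with an exact permutation p=0.0286.

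Of the additions, *Xist* as a covariate gave 113 (*Kat6b-/-*), 98 (*Kat6a E/E* against *Kat6a-/-*), 0 (*Kat6b E/E* against *Kat6b-/-*) and 2 (*Kat6a E/E;Kat6b E/E* at E14.5). Sample weights gave 164 (*Kat6a E/E;Kat6b E/E*), 743 (*Kat6a-/-*), 17 (*Kat6a E/E*), 0 (*Kat6b E/E* against *Kat6b-/-*) and 0 (*Kat6a E/E;Kat6b E/E* against *Kat6a-/-*). The number of genes detected as a covariate gave 5 (*Kat6a E/E* at E14.5).

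Leaving out each library in turn gave ranges of 115 to 502 (*Kat6a E/E;Kat6b E/E*), 102 to 346 (*Kat6a-/-*), 11 to 99 (*Kat6b-/-*), 11 to 74 (*Kat6a E/E*), 112 to 395 (*Kat6a E/E* against *Kat6a-/-*), 0 to 13 (*Kat6b E/E* against *Kat6b-/-*) and 0 to 13 (*Kat6a E/E;Kat6b E/E* against *Kat6a-/-*). At E14.5 they were 1 to 197 (*Kat6a E/E*), 0 to 96 (*Kat6b E/E*), 0 to 2170 (*Kat6a E/E;Kat6b E/E*) and 0 to 1998 (*Kat6a E/E;Kat6b E/E* against *Kat6a E/E*). The lowest of *Kat6a E/E* was without replicate 1, and the highest of *Kat6a E/E;Kat6b E/E* without its replicate 1. Shared calls were 1 to 3 (*Kat6a-/-* and *Kat6a E/E*), 17 to 61 (*Kat6a-/-* and *Kat6a E/E;Kat6b E/E*) and 6 to 33 (*Kat6b-/-* and *Kat6a E/E;Kat6b E/E*).

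Leaving out each library, the separations from WT were 0.04796 to 0.09351 (*Kat6a E/E;Kat6b E/E*) and 0.07716 to 0.1561 (*Kat6a-/-*). At E14.5 that of *Kat6a E/E* was -0.05237 to 0.4089 and turned negative without any 1 of the WT replicates (-0.05237, -0.04509, -0.02485 and -0.04689 without replicates 1 to 4), and that of *Kat6a E/E;Kat6b E/E* was 0.03553 to 1.665. In these values an omission also changes the weight of each genotype in the mean distance within genotypes. With both weighted equally, chosen after seeing the values, that of *Kat6a E/E* was 0.09451 to 0.1723 and that of *Kat6a E/E;Kat6b E/E* 0.4086 to 1.085. The shares in the gene set tests stayed within 91.8% to 100% without any 1 WT library; the *Kat6b E/E* set had too few genes without WT replicate 2 and gave no value.

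Of 246 results for named genes, 78 were called. Under the alternatives, 755 of their 1210 values were still called, 455 were not and 0 reversed. Without single libraries, 405 of 624 were still called. For *Kat6a E/E;Kat6b E/E* against *Kat6a E/E* at E14.5, *Cd177* (-0.3637 to 2.083), *Chi3l1* (-0.3562 to 2.662) and *Cybb* (-0.06269 to 0.5619) reversed, as all 3 became higher in *Kat6a E/E;Kat6b E/E* and called without *Kat6a E/E;Kat6b E/E* replicate 1. *Chi3l1* did so too (2.733) with DESeq2 and no surrogate variables. The causes of these changes were not tested.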

Differences from the paper's values

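The adjustment over the T-box or forkhead family or the 7 heart genes alone, sample weights and *Xist* as a covariate were chosen only after the values had been seen.

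For *Tbx1*, *Tbx2*, *Tbx5* and *Tbx15* in *Kat6a-/-*, the paper gives a highest FDR of 0.04, and the value here was 0.166 (*Tbx2*). The paper's supplementary table gives 0.183 for it. No model fixed in advance closed the gap, and the closest was omission of WT replicate 4 (0.123). Adjustment over the 12 T-box genes alone, chosen after seeing the values, gave 0.045.

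For *Foxa2*, *Foxc1* and *Foxc2* in *Kat6a-/-*, the paper gives a highest FDR of 0.04, and the value here was 0.219 (*Foxc1*). No alternative reached it; the closest fixed in advance was 0.123 without WT replicate 1. Choices made after seeing the values gave 0.0904 (sample weights) and 0.0802 (adjustment over the 37 forkhead genes).

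For *Tbx1*, *Tbx5* and *Tbx15* in *Kat6a E/E;Kat6b E/E*, the paper gives a highest FDR of 0.04, and the value here was 0.303 (*Tbx5*). The paper's supplementary table gives 0.0747 for *Tbx1* and 0.0672 for *Tbx15*, so for these genes its text and its table differ. *Tbx5* is not among the first 1998 rows of that table. No alternative reached it; the lowest were 0.167 without WT replicate 1 and 0.142 with adjustment over the T-box genes, chosen after seeing the values.

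For *Foxc2* in *Kat6a E/E;Kat6b E/E*, the paper gives an FDR of 0.02, and the value here was 0.0445. The paper's supplementary table gives 0.0473. With 6 surrogate variables it was 0.029. With choices made after seeing the values it was 0.0211 (*Xist* as a covariate) and 0.0214 (adjustment over the forkhead genes).

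For the gene set test of *Kat6a E/E;Kat6b E/E* genes in *Kat6a E/E* at E14.5, the paper gives a p of 0.0002, and the value here was 5e-05. The p was 2e-04 with 2 surrogate variables and 0.00015 with a block for replicate number.

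Of the 7 heart genes of Fig. 3B that the paper calls reduced in *Kat6a-/-*, 4 were called here. *Tbx2* (FDR=0.166), *Tbx15* (FDR=0.127) and *Foxc1* (FDR=0.219) were lower but not called over all genes, in any of the fits. Adjusted over the T-box family alone, chosen after seeing the values, *Tbx2* (0.045) and *Tbx15* (0.0349) were called, and adjusted over the 7 genes all were (highest 0.026).

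Of the 4 genes the paper calls reduced in *Kat6a E/E;Kat6b E/E*, 1 was called here (*Foxc2*, in 5 of 23 fits, highest FDR 0.649). *Tbx1* had FDR=0.0705 and was called in 2 of 23 fits (with 2 and with 6 surrogate variables, lowest 0.0256). *Tbx15* had FDR=0.0682 and was called in 6 (with 2, 6 or weighted surrogate variables, with the quasi-likelihood test and 4 surrogate variables, without a filter on low counts, and without *Kat6a E/E;Kat6b E/E* replicate 3; lowest 0.025), and *Tbx5* had FDR=0.303 and was called in 0. Family adjustment, chosen after seeing the values, called *Tbx1* and *Tbx15* (0.0176 for both) and not *Tbx5* (0.142).

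The paper describes a lesser reduction of these genes in *Kat6a E/E;Kat6b E/E* than in *Kat6a-/-*. The direct test did not call it for *Tbx1* (FDR=0.162), although 2 of 23 fits did (6 surrogate variables, lowest 0.0298, and DESeq2 without surrogate variables), as did adjustment over the T-box genes alone, chosen after seeing the values. For *Foxa2* (FDR=0.185), 1 of 23 fits called it (DESeq2 without surrogate variables, 0.00576), as did adjustment over the forkhead genes alone (0.0151), chosen after seeing the values.

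The paper describes reduced *Tbx1* in *Kat6a E/E*. Here the log2 fold change was -0.22 with FDR=0.408, and it was called in 0 of 23 fits.

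For the scaling plot of Fig. 8A, the paper describes clustering of *Kat6a E/E;Kat6b E/E* samples away from other genotypes. Here the mean distance among *Kat6a E/E;Kat6b E/E* libraries (4.73) exceeded that to WT (3.77), unless surrogate variables were removed with genotype kept in the model (0.36 and 1.74).

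For Fig. 2A, the paper describes *Kat6b-/-* as set apart from WT. Here the separation had an exact permutation p=0.0857, and 0.0286 with surrogate variables removed and genotype kept in the model.

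For Fig. 2G, the paper places *Kat6a-/-*, *Kat6b-/-* and *Kat6a E/E* with *Kat6a E/E;Kat6b E/E*. Here 4 of 4 libraries of each joined the WT branch, but so did 3 of 4 of *Kat6a E/E;Kat6b E/E*. That branch therefore does not part these genotypes from most *Kat6a E/E;Kat6b E/E* libraries. After removal of surrogate variables with genotype kept in the model, the WT branch held 0 libraries of all these genotypes.

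For the 31 genes of Fig. 8G, the paper calls all of them changed in *Kat6a E/E*. Here 29 were called; *Ptgir* had FDR=0.0509 and *Tbkbp1* FDR=0.0564. *Ptgir* was called with DESeq2 size factors and without *Kat6a E/E* replicate 2, and both genes with *Xist* as a covariate, a choice made after seeing the values. The paper describes an opposite direction in *Kat6b E/E*; 26 of the 31 had the opposite sign, with 3 at an unadjusted p under 0.05.

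The paper states that all E9.5 embryos were male. Here 3 libraries had *Xist* of at least 527 CPM and Y-linked genes of at most 0.199 CPM.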

Other observations

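The tests on splits grouped by litter or by genes detected, on tail tissue, on shared sequence, on genes that escape X inactivation, on the direction of LSK calls in embryos and on the hypoxia genes without 1 library were chosen only after the results had been seen.

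To ask how often a random split of the libraries gives as many calls, each comparison was repeated over all 35 splits of its 8 libraries. At E9.5 the real split was the only 1 of 35 with as many calls for *Kat6a E/E;Kat6b E/E* (largest other 5), *Kat6a-/-* (76), *Kat6b-/-* (2) and *Kat6a E/E* (12) against WT, and for *Kat6a E/E* against *Kat6a-/-* (66). For *Kat6b E/E* against *Kat6b-/-*, 2 of 35 splits reached the observed count (largest 79), and for *Kat6a E/E;Kat6b E/E* against *Kat6a-/-*, 10 of 35 (largest 20), so by this count those calls do not stand out from chance. For *Kat6b E/E* against WT all 35 of 35 did, as 0 genes were called. Ranked by genes at an unadjusted p under 0.05, 3 of 35 splits reached the 1479 of *Kat6a E/E;Kat6b E/E* against *Kat6a-/-*, and 6 the 1253 of *Kat6b E/E* against *Kat6b-/-*. Against WT, 4 of 35 reached the 1421 of *Kat6a E/E* and 20 the 626 of *Kat6b E/E*. It was 1 of 35 for the other E9.5 comparisons.

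At E14.5 the real split was the only 1 of 35 for *Kat6a E/E* against WT (largest other 3). For *Kat6b E/E* and *Kat6a E/E;Kat6b E/E* against WT and for *Kat6a E/E;Kat6b E/E* against *Kat6a E/E*, all 35 of 35 splits had at least the 0 calls observed. Some regroupings had many: up to 231 for *Kat6b E/E* and WT, 272 for *Kat6a E/E;Kat6b E/E* and WT and 1549 for *Kat6a E/E;Kat6b E/E* and *Kat6a E/E*. Of the *Kat6b E/E* regroupings with calls, 0 parted WT replicates 1 to 3, which share a litter. The 1549 arose in the split that puts the 4 libraries with fewer genes detected together. Litter and library quality may therefore be a larger source of variation than genotype in those comparisons, given 0 and 1549.

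That 0 genes were called in *Kat6a E/E;Kat6b E/E* against WT at E14.5 may follow from the model. The lowest leverage among *Kat6a E/E;Kat6b E/E* replicates 2 to 4 was 0.9778 with 4 surrogate variables, so each of these libraries nearly fixes its own fit.

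Shared WT libraries bear on every gene set test. With separate WT libraries, the median share of genes with the same direction was 76.47% for *Kat6a E/E* genes in *Kat6a-/-*, 57.14% for *Kat6b E/E* genes in *Kat6b-/-*, 84.99% for *Kat6a E/E;Kat6b E/E* genes in *Kat6a-/-*, 84.5% for *Kat6a E/E;Kat6b E/E* genes in *Kat6b-/-* and 92.23% for *Kat6a E/E;Kat6b E/E* genes in *Kat6a E/E* at E14.5. For *Kat6a E/E;Kat6b E/E* genes in *Kat6a-/-* the share was at least 82.3% in every arrangement, which argues against shared libraries as the only source. For *Kat6b E/E* genes in *Kat6b-/-*, the 57.14% is consistent with no relation beyond the shared WT libraries. For the others the lowest arrangement gave 70.2% to 72.7%, under the 75% set in advance to exclude shared libraries. How much of these shares is due to shared libraries stays open.

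A strain variant carried with the targeted allele would place called genes near it. Within 10 Mb of the targeted gene, 2 of the *Kat6a-/-* calls (*Sfrp1* and *Plekha2*; Fisher exact p=0.608, one-sided), 1 of the *Kat6b-/-* calls (*Wnt5a*; Fisher exact p=0.446), 0 of the *Kat6a E/E* calls at E9.5 (Fisher exact p=1) and 2 of the *Kat6a E/E* calls at E14.5 (*Tdrp* and *Kbtbd11*; Fisher exact p=0.238) were found. This argues against linked variants as a main source, also in the E9.5 *Kat6a E/E* comparison, with 0 of 39 calls within 10 Mb. With only 39 calls, that comparison cannot exclude a small contribution.

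Gene length and GC content gave at least 50% of the fold change for 7 of the *Kat6a E/E;Kat6b E/E* calls, 1 of the *Kat6a-/-* calls, 1 of the *Kat6b-/-* calls, 0 of the E9.5 *Kat6a E/E* calls and 0 of the E14.5 *Kat6a E/E* calls. Such bias is not a source of the lists.

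*T* and *Hes7* varied widely between E9.5 libraries. *T* was at 9.87 ± 7.24 CPM in WT, 20.7 ± 10 in *Kat6a-/-*, 23.7 ± 6.79 in *Kat6b-/-*, 9.02 ± 8.38 in *Kat6a E/E*, 12.1 ± 7.03 in *Kat6b E/E* and 21.7 ± 3.95 in *Kat6a E/E;Kat6b E/E*. Over the 24 libraries *T* followed the mean of 9 other tail bud genes (rho=0.91, r=0.978, permutation p=1e-05, the smallest it can give; r=0.971 without the 2 farthest libraries; adjusted p 2e-05) and not the total count (rho=-0.218, permutation p=0.3). Less tail tissue in some dissected embryos is a candidate explanation, with rho=0.91, and a difference between genotypes stays open.

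The changes in *Kat6a E/E;Kat6b E/E* at E9.5 were compatible with a sum of those in *Kat6a E/E* and *Kat6b E/E*, as 0 genes were called for a departure. The power of this contrast was low (median standard error 0.121), and 910 genes had an unadjusted p under 0.05 where 709 arise by chance.

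Whether the *Kat6a E/E* changes in LSK cells and in embryos are related cannot be told. Of 140 genes called in LSK cells and tested at E9.5, 85 had the same direction. As many did in 4 of 70 labelled splits of the E9.5 *Kat6a E/E* and WT libraries, the real one included (exact permutation p=0.0571). Of the 140, 21 had an unadjusted p under 0.05 at E9.5 and 0 were called. Over the 12188 genes tested at both stages, r was 0.063.

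Several genes recurred in the comparisons with WT at E9.5: 24 were called in at least 3 of 4 of them, 17 of these lower in all, and *Actg1* was called in all 4. Between WT and the mean of the 5 mutants, 101 genes were called, and 25 of them share at least 20% of their sequence with other loci, against a median of 6 in random lists; 0 of 10000 random lists had as many (permutation p=1e-04, the smallest it can give). Reads shared with pseudogenes or paralogs are a candidate explanation, with 0 of 10000, and 23 of the 25 were higher in WT. Ribosomal protein genes made up 14 of the 101 calls, and 14 of the 25 were no ribosomal protein genes. *Rpl38*, *Rpl37a* and *Rpl37* share only 2.8%, 5.5% and 5.9% of their sequence and were also higher in WT (log2 difference 0.47, 0.30 and 0.36). Shared reads are a weaker candidate for these. What makes such reads differ between WT and mutant libraries stays open.

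Among the gene lists at E9.5 (128 tests), adjusted p values under 0.05 were found for hypoxia response genes in *Kat6a E/E;Kat6b E/E* (9 of 9 higher, median log2 fold change 0.4974, adjusted p=0.0471), ribosomal protein genes in *Kat6a E/E* (69 of 76 lower, adjusted p=0.0471), lymphoid progenitor genes in *Kat6a E/E;Kat6b E/E* and *Kat6a-/-* (2 genes only, 0.0497 and 0.0471) and between *Kat6a E/E* and *Kat6a-/-* (0.0471), and genes that escape X inactivation in *Kat6b-/-* (4 of 4 higher, 0.0497) and between *Kat6b E/E* and *Kat6b-/-* (0.0471). Hypoxia genes rested largely on *Kat6a E/E;Kat6b E/E* replicate 2: without it the median was 0.1766, with 8 of 9 higher. A single embryo in poorer condition is a candidate explanation for part of this change, with the median of 0.1766. In comparisons without that embryo, the same genes were 9 of 9 higher in *Kat6a-/-* (median 0.2744) and in *Kat6b E/E* (0.184) than in WT. They were 2 of 9 higher in *Kat6b-/-* and 5 of 9 in *Kat6a E/E*. The *Hox* family as a whole had adjusted p from 0.221 (*Kat6a E/E*) to 0.864 (*Kat6a E/E;Kat6b E/E*) against WT. At E14.5 (64 tests) no list had an adjusted p under 0.1.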
